# The meningeal transcriptional response to traumatic brain injury and aging

**DOI:** 10.7554/eLife.81154

**Published:** 2023-01-03

**Authors:** Ashley C Bolte, Daniel A Shapiro, Arun B Dutta, Wei Feng Ma, Katherine R Bruch, Michael A Kovacs, Ana Royo Marco, Hannah E Ennerfelt, John R Lukens

**Keywords:** Traumatic brain injury, neuroinflammation, meninges, aging, neurodegeneration, neuroimmunology, Mouse

## Abstract

Emerging evidence suggests that the meningeal compartment plays instrumental roles in various neurological disorders, however, we still lack fundamental knowledge about meningeal biology. Here, we utilized high-throughput RNA sequencing (RNA-seq) techniques to investigate the transcriptional response of the meninges to traumatic brain injury (TBI) and aging in the sub-acute and chronic time frames. Using single-cell RNA sequencing (scRNA-seq), we first explored how mild TBI affects the cellular and transcriptional landscape in the meninges in young mice at one-week post-injury. Then, using bulk RNA-seq, we assessed the differential long-term outcomes between young and aged mice following TBI. In our scRNA-seq studies, we highlight injury-related changes in differential gene expression seen in major meningeal cell populations including macrophages, fibroblasts, and adaptive immune cells. We found that TBI leads to an upregulation of type I interferon (IFN) signature genes in macrophages and a controlled upregulation of inflammatory-related genes in the fibroblast and adaptive immune cell populations. For reasons that remain poorly understood, even mild injuries in the elderly can lead to cognitive decline and devastating neuropathology. To better understand the differential outcomes between the young and the elderly following brain injury, we performed bulk RNA-seq on young and aged meninges 1.5 months after TBI. Notably, we found that aging alone induced upregulation of meningeal genes involved in antibody production by B cells and type I IFN signaling. Following injury, the meningeal transcriptome had largely returned to its pre-injury signature in young mice. In stark contrast, aged TBI mice still exhibited upregulation of immune-related genes and downregulation of genes involved in extracellular matrix remodeling. Overall, these findings illustrate the dynamic transcriptional response of the meninges to mild head trauma in youth and aging.

## Introduction

Traumatic brain injury (TBI) affects millions of people each year and can result in devastating long-term outcomes (Marin et al., 2017; Roozenbeek et al., 2013; Smith et al., 2013; McKee et al., 2009; Faul and Coronado, 2015; Selassie et al., 2008; Kang and Lin, 2012; Fann et al., 2018; Frost et al., 2013; Alexis et al., 2014). While TBI affects individuals of all ages, the elderly experience more severe consequences than younger individuals with similar injury severity (Susman et al., 2002). The reason for this differential age-related response to brain injury is not fully understood. Multiple findings have indicated that prolonged activation of the immune system following TBI may contribute to some of the negative TBI-associated sequelae (Ertürk et al., 2016; Winston et al., 2016; Corps et al., 2015; Johnson et al., 2013; Schimmel et al., 2017; Chou et al., 2018; McKee and Lukens, 2016; Witcher et al., 2021). Interestingly, several studies point to differences in the immune response in elderly individuals that may contribute to more severe consequences following injury (Chou et al., 2018; Morganti et al., 2016; Ritzel et al., 2018; Webster et al., 2015; Androvic et al., 2020; Ritzel et al., 2019; Kumar et al., 2013; Krukowski et al., 2018). However, our understanding of the disparate CNS responses between elderly and young individuals following TBI is still in its infancy.

Recent findings have implicated the meninges, a tri-layered tissue that resides between the brain parenchyma and skull, as an early responder to TBI and as a pivotal contributor to the CNS immune response following injury (Russo et al., 2018; Roth et al., 2014). Meningeal enhancement with post-contrast fluid attenuated inversion magnetic resonance imaging (MRI) can be seen in 50% of patients with mild TBIs and no apparent parenchymal damage (Roth et al., 2014). This enhancement has been shown to occur within minutes of injury (Turtzo et al., 2020). Moreover, many individuals who experienced mild TBIs still exhibited extravasation of contrast into the sub-arachnoid space, indicating that the blood-brain-barrier was compromised (Turtzo et al., 2020). While most patients experienced resolution in meningeal enhancement 19 days after injury, about 15% had persistent enhancement three months post-injury, indicating that some patients experienced prolonged periods without complete meningeal repair following mild TBI (Russo et al., 2018). These protracted periods of meningeal enhancement likely represent ongoing inflammation within the compartment, yet the different cellular and molecular components that drive this inflammation have not been fully investigated.

The meningeal response to brain injury can be divided into several phases: acute, sub-acute, and chronic (Roth et al., 2014). Initial studies of the acute phase response after a mild TBI detail a meningeal response that consists of rapid meningeal cell death due to vascular leakage and reactive oxygen species release, which results in secondary parenchymal damage within the first several hours of injury (Russo et al., 2018; Roth et al., 2014). The initial injury is followed by meningeal neutrophil swarming (present within an hour of injury) that is essential for regeneration of the initially damaged glial limitans (Roth et al., 2014). Disrupted meningeal vasculature is then repaired during the week following injury by non-classical monocytes (Russo et al., 2018). While these acute meningeal responses have been investigated, much less is understood about how brain injury shapes the meningeal environment more chronically, and if this response is affected by aging. Furthermore, it is unknown whether chronic meningeal changes following brain injury in aged individuals can contribute to neurodegenerative processes.

In addition to housing lymphatic vessels that drain molecules and cells to peripheral lymph nodes (Aspelund et al., 2015; Louveau et al., 2015), the meninges also contain a full array of innate and adaptive immune cells that are in constant communication with neurons and glia (Alves de Lima et al., 2020b; Alves de Lima et al., 2020a; Rustenhoven et al., 2021). In homeostasis, cytokine signaling from meningeal immune cells has been shown to be critical for shaping cognition (Alves de Lima et al., 2020a; Filiano et al., 2016; Derecki et al., 2010; Ribeiro et al., 2019). For instance, IFN-γ is important in maintaining social behavior networks, whereas IL-4 production by meningeal T cells has been shown to influence learning and memory (Filiano et al., 2016; Derecki et al., 2010). Recent studies also suggest that IL-17a secretion by γδ T cells in the meninges can impact anxiety-like behaviors and memory (Alves de Lima et al., 2020a; Ribeiro et al., 2019). Of particular relevance, recent work has shown that an age-related decline of CCR7 expression by meningeal T cells may contribute to cognitive impairment, brain inflammation, and neurodegenerative disease (Da Mesquita et al., 2021). In addition to meningeal T cell production of cytokines, it is known that immune cells within the cerebrospinal fluid (CSF) in the subarachnoid space can also produce signaling molecules and interact with brain-derived products and antigens (Gate et al., 2020; Lepennetier et al., 2019). Brain interstitial fluid (ISF) and CSF intermix in the subarachnoid space and both recirculate throughout the brain via the glymphatic system and drain through the meningeal lymphatic network to the periphery (Aspelund et al., 2015; Louveau et al., 2015; Plog et al., 2015; Ringstad and Eide, 2020; Louveau et al., 2017; Goodman and Iliff, 2020; Antila et al., 2017; Iliff et al., 2013; Iliff et al., 2014; Iliff et al., 2012; Jessen et al., 2015; Peng et al., 2016). This system provides meningeal cells and cells within the CSF with access to brain antigens and proteins. Despite mounting evidence demonstrating that meningeal cells can impact various aspects of neurobiology, we still lack a complete picture of how the meninges respond to processes that have been broadly linked to neurological disease, such as brain injury and aging. Likewise, little is known in regards to how aging impacts meningeal biology both under steady-state conditions and in response to TBI.

Here, we investigated how the meningeal transcriptional environment is altered following TBI and in aging utilizing high-throughput sequencing techniques, namely single-cell RNA sequencing (scRNA-seq) and bulk RNA sequencing (bulk RNA-seq). We focused on sub-acute (one week post-TBI) and chronic (1.5 months post-TBI) time points after brain injury to better understand how the cellular makeup and gene expression profiles in the meninges change with time and with age. We found that the heterogeneous cellular makeup of the meninges was altered one week following TBI with an increase in the frequency of macrophages and fibroblasts. Moreover, we further showed that the meningeal transcriptional environment was significantly altered in aging, including a broad upregulation of genes involved in antibody production and type I interferon (IFN) signaling. When examining the genes that were differentially expressed in aged mice as compared to young mice 1.5 months following TBI, we found that there was downregulation of genes important for extracellular matrix remodeling and collagen production, and an overall activation of immune system-related genes. This prolonged activation of the immune system was unique to the aged TBI mice, as the young mice exhibited few alterations in the meningeal transcriptome 1.5 months following injury. In order to identify subacute transcriptional changes that may persist chronically after injury in aging, we identified the shared differentially expressed genes between the bulk RNA-seq and scRNA-seq datasets. We found genes that are critical for maintaining an immune response that were initially upregulated one week after injury in young mice, remained upregulated in the chronic setting 1.5 months after injury. Genes important for connective tissue maintenance and wound healing that were downregulated one week after injury, remained downregulated 1.5 months after injury. These findings help reveal chronic dysregulated transcriptional response patterns seen in aging after brain injury. Overall, this study highlights the dynamic nature of the meningeal transcriptome in response to TBI and aging, and sheds light on some of the differences between young and aged individuals in responding to brain injury.

## Results

### Mild TBI incites alterations in the cellular composition of the meninges

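The single-cell data come from 2 libraries: 1 made from the dorsal meninges of 5 mice pooled 1 week after a mild TBI, and 1 from 5 mice pooled 1 week after a Sham procedure. The mice were male C57BL/6J. The paper and the sample descriptions put their age at 10 weeks, and another field of the sample records gives 10 to 12. Live cells were sorted, and about 4000 per sample were loaded on a 10 X Genomics Chromium platform with 3' version 2 chemistry, where each cell receives a barcode and each captured transcript a unique molecular identifier (UMI). The authors mapped the reads with Cell Ranger, for which the methods name version 1.3.1 and the deposited matrices carry version 3.1.0. They deposited the UMI count of each gene in each barcode that the software had called as a cell, before any other filter and without normalization. The Sham matrix holds 2699 barcodes and 9527334 UMIs, and the TBI matrix 4349 barcodes and 15011079 UMIs. The filters named in the paper's methods were applied here in turn: 150 to 5000 detected genes, then at most 20% mitochondrial UMIs, then at most 5% hemoglobin UMIs. In Sham they left 2380 barcodes after the lower gene limit, 2376 after the upper, 2332 after the mitochondrial limit and 2043 after all. In TBI they left 4084, 4080, 3947 and 3773. The paper reports 2261 Sham and 4022 TBI cells at the start, 2257 and 4018 after its gene filter, and 2049 and 3775 at the end. A lower limit of 200 genes, tried after the data had been seen, gave 2261 and 4022 barcodes, 2257 and 4018 after the upper limit and 2042 and 3773 after all. The cells kept hold 7866611 and 13940740 UMIs, with medians of 2764 and 2663 UMIs and 1318 and 1345 genes per cell. Predicted doublets, 33 Sham cells (1.62%) and 114 TBI cells (3.02%), were left in, and class and subcluster shares, gene ratios and the main list results were also computed without them. Clusters of the joined libraries were named from marker genes, largely those of the paper's own cluster tables, so the names are given with -like, and a difference from the paper's populations may come from the rebuilt names. UMIs were summed over the cells of a class in each library, scaled by the total of the class to counts per 1e6 UMIs (CPM), and compared as the log2 ratio of TBI over Sham. With 1 library per group no test between groups was possible, and no difference between the groups has a replicate behind it. Ranges in parentheses are 95% intervals and cover counting error only. For shares within 1 library and for gene ratios they are exact binomial or Poisson ones. For list medians they come from 2000 resamples of the counts. The paper fitted ZINB-WaVE and DESeq2 models in which each cell counts as a replicate.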

To gain insights into how TBI impacts meningeal biology, we subjected mice to a mild closed-skull injury and then performed scRNA-seq on the meninges one week post-injury (Figure 1a). In this model of mild TBI, mice received a single hit to the right inferior temporal and frontal lobes using a stereotaxic electromagnetic impactor (Figure 1—figure supplement 1a; Bolte et al., 2020). Of note, we have previously shown that head injury in this model does not result in appreciable alterations in balance, motor coordination, reflex, and alertness (Bolte et al., 2020). Consistent with the mild nature of this TBI model, we also do not observe any appreciable differences in CD31 blood vasculature staining at 24 hr following head trauma (Figure 1—figure supplement 1b and c). Moreover, we only detect modest increases in gliosis (Iba1 and GFAP staining) (Figure 1—figure supplement 1d, e and f) and MHCII + staining in the meninges at 24 hr post-TBI (Figure 1—figure supplement 1g, h and i).

**Figure 1.**
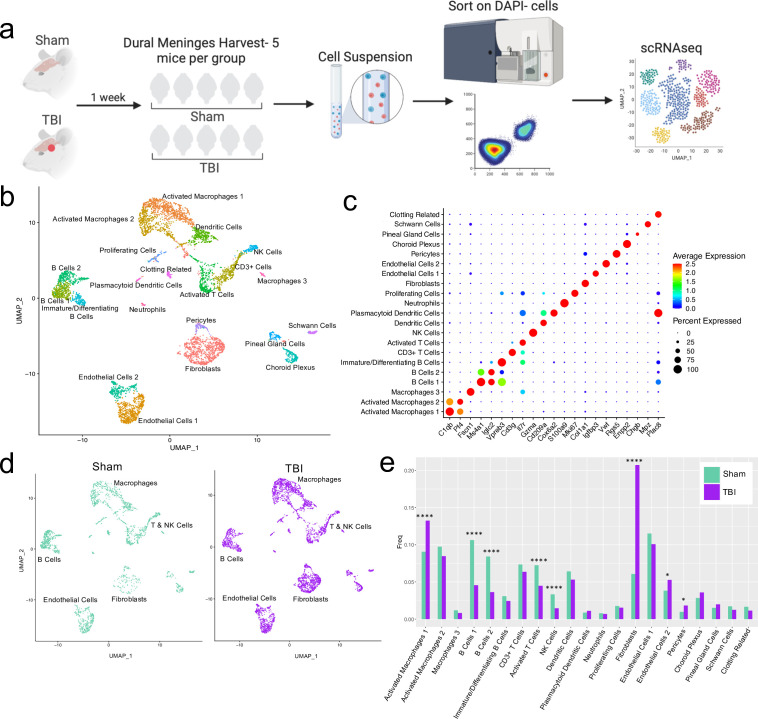
Alterations in the composition of meningeal cell populations following brain injury. Male C57BL/6 J wild-type (WT) mice at 10 weeks of age were subjected to a mild closed-skull injury above the right inferior temporal lobe or Sham procedure. One week later, the meninges from 5 mice per group were harvested, pooled, and processed for scRNA-seq. (**a**) Schematic of scRNA-seq protocol. (**b**) Uniform Manifold Approximation and Projection (UMAP) representation of the cell populations present in the meninges where both Sham and TBI groups are included. Colors are randomly assigned to each cell population. (**c**) Dot plot representation of cluster defining genes for each cell population, where each gene represents the most significant cluster-defining marker for each population. The color and size of each dot represents the average expression and percent of cells expressing each gene, respectively. (**d**) UMAP representations of the cell populations present in the meninges separated by Sham (sage) and TBI (purple). (**e**) Bar graph depicting frequencies of cell populations in Sham vs. TBI samples. Graphs were calculated using Seurat by normalizing the dataset, finding the variable features of the dataset, scaling the data, and reducing the dimensionality. Each data point in a UMAP plot represents a cell. p Values were calculated using a two sample z-test. ****p<0.0001, *p<.05, bar chart pairs without * were not statistically significant. Exact statistics are provided in the source data file. Figure 1—source data 1.Cluster-defining genes for single cell populations.Tables depicting the top 20 most significant cluster-defining genes for clusters 1–21. Raw data for top cluster defining genes for each cell population. Figure 1—source data 2.Frequency, cell count, and p-value for each single cell population.

**Figure 1—figure supplement 1.**
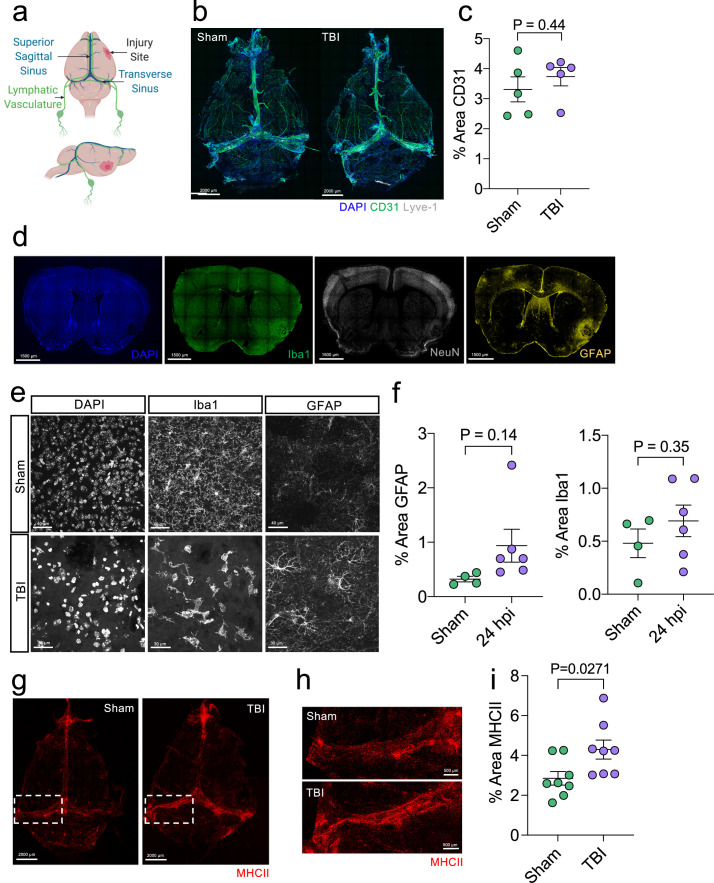
Initial brain and meningeal response following TBI. Male C57BL/6 J wild-type (WT) mice at 10 weeks of age received a TBI or Sham procedure and then the brains or meninges were harvested for immunohistochemistry at 24 hours. (**a**) Schematic depicting the location of the TBI in relation to dorsal anatomical structures. (**b**) Representative images of meningeal whole mounts stained with DAPI (blue), CD31 (green) and Lyve-1 (grey). (**c**) Quantification of the percent area of CD31 in each meningeal whole mount. Each data point represents an individual mouse (Sham n=5, TBI n=5, rep = 1). (**d**) Representative images of brains with injury site (right) taken 24 hr following TBI stained with DAPI (blue), Iba1 (green), NeuN (grey) and GFAP (yellow). (**e**) Representative high-magnification images (63 x) of Iba1 and GFAP-positive cells (microglia/macrophages and reactive astrocytes respectively) and (**f**) quantification of the percent area of GFAP and Iba1-positive cells in the hemisphere ipsilateral to the injury 24 hr after TBI. Each data point represents an individual mouse (Sham n=4, TBI n=6, rep = 2). (**g–i**) Meningeal whole mounts stained with MHCII (red) taken 24 hr post TBI. Dashed boxes in (**g**) represent zoomed areas of transverse sinus shown in (**h**). (**i**) Quantification of the % area MHCII staining in each meningeal whole mount. Each dot represents one mouse (Sham n=8, TBI n=8, rep = 1). Error bars depict mean  ± s.e.m. p Values were calculated using an unpaired students t-test. Figure 1—figure supplement 1—source data 1.Table depicting the percent area of CD31 + immunofluorescence in the meninges 24 hr after TBI. Figure 1—figure supplement 1—source data 2.Tables depicting the percent area of GFAP + and Iba1 + immunofluorescence in the brain 24 hr after TBI. Figure 1—figure supplement 1—source data 3.Table depicting the percent area of MHCII + immunofluorescence in the meninges 24 hr after TBI.

**Figure 1—figure supplement 2.**
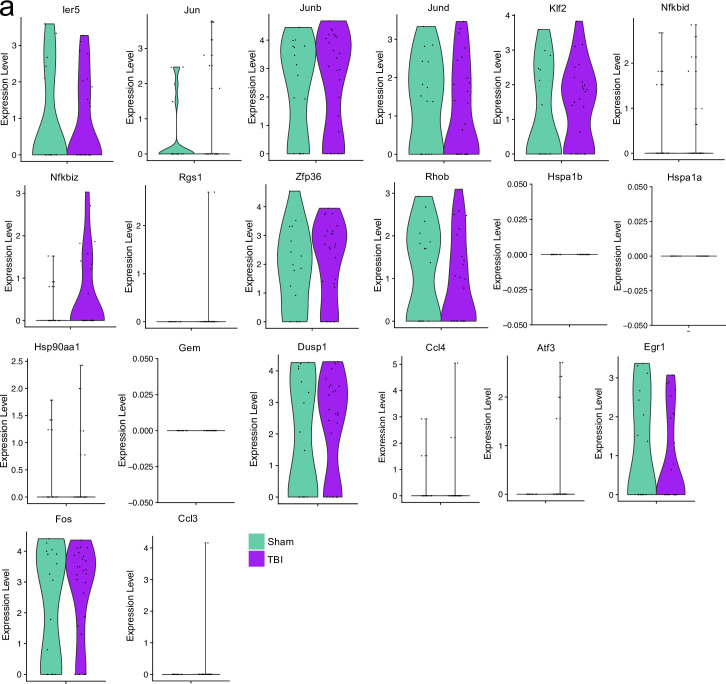
Stress and processing related genes after single cell RNA-sequencing. Male WT mice at 10 weeks of age received a TBI or Sham procedure. One week later, the meninges from 5 mice per group were harvested, pooled, and processed for scRNA-seq. Violin plots depicting various genes split by experimental group: Sham (sage) and TBI (purple). Each dot represents an individual cell. The width of the violin plot represents the frequency of observations at that given y-value. Therefore, the wider the violin plot, the higher the frequency of observations. Plots without sage or purple coloring did not have enough cells expressing the gene to create the plot. Graphs were calculated using Seurat by normalizing the dataset, finding the variable features of the dataset, scaling the data, and reducing the dimensionality.

For all of the sequencing studies in this paper, we strategically chose to isolate only the dorsal meningeal tissue, as this region of the meninges does not include the tissue affected by the direct injury site. Therefore, the sequencing data generated from these studies should better reflect the global meningeal changes that result from a localized injury site rather than the tissue damage and response at the immediate injury site. 

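Clustering of the 5816 filtered cells on 20 principal components at a Leiden resolution of 0.8 gave 24 clusters, all of which received a name, 19 names in all. Outside the immune system these were endothelial-like cells in 2 clusters (311 and 577 cells in Sham and TBI), a fibroblast-like cluster (122 and 767), choroid plexus-like cells (59 and 138), pineal gland-like cells (33 and 81) and pericyte-like cells (22 and 70). Schwann-like cells (35 and 46) fell into 2 clusters. No cluster received the name set aside for astrocytes, neurons and ependymal cells.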

Joint clustering of both the Sham and TBI meninges revealed 21 unique cell populations including endothelial cells, fibroblasts, Schwann cells, and ciliated ependymal cells from the pia (Figure 1b and c, Table 1). Additionally, the meninges contained a full repertoire of immune cells including macrophages, B cells, T cells, NK cells, dendritic cells, plasmacytoid dendritic cells, and neutrophils (Figure 1b and c, Table 1). 

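By the rebuilt names, the immune classes held, in Sham and TBI, 366 and 806 macrophage-like cells in 3 clusters, 377 and 299 B cell-like cells in 2 clusters, and 79 and 105 immature B cell-like cells. T cell-like cells numbered 162 and 220, cells like group 2 innate lymphoid (ILC2) or Th2 cells 99 and 134, and gamma-delta or Th17-like cells 15 and 26. NK-like cells numbered 87 and 86, dendritic-like 149 and 219, plasmacytoid dendritic-like 21 and 45, migratory dendritic-like 23 and 32, monocyte-like 32 and 43 and neutrophil-like 16 and 26. Together the immune classes made up 69.8% (67.8 to 71.8, 1426 cells) of the filtered Sham cells and 54.1% (52.5 to 55.7, 2041 cells) of the TBI cells.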

Other cell populations were less well-defined and included cells expressing genes important for clotting and proliferating cells (Figure 1b and c, Table 1). 

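The proliferating-like cluster, led by Mki67 and Top2a, held 35 and 53 cells. The cluster whose counts, 32 Sham and 43 TBI cells, are nearest to those of the paper's clotting-related population (34 and 43 in Table 1) was named monocyte-like. Its leading genes include Treml4, at 204 CPM, and Ace reached 484 CPM there. The coagulation factor gene F10 stood at 94.6 CPM, and F13a1 at 777 CPM, beside 773 CPM in macrophage-like cells. The platelet genes Ppbp and Gp9 had no UMI in it.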

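Each of the 19 rebuilt classes held cells of both libraries, the smallest being the gamma-delta or Th17-like class with 15 Sham and 26 TBI cells. Of all filtered cells, endothelial-like cells made up 15.2% (13.7 to 16.9, 311 cells) in Sham and 15.3% (14.2 to 16.5, 577 cells) in TBI. The 3 T-like classes together went from 13.5% (12.1 to 15.1, 276 cells) to 10.1% (9.13 to 11.1, 380 cells), NK-like cells from 4.26% (3.42 to 5.23, 87 cells) to 2.28% (1.83 to 2.81, 86 cells), and dendritic-like cells from 7.29% (6.20 to 8.51, 149 cells) to 5.80% (5.08 to 6.60, 219 cells). Pericyte-like cells stood at 1.08% (0.676 to 1.63, 22 cells) and 1.86% (1.45 to 2.34, 70 cells), and choroid plexus-like cells at 2.89% (2.21 to 3.71, 59 cells) and 3.66% (3.08 to 4.31, 138 cells). Shares of 1 library sum to 100%, so a class that grows lowers all others.

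**Figure D1:**
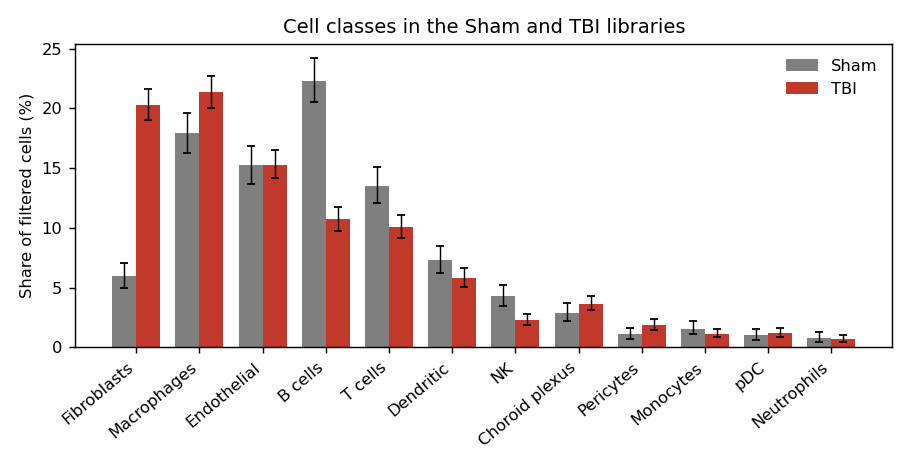
Share of filtered cells in 12 classes in the Sham library (grey) and the TBI library (red). Bars are exact 95% counting intervals of 1 library each.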

When separated out by Sham and TBI treatments, all 21 populations were still present in both groups (Figure 1d, Table 1), however the frequencies were varied (Figure 1e). Following brain injury, there was a higher frequency of one group of macrophages which we denoted as ‘Activated Macrophages 1’ as they exhibit high expression of complement-related genes (Figure 1c and e). Moreover, the frequency of fibroblasts was substantially increased following head trauma (Figure 1e). 

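The 3 macrophage-like clusters together held 17.9% (16.3 to 19.6, 366 cells) of Sham cells and 21.4% (20.1 to 22.7, 806 cells) of TBI cells, a difference of 3.45 points (1.3 to 5.53). The cluster led by Fcrls, C5ar1 and Mrc1, with C1qc among its leading genes, went from 3.67% (2.90 to 4.58, 75 cells) to 6.36% (5.60 to 7.19, 240 cells). A cluster led by Fcgr4, Slamf9 and Cx3cr1 went from 5.19% (4.27 to 6.24, 106 cells) to 6.71% (5.93 to 7.55, 253 cells), and the cluster led by Ccl8 and Cd209g from 9.06% (7.85 to 10.4, 185 cells) to 8.30% (7.43 to 9.22, 313 cells). Macrophage-like cells had a median of 2152 UMIs in Sham and 3842 in TBI. The paper's Table 1 gives 185 Sham and 499 TBI cells for Activated Macrophages 1, and 199 and 319 for Activated Macrophages 2.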

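Fibroblast-like cells made up 5.97% (4.98 to 7.09, 122 cells) of Sham cells and 20.3% (19.1 to 21.6, 767 cells) of TBI cells, a difference of 14.4 points (12.7 to 16.0) and a ratio of 3.4. Their median depths were close, at 2188 and 2252 UMIs, but 35 of 122 Sham and 99 of 767 TBI cells had fewer than 1000. Among cells with 4000 UMIs or more the shares were 4.88% and 15.1%, and among cells with fewer than 1000 they were 9.02% and 18.4%. The alternative that moved the difference most was a clustering resolution of 1.6, at 5.59 points. There 89 Sham and 495 TBI cells of this class fell into clusters without a name, and with those counted the difference was 14.4 points.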

While there was a reduction in frequency of some other cell types, namely the B cell populations, it is unclear whether this was relative to the expansion of the other subsets or an actual decrease in number (Figure 1e). 

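The B-like and immature B-like clusters together went from 22.3% (20.5 to 24.2, 456 cells) of Sham cells to 10.7% (9.74 to 11.7, 404 cells) of TBI cells, a difference of -11.6 points (-13.7 to -9.58). The cluster led by Ms4a1 went from 9.99% (8.72 to 11.4, 204 cells) to 4.35% (3.72 to 5.05, 164 cells), the one led by Fcer2a and Ighd from 8.47% (7.30 to 9.76, 173 cells) to 3.58% (3.01 to 4.22, 135 cells), and the immature B-like cluster from 3.87% (3.07 to 4.80, 79 cells) to 2.78% (2.28 to 3.36, 105 cells). Taken over the immune classes alone, which removes the fibroblast-like cells from the denominator, the combined B-like share differed by -12.2 points (-15.2 to -9.22). Counts of cells per mouse or per tissue weight were not analysed here, so shares alone are given.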

In order to ensure the short digestion and processing steps of the sample preparation did not result in significant upregulation of stress-related genes in both Sham and TBI samples, we examined a collection of genes that have been known to be upregulated after tissue processing and in stress-related conditions (Haimon et al., 2018; Marsh et al., 2020; Van Hove et al., 2019; Figure 1—figure supplement 2). 

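UMIs of 20 genes that tissue dissociation can induce were counted in all filtered cells, each cell thinned to 1000 UMIs to equalize depth. Thinning left out 388 Sham and 539 TBI cells below that depth. The share of cells with at least 1 UMI had a median over the genes of 4.29% in Sham and 6.05% in TBI, with ranges of 0.906% to 33.1% and 0.804% to 26.9%. Without thinning the medians were 9.91% and 12.0%, and the highest shares 48.8% and 46.2%. The share was higher in TBI for 9 genes and higher in Sham for 11, from a rise of 6.35 points for Rhob to -6.18 points for Klf2. A threshold of 2 UMIs, without thinning, gave medians of 4.33% and 6.16%. In the 42 neutrophil-like cells, no UMI of Hspa1a, Hspa1b or Gem was found (0 of 42 cells, which allows up to 7.14% of cells with a UMI), while Junb was found in 71.4% of them and Fos in 76.2%.

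**Figure D2:**
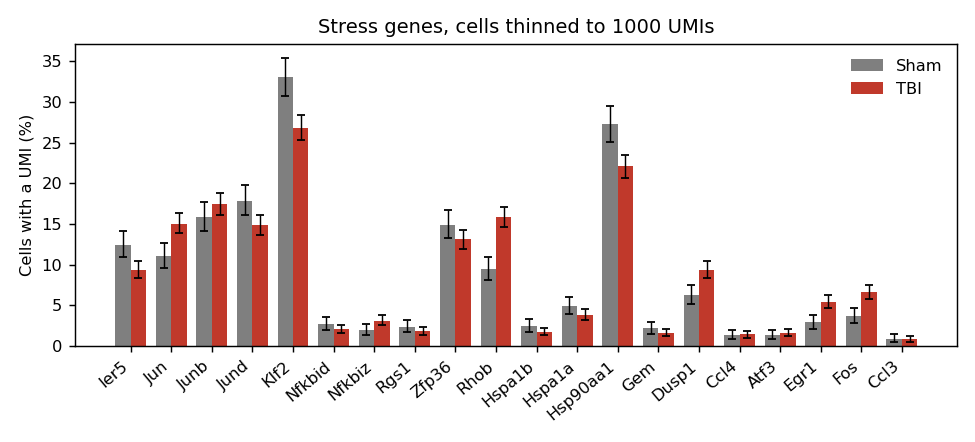
Share of all filtered cells with at least 1 UMI of each of 20 dissociation-induced genes after thinning every cell to 1000 UMIs, in the Sham library (grey) and the TBI library (red).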

Very few sequenced cells expressed these genes and there were not substantial differences between the TBI or Sham experimental groups, suggesting minor contributions of processing on gene expression and similar effects across experimental groups (Figure 1—figure supplement 2). Overall, these data highlight the heterogeneous nature of the meningeal tissue and also demonstrate that the frequencies of macrophage and fibroblast populations are increased 1 week post-TBI.

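The macrophage-like share depends on the denominator: its difference was 7.76 points with fibroblast-like cells left out of the total and 13.8 points over the immune classes alone. The fibroblast-like difference kept its sign under each alternative, from 5.59 to 15.6 points, the highest when cells were assigned by their own marker genes. From the frequencies of the 2 libraries the paper concludes that both populations increase by 1 week. The values here are shares of cells in 1 pooled library per group and carry no estimate of variation between mice.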

**Table 1.** Counts of each cell population separated by Sham and TBI. Male WT mice at 10 weeks of age received a TBI or Sham procedure. One week later, the meninges from 5 mice per group were harvested, pooled, and processed for scRNA-seq. The cell counts for each cell population are shown after data processing.

Cell Type	Cell Counts Sham	Cell Counts TBI
Activated Macs 1	185	499
Activated Macs 2	199	319
Macs 3	24	31
B Cells 1	217	172
B Cells 2	172	137
Immature/Diff B Cells	63	92
CD3+T Cells	150	240
Activated T Cells	148	169
NK Cells	68	55
Dendritic Cells	131	200
Plasmacytoid Dendritic Cells	18	42
Neutrophils	16	26
Proliferating Cells	36	58
Fibroblasts	124	781
Endothelial Cells 1	235	380
Endothelial Cells 2	78	199
Pericytes	20	69
Choroid Plexus	58	135
Pineal Gland Cells	31	75
Schwann Cells	35	47
Clotting Related	34	43

### Effects of mild TBI on the meningeal macrophage transcriptome

Given our data demonstrating an appreciable expansion of the meningeal macrophage population following injury (Figure 1e), as well as emerging data suggesting instrumental roles for these cells in TBI pathogenesis (Russo et al., 2018; Roth et al., 2014), we decided to focus first on the response of meningeal macrophages to head trauma. Differential gene expression analysis of the ‘Activated Macrophage’ populations (Activated Macrophages 1 & 2) revealed 321 upregulated genes and 369 downregulated genes following head injury when using a false discovery rate of <0.1 (Figure 2a). 

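Log2 ratios of summed UMIs in the 366 Sham and 806 TBI macrophage-like cells were set beside the paper's table of macrophage genes, of which 1311 of 1323 have a value here under the same symbol. Over these genes, which are not replicates, the rank correlation of the ratios was 0.91. Of the genes the paper lists as up, 290 of 319 lay above 0 (median 0.13), and of those it lists as down, 336 of 368 lay below 0 (median -0.12). The interval left out 0 in the same direction for 127 of the up and 131 of the down genes. The paper's table comes from these same 2 libraries, so the tally is no independent count. Among genes with at least 100 UMIs in the class the largest log2 ratios were those of Fabp4 (1 and 137 UMIs, ratio 5.29, 3.37 to 11.19), Tpsb2 (3 and 239 UMIs, ratio 4.87, 3.52 to 7.38), Cpa3 (1 and 101 UMIs, ratio 4.85, 2.92 to 10.75), Cma1 (3 and 177 UMIs, ratio 4.44, 3.09 to 6.95) and Mcpt4 (9 and 399 UMIs, ratio 4.17, 3.30 to 5.38). Of the TBI UMIs, 86.9% of those of Fabp4 came from 3 cells, and 90.8% of those of the last 4, which are mast cell genes, from 5 cells. The lowest were those of Iglv1 (108 and 2 UMIs, ratio -6.67, -10.05 to -5.09), whose Sham UMIs all came from 1 cell and which turned to 0.40 without predicted doublets, and of the hemoglobin genes Hba-a2 (649 and 148 UMIs, ratio -3.36, -3.63 to -3.10), Hba-a1 (746 and 222 UMIs, ratio -2.97, -3.20 to -2.76), Hbb-bt (216 and 68 UMIs, ratio -2.89, -3.31 to -2.49) and Hbb-bs (1288 and 441 UMIs, ratio -2.77, -2.93 to -2.62), which were lower in TBI in all 16 classes examined.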

When we performed a network analysis on the significantly upregulated genes from these populations, we found an enrichment of pathways related to immune system activation (Figure 2b). Upregulated genes in the activated population included those important for cytokine secretion, immune cell differentiation, motility, and chemotaxis (Figure 2b). Furthermore, the most highly enriched gene ontology (GO) biological processes modulated in response to head trauma were found to be related to immune system activation and the stress response (Figure 2c). We also noticed that some of the most significantly upregulated genes contributing to the immune-related GO terms were important for the type I IFN response including *Ifnar1, Ifi203, Irf2bp2,* and *Irf5*, amongst others (Figure 2d). 

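Ifnar1 (ENSMUSG00000022967, chromosome 16 of GRCm38, 91485238 to 91507441) stood at 119.6 CPM in Sham and 119.7 in TBI in macrophage-like cells, a log2 ratio of -0.0011 (-0.25 to 0.26). For Ifi203 (ENSMUSG00000039997, chromosome 1 of GRCm38, 173920407 to 173942672) the values were 152 CPM in Sham and 175 in TBI, a ratio of 0.20 (-0.01 to 0.42), and for Irf2bp2 (ENSMUSG00000051495, chromosome 8 of GRCm38, 126588296 to 126593986) 90.8 CPM in Sham and 109 in TBI, a ratio of 0.26 (-0.02 to 0.55). Irf5 (ENSMUSG00000029771, chromosome 6 of GRCm38, 29526625 to 29541871) stood at 207 CPM in Sham and 202 in TBI, a ratio of -0.04 (-0.23 to 0.15). Thus 2 of the 4 genes lay above 0, and the counting interval of each holds 0. Averaging counts per 10000 over cells, in place of summing UMIs, moved Ifnar1 most, to 0.56, and put all 4 above 0.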

We next examined type I IFN gene expression by qPCR in whole meningeal samples one week after injury. We observed elevated expression of genes including *Ifnar1*, *Irf5*, *Ifnb1*, and *Ifi203*, highlighting the strong type I IFN gene signature after TBI that is likely driven by meningeal macrophages (Figure 2e–h). Interestingly, recent studies suggest that elevated type I IFN signaling in the brain parenchyma is a driver of detrimental outcomes in TBI pathogenesis (Karve et al., 2016; Barrett et al., 2020). Taken together, these findings suggest that meningeal macrophages upregulate inflammation-related genes one week following brain injury and may contribute to the type I IFN signature that is seen following TBI.

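A list of 45 genes induced by interferon was fixed before the data were examined. The paper's gene-ontology table had been read by then and names some of them as up, so the list is not independent of the paper's results. UMIs were summed for each of the 45 genes. Of these, 44 are in the matrices and all had at least 10 UMIs in macrophage-like cells. Their median log2 ratio was 0.26 (0.13 to 0.28), with 33 of the 44 above 0. Among 10000 random lists matched on mean expression, with 95% of medians between -0.06 and 0.07, it stood at percentile 100, which describes these 2 libraries and is not a test. The mean over cells moved it most, to 0.34. In other classes the median was 0.41 (percentile 100, 44 genes) in dendritic-like cells, 0.42 (percentile 100, 33 genes) in NK-like cells, 0.84 (percentile 100, 38 genes) in monocyte-like cells, 0.24 (percentile 98.4, 32 genes) in plasmacytoid dendritic-like cells and 0.15 (percentile 99.5, 43 genes) in endothelial-like cells. It was 0.07 (percentile 68.3, 39 genes) in B-like cells, -0.21 (percentile 0.010, 41 genes) in T-like cells, -0.33 (percentile 0.170, 41 genes) in fibroblast-like cells and -0.16 (percentile 1.73, 33 genes) in proliferating-like cells. The highest median was that of choroid plexus-like cells, 1.34 (percentile 99.9, 12 genes), and the lowest that of neutrophil-like cells, -0.60 (percentile 12.95, 9 genes). The 18 type I interferon genes had 1 UMI in each library, so their source cannot be read from these data. The paper proposes that macrophages may contribute to the type I interferon signature seen after TBI.

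**Figure D3:**
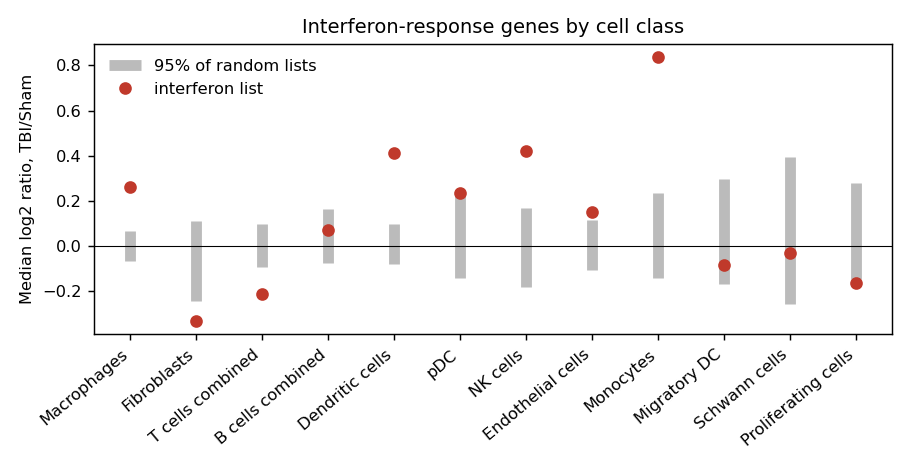
Median log2 ratio (TBI over Sham) of the interferon-induced gene list in each class, beside the range that holds 95% of random lists matched on expression (grey).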

**Figure 2.**
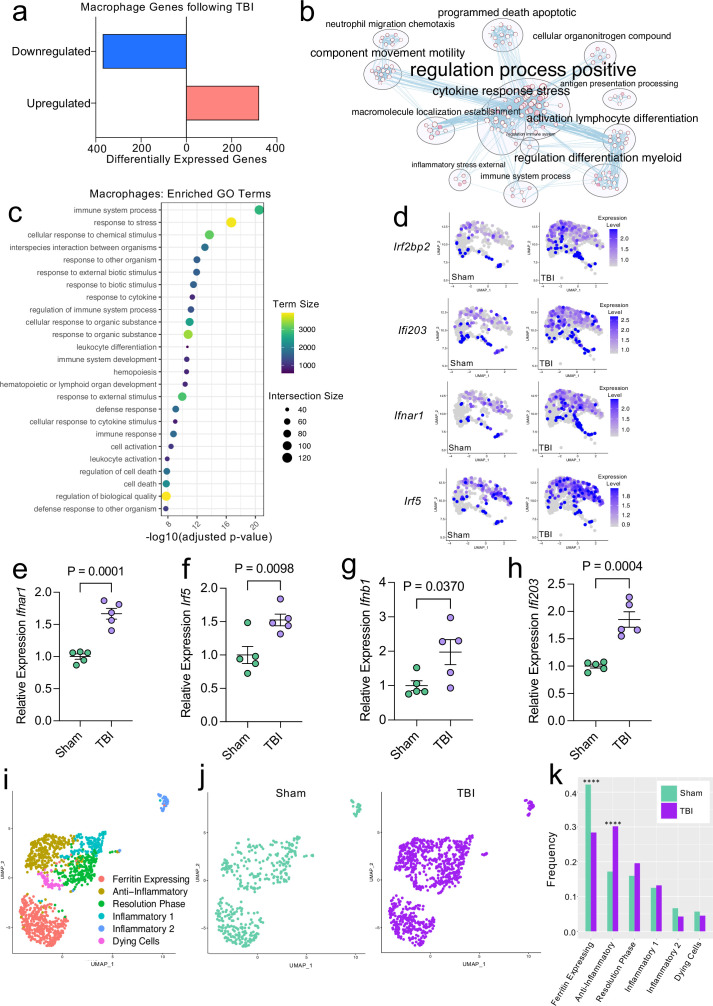
Transcriptional response of meningeal macrophages to mild TBI. Male WT mice at 10 weeks of age received a TBI or Sham procedure. One week later, the meninges from 5 mice per group were harvested, pooled, and processed for scRNA-seq. (**a**) Quantification of the number of upregulated and downregulated macrophage genes following injury (FDR < 0.1). (**b**) Network analysis of significantly upregulated genes in meningeal macrophages following injury. Text size is proportional to the number of genes enriched in that cluster. Node size is roughly proportional to the number of GO terms in that cluster (node size was manually adjusted so may not be exactly proportional to GO terms included). Dot size is proportional to the number of genes contributing to each GO term. Dot color is proportional to p-value, where colors closer to white have lower p-values. Connecting lines represent GO terms with shared genes, more lines represents a higher number of shared genes between nodes. (**c**) Dot plot showing the 25 most enriched GO terms with significantly upregulated genes following TBI in the meningeal macrophage population. The color and size of each dot represents the size of the GO term and the number of upregulated genes that contribute to each term, respectively. (**d**) Feature plots depicting several significantly upregulated genes following injury (FDR < 0.1). The color of each data point represents the expression level of the indicated gene within that cell. Quantitative PCR relative expression of (**e**) *Ifnar1*, (**f**) *Irf5*, (**g**) *Ifnb1*, and (**h**) *Ifi203* within the dural meninges one week after TBI (Sham n=5, TBI n=5, rep = 1). (**i**) UMAP representation showing re-clustering of the meningeal macrophage populations. (**j**) UMAP representation of the macrophages present in the meninges separated by Sham (sage) and TBI (purple). (**k**) Frequencies of meningeal macrophage populations in Sham vs. TBI samples represented as a gradient bar chart. Graphs were calculated using Seurat by normalizing the dataset, finding the variable features of the dataset, scaling the data, and reducing the dimensionality. Differential gene expression was calculated using the ZINB-WaVE function for zero-enriched datasets and DESeq2. Each data point in a UMAP plot represents a cell. Error bars in (**e–h**) depict mean  ± s.e.m. p Values for (**e–h**) were calculated using unpaired two-sample students t-tests and p values for (**k**) were calculated using a two sample z-test. ****p<0.0001. Bar chart pairings without * were not statistically significant, exact statistics are provided in the source data file. FDR; false discovery rate. Figure 2—source data 1.Number of up- and downregulated macrophage genes 1 week post-TBI. Figure 2—source data 2.Raw data showing enriched GO-terms and contributory differentially expressed macrophage genes. Figure 2—source data 3.Raw data for the differential expression analysis in the macrophage population 1 week post-TBI. Figure 2—source data 4.Relative expression of interferon-related genes by qPCR in whole meninges 1 week post-TBI. Figure 2—source data 5.Cluster-defining genes for macrophage populations.Tables depicting the top 10 most significant cluster-defining genes for macrophage populations. Raw data for top cluster defining genes for each cell population. Figure 2—source data 6.Frequency, cell count, and p-value for each macrophage population.

**Figure 2—figure supplement 1.**
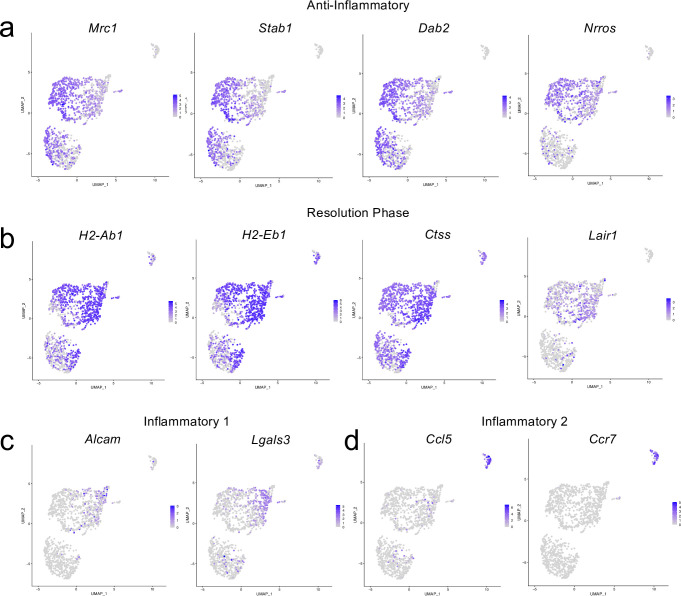
Cluster-defining genes for macrophage subpopulations. Male WT mice at 10 weeks of age received a TBI or Sham procedure. One week later, the meninges from 5 mice per group were harvested, pooled, and processed for scRNA-seq. (**a–d**) Feature plots showing expression patterns of (**a**) Anti-inflammatory, (**b**) Resolution phase, (**c**) Inflammatory 1, and (**d**) Inflammatory 2 macrophage cluster-defining genes. The color of each data point represents the expression level of the indicated gene within that cell. Graphs were calculated using Seurat by normalizing the dataset, finding the variable features of the dataset, scaling the data, and reducing the dimensionality.

**Figure 2—figure supplement 2.**
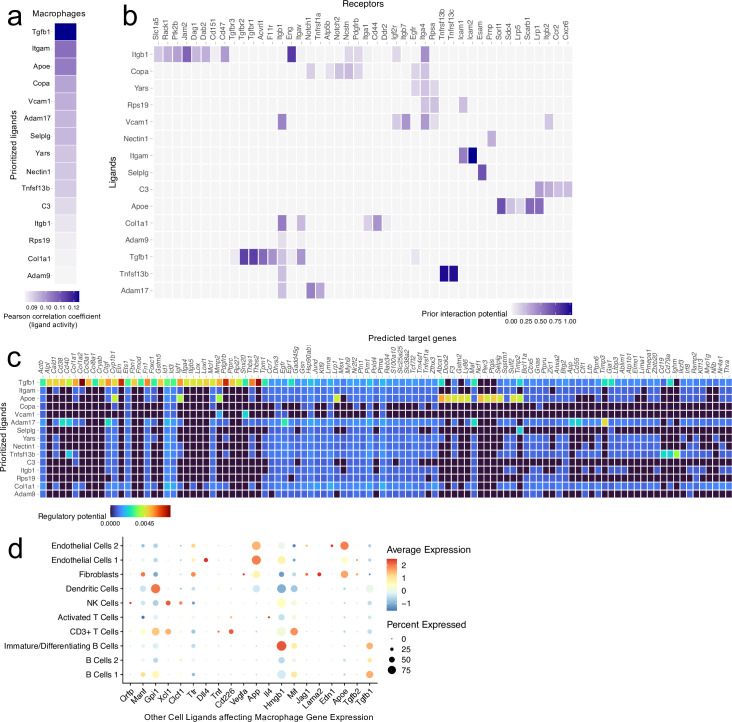
Ligand-target interactions between macrophages and other meningeal cells. Male WT mice at 10 weeks of age received a TBI or Sham procedure. One week later, the meninges from 5 mice per group were harvested, pooled, and processed for scRNA-seq. (**a**) Heatmap showing the top prioritized macrophage ligands where the darkest shades represent the highest Pearson correlation coefficient, which corresponds to the ligands that best predict the TBI target genes. (**b**) Heatmap showing the prioritized ligands and their predicted receptors. The darkest shades represent the ligand-receptor pairs that interact most robustly. (**c**) Heatmap depicting the prioritized ligands and their predicted target genes. Warmer colors represent genes that are more likely regulated by the shown ligand whereas cooler colors are less likely to be regulated by the shown ligand. (**d**) Dotplot depicting which other cell populations are most likely to affect gene expression in the macrophage population through ligand-target interactions. The warmer colors represent higher average expression of the shown ligand within a cell population and the size of the dot represents the frequency at which the ligand is expressed within a certain cell population. Graphs were produced with NicheNet using the same Seurat object generated by normalizing the dataset, finding the variable features of the dataset, scaling the data, and reducing the dimensionality. Figure 2—figure supplement 2—source data 1.List of top macrophage ligands likely to influence the gene expression patterns of the other major cell populations in the scRNA-seq dataset.

Previous findings also suggest that there are several subtypes of meningeal macrophages that respond to TBI (Russo et al., 2018). Therefore, we decided to look more closely at the subpopulations within the original macrophage clusters. We re-clustered the three macrophage populations (Activated Macrophages 1 & 2, and Macrophages 3) combined from Sham and TBI meninges, which yielded six different meningeal macrophage clusters (Figure 2i). 

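The 389 Sham and 838 TBI cells of the macrophage-like and migratory dendritic-like classes were clustered anew, the latter included because its 23 and 32 cells are near the 24 and 31 of Macrophages 3 in Table 1. At a resolution of 0.8 they gave 9 subclusters, of which 5 received a name by the paper's marker genes and 4 did not, and at 0.4 they gave 5 subclusters. In the migratory dendritic-like class the C1q genes stood at 3.13% of their macrophage-like CPM, with Flt3 at 141 CPM and Ccr7 at 3231.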

The largest population of macrophages expressed high levels of ferritin (‘Ferritin Expressing’) (Figure 2i). 

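The Ferritin-like subcluster held 230 reclustered cells and the Anti-Inflammatory-like one 232, and at a resolution of 0.4 the Ferritin-like one was the largest, with 397. Ferritin-like cells had a median of 1568 UMIs and 3.34% of UMIs on ferritin genes, beside 680.0 UMIs and 3.57% in an unnamed subcluster led by hemoglobin genes (130 cells).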

The top two cluster-defining genes within the ‘Ferritin Expressing’ macrophages were ferritin light chain (Ftl1) and ferritin heavy chain (Fth1) (Figure 2i). 

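Ftl1 (ENSMUSG00000050708, chromosome 7 of GRCm38, 45457944 to 45459884) stood at 22650 CPM in the Ferritin-like subcluster and 10896 in the rest, and Fth1 (ENSMUSG00000024661, chromosome 19 of GRCm38, 9980598 to 9985098) at 12851 against 9211. Both were higher in the hemoglobin-led subcluster, at 23545 and 15380 CPM. Both genes were among the markers that gave the subcluster its name, so these values describe it and do not test it.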

There were two additional populations, deemed ‘Anti-Inflammatory’ and ‘Resolution Phase’ macrophages, that appeared to be alternatively activated, anti-inflammatory macrophages that are likely implicated in the healing response following injury. 

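Mrc1 (ENSMUSG00000026712, chromosome 2 of GRCm38, 14229392 to 14332057) stood at 1591 CPM in the Anti-Inflammatory-like subcluster against 882 in the rest. Of the 9 subclusters it ranked 3, and the values were higher in an unnamed subcluster led by Lyve1 (3032) and in an unnamed one of shallow cells led by Gm26917 and Kcnq1ot1 (2646).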

The top cluster-defining gene in the ‘Anti-Inflammatory’ macrophage cluster was *Mrc1* (also referred to as CD206), which is known to be present on macrophages that play a role in the healing response after TBI (Russo et al., 2018). 

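In the Anti-Inflammatory-like subcluster Stab1 stood at 880.2 against 572 CPM in the remaining subclusters, Nrros at 402 against 209, and Dab2 at 1057 against 558. Each was higher in the Lyve1-led subcluster, at 2045, 404 and 1759 CPM.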

Other highly significant subcluster-defining genes in the ‘Anti-Inflammatory’ macrophage population included *Stab1, Nrros*, and *Dab2*, which are known to be expressed on healing macrophages, and are important for repressing reactive oxygen species and limiting type I IFN responses (Park et al., 2009; Noubade et al., 2014; Hung et al., 2016; Figure 2—figure supplement 1a). ‘Resolution Phase’ macrophages do not fall into either the M1 classically activated or M2 alternatively activated macrophage categories and are believed to play a regulatory role following an inflammatory event (Stables et al., 2011). They tend to be enriched for antigen presenting genes, chemokine genes, and proliferation-related genes (Stables et al., 2011). Indeed, the meningeal macrophages in the ‘Resolution Phase’ cluster were defined by their expression of antigen presentation-related genes (*H2-Eb1, H2-Ab1, H2-Aa, Cd74, Ctss*) and anti-inflammatory genes such as *Lair1*, an inhibitory receptor that prevents over-activation of cytokine production (Meyaard et al., 1997; Figure 2—figure supplement 1b). In contrast to these ‘Anti-Inflammatory’ and ‘Resolution Phase’ clusters, the final two macrophage populations exhibited gene signatures more commonly associated with inflammatory macrophages (Figure 2i). 

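Cells of the Resolution Phase-like subcluster had H2-Eb1 at 15496 against 8785 CPM in the rest, H2-Ab1 at 10165 against 5820 and H2-Aa at 16810 against 10093. Cd74 stood at 57107 against 33482, Ctss at 4337 against 1812 and Lair1 at 272 against 108. H2-Ab1 and Ctss were highest there of all 9 subclusters, and the other 4 second highest.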

The ‘Inflammatory 1’ macrophage cluster was defined by its differential expression of *Ccr2* and adhesion molecules such as *Alcam* and *Lgals3* (Figure 2—figure supplement 1c). 

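In the Inflammatory 1-like subcluster Ccr2 stood at 959 against 377 CPM in the rest, and Lgals3 at 739 against 165, both the highest of any subcluster. Alcam, at 71.0 against 25.9, was second highest.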

The second inflammatory macrophage subset ‘Inflammatory 2’ was defined by its expression of genes important for chemotaxis including *Ccr7, Ccl22*, and *Ccl5* (Kwiecień et al., 2019; Martinez and Gordon, 2014; Figure 2—figure supplement 1d).

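In the Inflammatory 2-like subcluster of 25 Sham and 33 TBI cells, Ccr7 stood at 2876 against 1.35 CPM in the rest, Ccl22 at 898 against 5.22 and Ccl5 at 15342 against 105. C1qa was lowest there, at 764 against 6402, and Flt3 highest, at 125 against 3.48.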

To determine how injury affected these distinct meningeal macrophage populations, we separated the cells into Sham and TBI groups and examined their frequencies (Figure 2j and k). 

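Anti-Inflammatory-like cells made up 9.51% (6.79 to 12.9, 37 cells) of reclustered Sham cells and 23.3% (20.4 to 26.3, 195 cells) of TBI cells, a difference of 13.8 points. Resolution Phase-like cells made up 15.9% (12.4 to 20.0, 62 cells) and 15.6% (13.2 to 18.3, 131 cells), a difference of -0.306 points. Their depth exceeded that of the other large subclusters, with medians of 6240 and 6395 UMIs. Thinning each cell to 500 UMIs before clustering moved the Anti-Inflammatory-like difference most, to 6.56 points, and the Resolution Phase-like one to 5.30 points. No subcluster carried the Resolution Phase name at a resolution of 0.4, and none the Anti-Inflammatory name at 1.6.

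**Figure D4:**
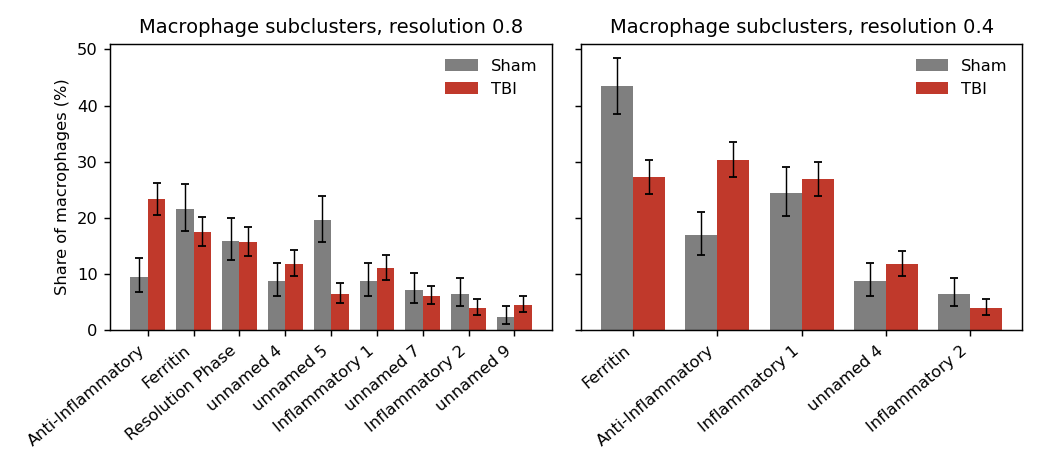
Shares of macrophage-like subclusters in the Sham library (grey) and the TBI library (red), at a clustering resolution of 0.8 (left) and 0.4 (right). Bars are exact 95% counting intervals.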

Interestingly, there was an overall relative increase in the ‘Anti-Inflammatory’ and ‘Resolution Phase’ macrophages in the TBI group, indicating that one week after injury, the response of the meningeal macrophages appears to shift towards wound healing and inflammation resolution (Figure 2j and k). 

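The Ferritin-like subcluster went from 21.6% (17.6 to 26.0, 84 cells) of Sham cells to 17.4% (14.9 to 20.2, 146 cells) of TBI cells, a difference of -4.17 points (-9.15 to 0.50). The hemoglobin-led subcluster without a name went from 19.5% (15.7 to 23.8, 76 cells) to 6.44% (4.88 to 8.32, 54 cells). Weighting the Sham cells to the depth of the TBI cells gave -5.54 points (-10.4 to -0.82) for the first, and took the difference for both together from -17.3 to -10.9 points. At a resolution of 0.4 the Ferritin-like share was 43.4% in Sham and 27.2% in TBI.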

There was also a relative reduction in the ‘Ferritin Expressing’ macrophages following injury (Figure 2j and k). Overall, these findings demonstrate that although the macrophages collectively upregulated genes essential for inflammation following TBI, the frequencies of ‘Resolution Phase’ and ‘Anti-Inflammatory’ macrophages also increased and may play a role in the wound healing process.

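The Inflammatory 1-like subcluster went from 8.74% (6.13 to 12.0, 34 cells) to 11.0% (8.94 to 13.3, 92 cells), and the Inflammatory 2-like one from 6.43% (4.20 to 9.34, 25 cells) to 3.94% (2.73 to 5.49, 33 cells). The unnamed subclusters were the Lyve1-led one at 7.20% (4.84 to 10.2, 28 cells) and 6.09% (4.56 to 7.92, 51 cells), the shallow Gm26917-led one at 8.74% (6.13 to 12.0, 34 cells) and 11.8% (9.71 to 14.2, 99 cells), and the smallest at 2.31% (1.06 to 4.35, 9 cells) and 4.42% (3.13 to 6.03, 37 cells). The interferon-induced list had a median log2 ratio of 0.33 in both the Anti-Inflammatory-like and the Inflammatory 1-like subclusters, 0.24 in the Resolution Phase-like and -0.03 in the Ferritin-like one. In the unnamed ones it was 0.32 (Lyve1-led), -0.0026 (Gm26917-led), 0.073 (hemoglobin-led) and, on 8 genes, -0.79 (the smallest, percentile 1.72). The paper reasons that, although macrophages raise inflammatory genes, the Anti-Inflammatory and Resolution Phase subsets grow and may play a role in wound healing.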

### Mild TBI induces the upregulation of neurological disease-associated genes in meningeal fibroblasts

Next, we wanted to further investigate the ‘Fibroblast’ population, as it was expanded 1 week following injury in the single cell dataset (Figure 1d and e). After head injury, the ‘Fibroblast’ population exhibited 368 activated genes and 320 repressed genes (Figure 3a). 

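The sums rest on 122 Sham and 767 TBI fibroblast-like cells, and 1171 of 1187 genes of the paper's fibroblast table were matched (rank correlation 0.87). Of its up genes 342 of 362 lay above 0, with a median of 0.23, and of its down genes 267 of 318 lay below 0, with a median of -0.16. The interval left out 0 in the same direction for 139 of the up and 65 of the down genes. This table, too, comes from the same libraries, so the tally is no independent count. The largest ratios by the 100 UMI rule were those of Wfdc18, Sbsn, Pf4, Fcer1g and Chad. Wfdc18 had no UMI in Sham and 233 in TBI, a log2 ratio with a lower limit of 3.34. Sbsn had no UMI in Sham and 112 in TBI, with a lower limit of 2.27. Pf4 had 1 and 124 UMIs, a ratio of 3.74 (1.82 to 9.64). Fcer1g had 3 and 214 UMIs (3.31, 1.96 to 5.81) and Chad 9 and 507 (3.11, 2.25 to 4.32). In TBI all Wfdc18 UMIs came from 1 cell, and 88.7% of Pf4 UMIs from 15 cells that also carry C1q genes. The lowest were those of Spp1 (880 and 395 UMIs, ratio -3.79, -3.96 to -3.61), Acta2 (128 and 60 UMIs, ratio -3.72, -4.19 to -3.27), Postn (57 and 55 UMIs, ratio -2.68, -3.24 to -2.12), Hba-a1 (113 and 133 UMIs, ratio -2.40, -2.77 to -2.02) and Hba-a2 (88 and 124 UMIs, ratio -2.14, -2.54 to -1.73). Of the Sham UMIs of Spp1, 98.5% came from 3 cells, and 100% of those of Acta2 and of Postn from the 3 cells with most of each. Without the 3 Sham cells that rank highest over Spp1, Acta2, Postn and Timp1 together, a set that need not be the same, Spp1 had a ratio of 1.47. All TBI cells were kept there, though 3 of them hold 50.1% of the TBI Spp1 UMIs. That ratio therefore shows only that the fall rests on those Sham cells. In the setting without predicted doublets only 3 Sham and 23 TBI cells of the class were removed, but 80 and 413 fell into unnamed clusters, and in the 38 and 329 cells left under the name Spp1 turned to 1.82, Postn to 0.80 and Sbsn to -0.34. Postn turned with the mean over cells (0.23) and with thinned cells (0.13), too.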

There were several patterns in the activated genes following injury, including genes important for collagen production and extracellular matrix remodeling (*Nisch, Ppib, Pmepa1, Ddr2*) and genes critical for cell motility and growth (*Ptprs, Pfn1, Cd302, Tpm3*) (Figure 3b). 

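Nisch (ENSMUSG00000021910, chromosome 14 of GRCm38, 31170930 to 31216946) stood at 282 CPM in Sham and 349 in TBI, a log2 ratio of 0.30 (0.01 to 0.62), and Ddr2 (ENSMUSG00000026674, chromosome 1 of GRCm38, 169972307 to 170110762) at 334 CPM in Sham and 381 in TBI, a ratio of 0.19 (-0.08 to 0.48). For the other 2 matrix genes the ratios were 0.24 (0.04 to 0.45) for Ppib and 0.07 (-0.23 to 0.40) for Pmepa1. For the motility genes they were 0.39 (0.02 to 0.80) for Ptprs, 0.20 (-0.03 to 0.44) for Pfn1, -0.03 (-0.26 to 0.21) for Cd302 and -0.02 (-0.39 to 0.39) for Tpm3. A list of extracellular matrix genes fixed beforehand had a median of -0.07 (-0.16 to -0.01) in this class, with 17 of 47 genes above 0 (percentile 2.43). Its sign turned when counts were averaged over cells (0.21) or cells were thinned to 1000 UMIs (0.07).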

To validate these sequencing findings, we utilized immunohistochemical staining for collagen, which is produced by fibroblasts, in meningeal whole mounts. Consistent with the sequencing results, we observed a significant increase in collagen density 1 week after TBI (Figure 3c, d and e). Furthermore, we were also interested in determining whether the fibroblast population was contributing to the inflammatory response following TBI. 

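The paper's Figure 3f draws genes it had found to be up in fibroblasts, so a tally over them is no independent count. Of its 47 genes, 42 lay above 0 in fibroblast-like cells, with a median log2 ratio of 0.25. Among them were Junb (1.20, 0.49 to 2.10), Dusp1 (0.87, 0.39 to 1.42), Cebpd (0.71, 0.43 to 1.03), Egr1 (0.66, 0.25 to 1.12) and Col1a1 (0.33, 0.25 to 0.42). Junb, Dusp1 and Egr1 are also among the dissociation-induced genes counted for each library. UMIs of that whole list had a log2 ratio of 0.48 (0.35 to 0.61) in fibroblast-like cells. The ratio was 0.24 in macrophage-like, 0.02 in endothelial-like and -0.06 in T-like cells. For Junb, Dusp1 and Egr1 a response to injury therefore cannot be told apart from a difference in handling. H2-Aa had 15 and 686 UMIs, a ratio of 2.84 (2.15 to 3.73), Csf1r had 3 and 87 UMIs (2.01, 0.63 to 4.53) and Mrc1 6 and 95 UMIs (1.25, 0.18 to 2.84). In TBI 81.1% of the Mrc1 UMIs and 85.1% of the Csf1r UMIs of the class came from the 15 cells with C1q genes, and without that subcluster H2-Aa fell from 686 to 253 TBI UMIs and to a ratio of 2.03 (1.19 to 3.17). Egr1 turned to -0.24 without predicted doublets, a setting that leaves 38 and 329 cells under the name, mostly through unnamed clusters. Csf1r turned to -0.83 and Mrc1 to -0.62 with cells thinned to 1000 UMIs, and H2-Aa to -1.09 with cells assigned by their own markers.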

Of the significantly upregulated genes identified in fibroblasts post-TBI, many of them were related to components of immune system activation and cytokine signaling (Figure 3f).

**Figure 3.**
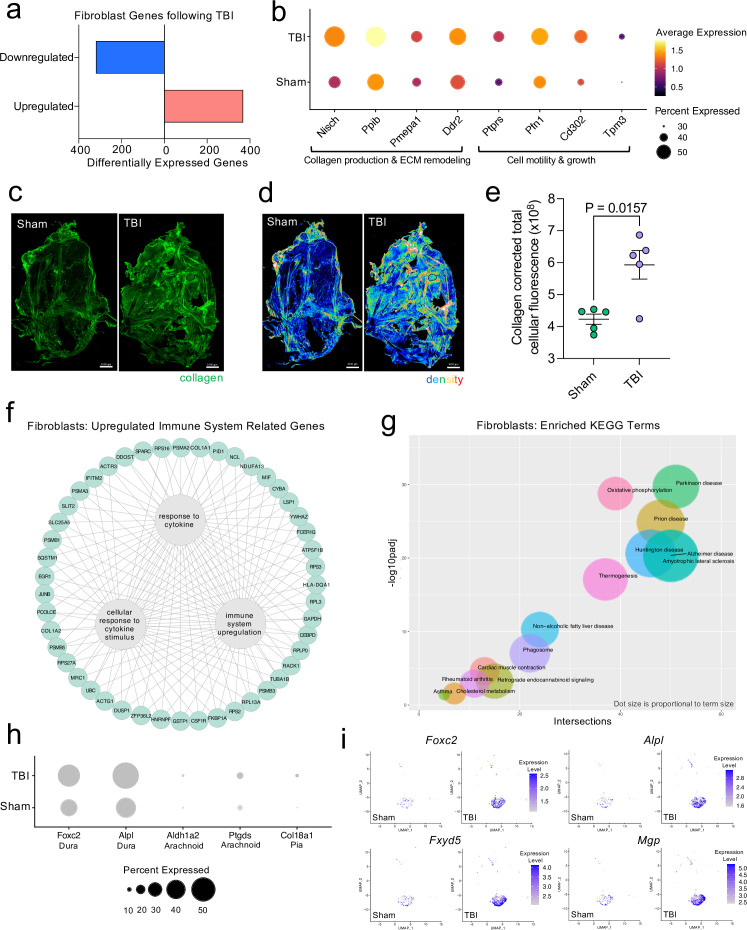
Dural fibroblasts express genes involved in tissue remodeling, cell migration, and immune activation in TBI. Male WT mice at 10 weeks of age received a TBI or Sham procedure. One week later, the meninges from 5 mice per group were harvested, pooled, and processed for scRNA-seq. (**a**) Quantification of the number of upregulated and downregulated fibroblast genes following injury (FDR < 0.1). (**b**) Dot plot representation of highlighted fibroblast genes that were significantly upregulated following injury (FDR < 0.1). The color and size of each dot represents the average expression and percent of cells expressing each gene, respectively. (**c–d**) Representative images of meningeal whole mounts stained for collagen (green) (**c**) and a 16 color heatmap of the collagen staining intensity (**d**), where red is most intense and blue is least intense. (**e**) Quantification of collagen staining intensity using corrected total cellular fluorescence (CTCF). CTCF is calculated as mean fluorescence of meningeal whole mounts - (Area of meningeal whole mount x Mean fluorescence of background). Each data point represents an individual mouse (Sham n=5, TBI n=5, rep = 1). (**f**) Network map depicting significantly upregulated genes that enriched immune system-related GO terms (FDR < 0.1). The lines within the circle indicate which genes contribute to each GO term. (**g**) Scatter plot representation of the top enriched KEGG terms with significantly upregulated genes in the fibroblast population (FDR < 0.1). Dot size is proportional to term size. Genes contributing to one KEGG term may also contribute to other KEGG terms. (**h**) Dot plot depicting dural, arachnoid, and pial fibroblasts markers where the size of the circles represents the percent of cells expressing each gene. (**i**) Feature plots of genes characteristic of dural fibroblasts in both Sham and TBI conditions. The color of each data point represents the expression level of the indicated gene within that cell. Graphs were calculated using Seurat by normalizing the dataset, finding the variable features of the dataset, scaling the data, and reducing the dimensionality. Differential gene expression was calculated using the ZINB-WaVE function for zero-enriched datasets and DESeq2. Each data point in a UMAP plot represents a cell. Error bars depict mean  ± s.e.m. p value for (**e**) was calculated using an unpaired two-tailed t-test assuming unequal variances. FDR; false discovery rate, p.adj; adjusted p-value. Figure 3—source data 1.Number of up- and downregulated fibroblast genes one week post-TBI. Figure 3—source data 2.Raw data for the differential expression analysis in the fibroblast population 1 week post-TBI. Figure 3—source data 3.Table depicting the corrected total cellular fluorescence for collagen in meningeal whole mounts. Figure 3—source data 4.Raw data showing enriched KEGG disease processes and contributory differentially expressed fibroblast genes.

**Figure 3—figure supplement 1.**
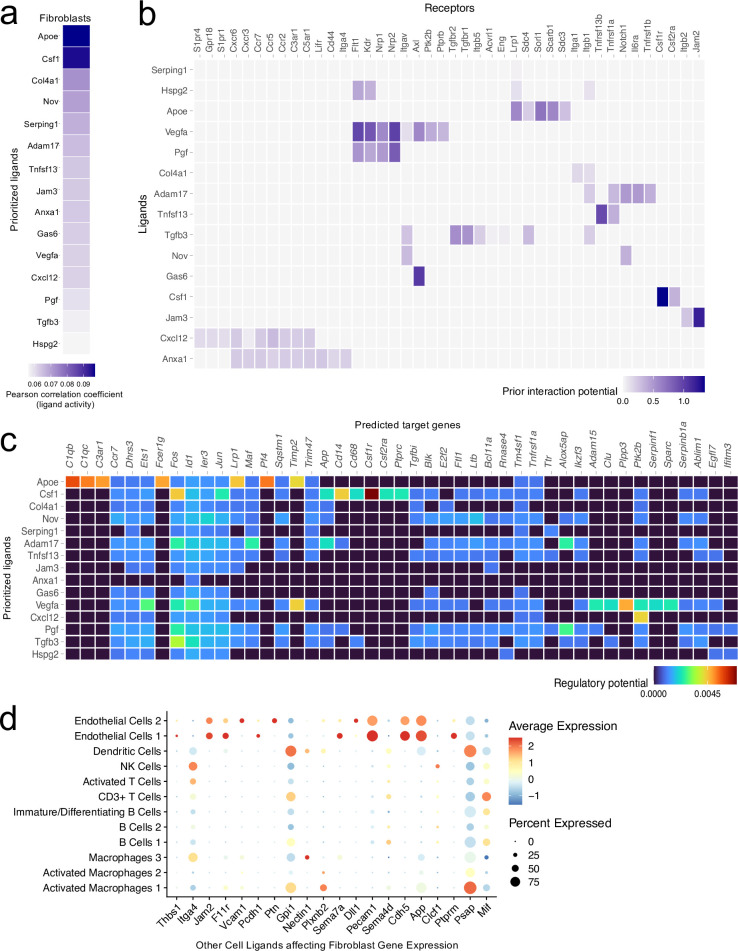
Ligand-target interactions between fibroblasts and other meningeal cells. Male WT mice at 10 weeks of age received a TBI or Sham procedure. One week later, the meninges from 5 mice per group were harvested, pooled, and processed for scRNA-seq. (**a**) Heatmap showing the top prioritized fibroblast ligands where the darkest shades represent the highest Pearson correlation coefficient, which corresponds to the ligands that best predict the TBI target genes. (**b**) Heatmap showing the prioritized ligands and their predicted receptors. The darkest shades represent the ligand-receptor pairs that interact most robustly. (**c**) Heatmap depicting the prioritized ligands and their predicted target genes. Warmer colors represent genes that are more likely regulated by the shown ligand whereas cooler colors are less likely to be regulated by the shown ligand. (**d**) Dotplot depicting which other cell populations are most likely to affect gene expression in the fibroblast population through ligand-target interactions. The warmer colors represent higher average expression of the shown ligand within a cell population and the size of the dot represents the frequency at which the ligand is expressed within a certain cell population. Graphs were produced with NicheNet using the same Seurat object generated by normalizing the dataset, finding the variable features of the dataset, scaling the data, and reducing the dimensionality. Figure 3—figure supplement 1—source data 1.List of top fibroblast ligands likely to influence the gene expression patterns of the other major cell populations in the scRNA-seq dataset.

To explore the cellular and disease pathways that are most affected in fibroblasts after mild head trauma, we identified the KEGG terms enriched by the differentially upregulated genes in the fibroblast group after TBI in comparison to the Sham group. Interestingly, disease pathways related to neurodegenerative diseases, including Parkinson’s disease, Alzheimer’s disease, amyotrophic lateral sclerosis, and prion disease, were some of the most highly upregulated pathways altered in fibroblasts after TBI (Figure 3g). 

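Pathway memberships were not used here, and a list of 95 nuclear-encoded genes of oxidative phosphorylation, fixed before the data were examined, was taken in their place. In fibroblast-like cells it had a median log2 ratio of 0.11 (0.06 to 0.18), with 63 of 89 genes above 0 and a percentile of 99.95 among matched random lists. The 13 mitochondrially encoded genes had a median of 0.22, from -0.01 to 0.87. Averaging over cells moved the list's median most, to 0.03.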

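The same list gave 0.12 (percentile 100, 87 genes) in T-like cells, 0.07 (percentile 95.5, 89 genes) in B-like cells and 0.10 (percentile 99.4, 88 genes) in endothelial-like cells. It gave -0.04 (percentile 1.54, 90 genes) in macrophage-like cells, -0.04 (percentile 5.10, 88 genes) in dendritic-like cells and -0.04 (percentile 24.3, 85 genes) in NK-like cells. With fibroblast-like cells divided into 3 equal parts by their share of Malat1, which is high in nuclei, the median was 0.05 in the lowest, -0.17 in the middle and 0.09 in the highest. The highest part held 45.1% of Sham and 31.4% of TBI cells of the class. There the list summed to 6605 CPM in Sham and 7414 in TBI, beside 22339 and 23442 in the lowest part. A smaller highest part in TBI by itself raises the summed list.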

Many of the same terms that contribute to the oxidative phosphorylation KEGG term also contribute to the various disease-related KEGG terms, indicating a change in the metabolic state of the fibroblasts may be underlying disease-related processes.

Given that fibroblasts are present in all three meningeal layers (DeSisto et al., 2020), we decided to investigate which layers the fibroblasts inhabited, and which layer was likely responsible for the increase in fibroblasts following TBI. To accomplish this, we examined the expression of molecules that are commonly used to identify the distinct layer of the meninges in which the fibroblast population is likely to reside (DeSisto et al., 2020; Doro et al., 2019; Cooper et al., 2012; Zarbalis et al., 2007; Kalamarides et al., 2011; Siegenthaler et al., 2009; Caglayan et al., 2014). More specifically, recent studies have shown that dural fibroblasts can be identified using the markers *Alpl* and *Foxc2* (Doro et al., 2019; Cooper et al., 2012; Zarbalis et al., 2007), whereas *Ptgds* and *Ald1a2* are unique markers of arachnoid fibroblasts (Kalamarides et al., 2011; Siegenthaler et al., 2009) and *Col18a1* is specific to pial fibroblasts (DeSisto et al., 2020; Caglayan et al., 2014). As expected, we found that a majority of the fibroblasts in the meninges were from the dura, the thickest layer of the meninges and the layer that is targeted by the method of dissection used in these studies (Alves de Lima et al., 2020b; Rua and McGavern, 2018). 

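The paper's layer markers Foxc2 and Alpl (dura), Aldh1a2 and Ptgds (arachnoid) and Col18a1 (pia) were counted in fibroblast-like cells. A UMI of either dural gene was found in 54.9% (45.7 to 63.9) of 122 Sham cells and 67.5% (64.1 to 70.8) of 767 TBI cells. Thinned to 1000 UMIs, with 35 and 99 cells left out, the shares were 43.7% and 50.3%. None of the 5 genes was found in 35.2% and 24.6% of cells at full depth. In B-like cells, which should lack these genes, Foxc2 was found in 0.219% and 0.495% and Alpl in 1.10% and 3.47%, at median depths of 3068 and 2636 UMIs beside 2188 and 2252 in fibroblast-like cells.

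**Figure D5:**
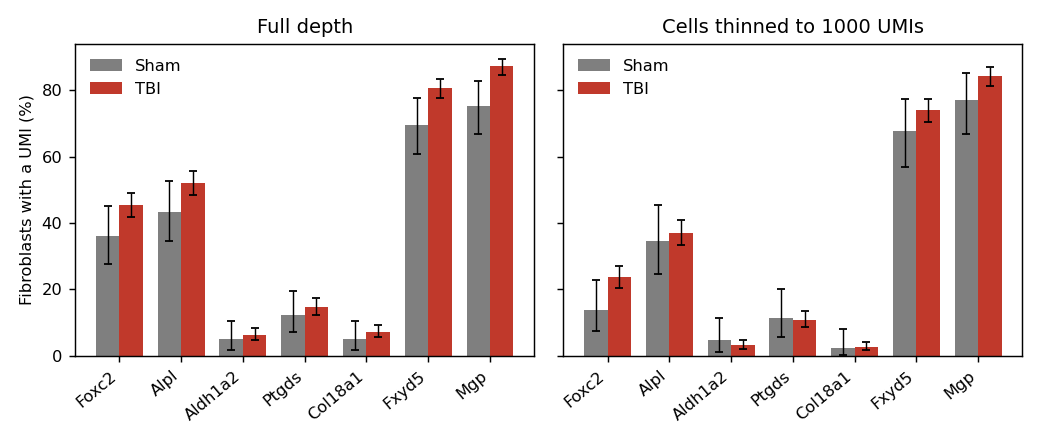
Share of fibroblast-like cells with at least 1 UMI of each layer marker in the Sham library (grey) and the TBI library (red), at full depth and with every cell thinned to 1000 UMIs. Bars are exact 95% counting intervals.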

Fewer pia- or arachnoid-resident fibroblasts were present, as anticipated (Figure 3h). 

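An arachnoid gene was found in 16.4% (10.3 to 24.2) of Sham and 18.8% (16.1 to 21.7) of TBI fibroblast-like cells, and the pial gene in 4.92% (1.83 to 10.4) and 7.30% (5.56 to 9.38). After thinning the shares were 14.9% and 12.9% for the arachnoid and 2.30% and 2.69% for the pia. Aldh1a2 (ENSMUSG00000013584, chromosome 9 of GRCm38, 71215789 to 71296243) was found in 4.92% and 6.26%, Ptgds (ENSMUSG00000015090, chromosome 2 of GRCm38, 25466709 to 25470046) in 12.3% and 14.7%, and Col18a1 (ENSMUSG00000001435, chromosome 10 of GRCm38, 77052178 to 77166548) supplies the pial values. B-like cells had no Aldh1a2 UMI (0 of 456 and 0 of 404 cells, exact upper limits 0.806% and 0.909%). A floor of 3 cells would be 0.658% and 0.743%. Ptgds was found in 0.439% and 2.48% of B-like cells. By summed UMIs the log2 ratio was 0.15 (-0.51 to 0.96) for Aldh1a2, 0.52 (0.43 to 0.62) for Ptgds and -0.27 (-1.09 to 0.76) for Col18a1. For Aldh1a2, whose interval holds 0, the ratio turned to -0.034 with the mean over cells, -1.15 with thinning and -1.81 with doublets removed. For Ptgds 86.6% of the Sham and 52.6% of the TBI UMIs came from 3 cells each, and the sign turned with the mean over cells (-0.18), thinning (-0.95) and doublets removed (-0.76). With doublets removed 38 and 329 cells keep the class name, mostly because others fell into unnamed clusters.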

When we looked at the expression level of dural fibroblast genes before and after TBI, we saw that several of the markers (e.g. *Foxc2*, *Fxyd5*) were significantly upregulated following injury, and other dural markers, while not expressed at significantly higher levels, were clearly expressed by a higher proportion of total cells (e.g. *Alpl, Mgp*) (Figure 3i). This indicates that the dural compartment likely undergoes an increase in fibroblast cell frequency one week after brain injury, which is also consistent with the increase in collagen density seen in the meninges 1 week after TBI (Figure 3c, d and e). 

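Foxc2 (ENSMUSG00000046714, chromosome 8 of GRCm38, 121116171 to 121118895) stood at 252 CPM in Sham and 301 in TBI of fibroblast-like cells, a log2 ratio of 0.25 (-0.06 to 0.59), and Fxyd5 (ENSMUSG00000009687, chromosome 7 of GRCm38, 31032722 to 31042481) at 2781 CPM in Sham and 3134 in TBI, a ratio of 0.17 (0.08 to 0.27). Alpl (ENSMUSG00000028766, chromosome 4 of GRCm38, 137741733 to 137796384) gave 626 CPM in Sham and 664 in TBI (0.08, -0.12 to 0.29) and Mgp (ENSMUSG00000030218, chromosome 6 of GRCm38, 136872435 to 136875823) 9772 CPM in Sham and 9029 in TBI (-0.11, -0.17 to -0.06), the last turning to 0.11 as a mean over cells. The share of fibroblast-like cells with a UMI went from 36.1% to 45.5% for Foxc2 (thinned 13.8% and 23.7%) and from 43.4% to 52.0% for Alpl (thinned 34.5% and 37.1%). For Fxyd5 it went from 69.7% to 80.6% (thinned 67.8% and 74.0%), and for Mgp from 75.4% to 87.2% (thinned 77.0% and 84.4%). B-like cells had Fxyd5 in 12.3% and 17.8% and Mgp in 2.85% and 26.2%. Over all filtered cells Alpl went from 5.29% to 14.9%, Mgp from 16.2% to 48.3%, Foxc2 from 2.35% to 11.1% and Fxyd5 from 49.5% to 62.9%. Requiring 2 UMIs moved the Foxc2 difference in fibroblast-like cells most, from 9.44 to 5.29 points.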

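Shares over all cells rise with the number of fibroblast-like cells, while those inside the class need not. For Mgp that is only part of the rise, as 669 of the 1823 TBI cells with a UMI were fibroblast-like. In Sham it was 92 of 331 cells. For Foxc2 most such cells were fibroblast-like, 349 of 417 in TBI and 44 of 48 in Sham. Cells with a dural gene and no other layer gene went from 43.4% (34.5 to 52.7) of Sham fibroblast-like cells to 51.2% (47.6 to 54.8) of TBI ones, and after thinning from 35.6% (25.6 to 46.6) to 44.3% (40.5 to 48.2). From the marker levels and the proportion of all cells with a marker, the paper reasons that dural fibroblasts likely become more frequent. It adds that the denser collagen staining goes with this.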

Overall, we observed that the meningeal fibroblast population is highly responsive to TBI and that they upregulate genes enriched in disease-related pathways, immune system activation, and the wound healing response.

### Transcriptional modulation of meningeal lymphocytes in response to mild TBI

Since we observed shifts in the frequencies of some immune cell populations after TBI (Figure 1d and e), we were interested in determining which genes were differentially expressed in meningeal T and B cells after head injury, especially given recent reports that have identified instrumental roles for meningeal lymphocytes in regulating multiple aspects of neurobiology, behavior, and CNS disease (Alves de Lima et al., 2020a; Filiano et al., 2016; Derecki et al., 2010; Ribeiro et al., 2019; Gate et al., 2020). We independently combined the two T cell populations (‘Activated T Cells’ and ‘CD3 + T Cells’) and the B cell populations (‘B Cells 1’, ‘B Cells 2’, and ‘Immature/Differentiating B Cells’) to assess differential gene expression. Overall, 151 genes were upregulated and 286 were downregulated following injury in the T cell population, 102 genes were upregulated and 158 were downregulated following injury in the B cell population, and 183 genes were upregulated and 149 were downregulated following injury in the dendritic cell population (Figure 4a). 

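For B-like cells, 577 of 579 genes of the paper's table were matched (rank correlation 0.79). Of these 98 of its 104 up genes lay above 0 and 134 of its 158 down genes below 0. The interval left out 0 in the same direction for 54 of the up and 67 of the down genes. As that table comes from the same libraries, the tally is no independent count. No such table was used here for T or dendritic cells. In T-like cells the largest ratios were those of Mgp (8 and 164 UMIs, ratio 3.73, 2.80 to 5.05), Igfbp5 (10 and 128 UMIs, ratio 3.07, 2.21 to 4.23), Apoe (21 and 91 UMIs, ratio 1.55, 0.88 to 2.33), Trbv1 (73 and 256 UMIs, ratio 1.26, 0.89 to 1.66) and Ttr (60 and 194 UMIs, ratio 1.14, 0.73 to 1.59). The UMIs of 16 fibroblast marker genes, Mgp and Igfbp5 among them, were higher in TBI in all 10 other classes examined, by a median of 2.07. The lowest were those of Penk (146 and 14 UMIs, ratio -3.88, -4.83 to -3.13), whose Sham UMIs all came from 3 cells, and of Hba-a1 (377 and 74 UMIs, ratio -2.88, -3.27 to -2.53), Hba-a2 (294 and 73 UMIs, ratio -2.54, -2.94 to -2.18), Hbb-bs (595 and 175 UMIs, ratio -2.30, -2.56 to -2.06) and Hbb-bt (92 and 32 UMIs, ratio -2.05, -2.69 to -1.47). In B-like cells the largest upward ratio was that of Igkv1-133 (no UMI in Sham, 120 in TBI, lower log2 limit 5.30). Next came Igkv6-20 (10 and 111 UMIs, ratio 3.71, 2.84 to 4.87) and Mgp (14 and 142 UMIs, ratio 3.59, 2.85 to 4.55). Igfbp5 (13 and 122 UMIs, ratio 3.48, 2.70 to 4.48) and Igkv8-19 (26 and 195 UMIs, ratio 3.18, 2.61 to 3.85) followed. Downward the first were Igkv4-80 (no UMI in TBI, 141 in Sham, upper log2 limit -4.94) and Igkv1-99 (no UMI in TBI, 113 in Sham, upper log2 limit -4.62). After them came Ighv1-54 (129 and 7 UMIs, ratio -3.81, -5.25 to -2.82) and Igkv9-124 (297 and 24 UMIs, ratio -3.31, -4.0 to -2.73). Igkv6-25 was last (137 and 11 UMIs, ratio -3.28, -4.38 to -2.46). These downward genes are immunoglobulin variable genes that each sit in few cells. Dendritic-like cells had Serpina3g (17 and 119 UMIs, ratio 2.58, 1.88 to 3.44), Ccl5 (67 and 293 UMIs, ratio 1.93, 1.55 to 2.34), Cxcl9 (88 and 380 UMIs, ratio 1.91, 1.58 to 2.27), Mgp (29 and 104 UMIs, ratio 1.63, 1.05 to 2.30) and Cxcr3 (29 and 87 UMIs, ratio 1.38, 0.77 to 2.05) at the top, where Ccl5 turned to -0.25 with thinned cells. In TBI 82.1% of Cxcl9 and 66.4% of Serpina3g UMIs came from 3 cells, and in Sham 87.5% and 64.7%. At the bottom were Retnla (306 and 22 UMIs, ratio -3.96, -4.69 to -3.37), Ccl22 (159 and 13 UMIs, ratio -3.75, -4.74 to -2.99), Hba-a2 (259 and 43 UMIs, ratio -2.77, -3.28 to -2.31), Hbb-bt (97 and 25 UMIs, ratio -2.13, -2.84 to -1.50) and Hba-a1 (286 and 76 UMIs, ratio -2.10, -2.49 to -1.73). In Sham 98.0% of Retnla UMIs and all of Ccl22 came from 3 cells.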

Some of the smaller populations such as NK cells, neutrophils, and plasmacytoid dendritic cells exhibited few to no differentially regulated genes, likely due to the small number of cells present in each of these populations (Figure 4a).

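The small classes give wide intervals: NK-like cells held 87 Sham and 86 TBI cells, plasmacytoid dendritic-like 21 and 45, and neutrophil-like 16 and 26. Their summed UMIs were 338333 and 301280, 148280 and 272295, and 46126 and 92685. In neutrophil-like cells only 9 of the interferon-induced genes reached 10 UMIs.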

**Figure 4.**
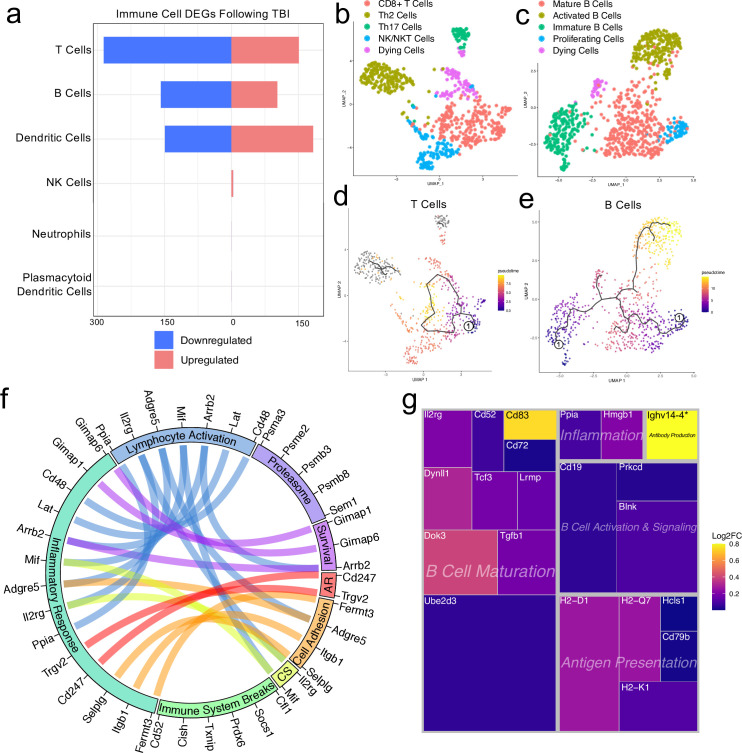
Transcriptional response of meningeal lymphocytes to mild TBI. Male WT mice at 10 weeks of age received a TBI or Sham procedure. One week later, the meninges from 5 mice per group were harvested, pooled, and processed for scRNA-seq. (**a**) Quantification of the number of upregulated and downregulated genes in different immune cell populations following injury (FDR <0.1). (**b–c**) UMAP representation showing re-clustering of the (**b**) T cell and (**c**) B cell populations present within the meninges. (**d-e**) UMAP representation of pseudotime cellular trajectory profiles showing (**d**) T cell and (**e**) B cell maturation trajectories. The circle with the number ‘1’ represents the root node. The color of each data point represents advancement in pseudotime, with dark purple representing ‘early’ pseudotime and yellow representing ‘late’ pseudotime. The line represents the ‘path’ of pseudotime with intersections representing possible different differentiation events. Grey data points represent cell populations that were not connected in pseudotime with the selected node. (**f**) Circos plot depicting differentially expressed genes in the T cell populations within the TBI meninges (FDR <0.1) associated with different cellular processes. The proportion of the circle’s circumference allocated to each cellular process represents the number of T cell genes associated with that process that are differentially expressed in the TBI meninges. The lines connecting genes within the circle indicate which genes were shared amongst cellular processes. Colors were randomly assigned. (**g**) Treemap depicting significantly upregulated genes in the B cell population and the cellular process to which each gene contributes. The size of the square around each gene represents the Wald statistic, which is used to calculate the overall significance of the change in gene expression (a larger square indicates a larger Wald statistic, which leads to a lower adjusted p-value). The color of the boxes represents log2FC, where purple represents a lower log2FC and yellow represents a higher log2FC. An asterisk (*) indicates that the log2FC of the gene was higher than the scale (*Ighv14-4* had a log2FC of 18.08). Graphs were calculated using Seurat by normalizing the dataset, finding the variable features of the dataset, scaling the data, and reducing the dimensionality. Each data point in a UMAP plot represents a cell. Differential gene expression was calculated using the ZINB-WaVE function for zero-enriched datasets and DESeq2. Pseudotime graphs were created using Monocle. AR, antigen recognition; CS, cytokine signaling; FDR; false discovery rate, log2FC; log 2 fold change. Figure 4—source data 1.Number of up- and downregulated immune-cell genes 1 week post-TBI. Figure 4—source data 2.Cluster-defining genes for T cell populations.Tables depicting the top 10 most significant cluster-defining genes for T cell populations. Raw data for top cluster defining genes for each cell population. Figure 4—source data 3.Cluster-defining genes for B cell populations.Tables depicting the top 10 most significant cluster-defining genes for B cell populations. Raw data for top cluster defining genes for each cell population. Figure 4—source data 4.Differentially expressed T cell genes contributing to immune-related cellular functions. Figure 4—source data 5.Raw data for the differential expression analysis in B cells 1 week post-TBI.

**Figure 4—figure supplement 1.**
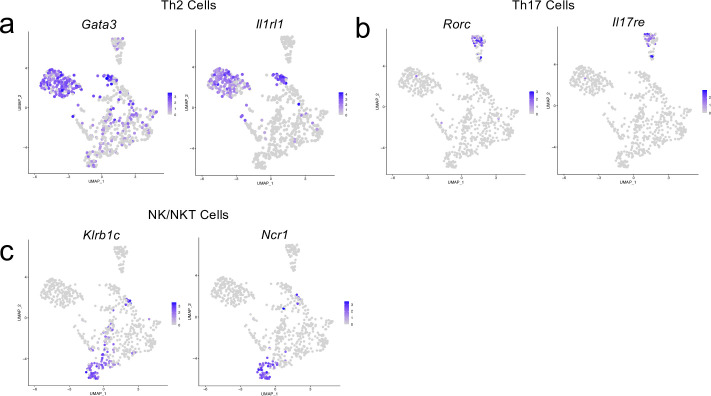
Cluster-defining genes for T cell subpopulations. Male WT mice at 10 weeks of age received a TBI or Sham procedure. One week later, the meninges from 5 mice per group were harvested, pooled, and processed for scRNA-seq. (**a–c**) Feature plots showing expression patterns of (**a**) Th2, (**b**) Th17 and (**c**) NK/NKT T cell subset cluster-defining genes. The color of each data point represents the expression level of the indicated gene within that cell. Graphs were calculated using Seurat by normalizing the dataset, finding the variable features of the dataset, scaling the data, and reducing the dimensionality.

**Figure 4—figure supplement 2.**
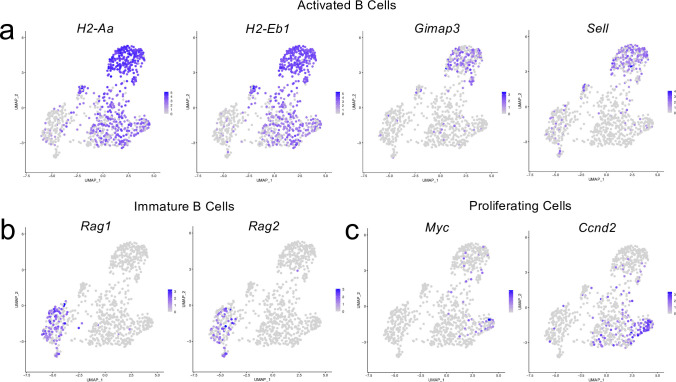
Cluster-defining genes for B cell subpopulations. Male WT mice at 10 weeks of age received a TBI or Sham procedure. One week later, the meninges from 5 mice per group were harvested, pooled, and processed for scRNA-seq. (**a–c**) Feature plots showing expression patterns of (**a**) Activated, (**b**) Immature and (**c**) Proliferating B cell subset cluster-defining genes. The color of each data point represents the expression level of the indicated gene within that cell. Graphs were calculated using Seurat by normalizing the dataset, finding the variable features of the dataset, scaling the data, and, reducing the dimensionality.

We were next interested in determining which different T and B cell subsets were present within the meninges, so we re-clustered the cells within these two populations (Figure 4b and c). We found that within the T cell subsets, there was a clear CD8 +T cell population and two T helper cell populations: Th2 cells and Th17 cells (Figure 4b). 

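The 363 Sham and 466 TBI cells of the T-like and NK-like classes gave 9 subclusters at a resolution of 0.8. A subcluster led by Cd8b1 and Cd8a, without enough markers to be named, had Cd8a at 600.5 against 32.7 CPM and Cd8b1 at 1042 against 41.5 in the rest, and went from 7.99% (5.42 to 11.3, 29 cells) to 14.2% (11.1 to 17.7, 66 cells). The ILC2 or Th2-like subcluster went from 17.4% (13.6 to 21.7, 63 cells) to 20.6% (17.0 to 24.6, 96 cells), and the gamma-delta or Th17-like one from 5.51% (3.4 to 8.38, 20 cells) to 7.08% (4.92 to 9.80, 33 cells). The ILC2 or Th2-like difference moved most at a resolution of 1.6, from 3.25 to 1.39 points. An unnamed subcluster led by Cd40lg and Trbv13-2 held 15.2% (11.6 to 19.3, 55 cells) of Sham and 20.8% (17.2 to 24.8, 97 cells) of TBI cells.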

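In the ILC2 or Th2-like subcluster of 159 cells Il1rl1 (ENSMUSG00000026069, chromosome 1 of GRCm38, 40429570 to 40465415) stood at 434 against 46.9 CPM in the rest, and Gata3 (ENSMUSG00000015619, chromosome 2 of GRCm38, 9857078 to 9890034) at 753 against 116. Il1rl1 was higher in a shallow unnamed subcluster, at 717 CPM, and Gata3 in the smallest one, at 891. Cd3e (ENSMUSG00000032093, chromosome 9 of GRCm38, 44998740 to 45009627) had a UMI in 1 of the 159 cells (0.629%) at full depth, and in 82.2% of T-like cells, with median depths of 3573 and 3178 UMIs. Thinned, it was 0 of 159 cells, where the floor of 3 cells is 1.89%, beside 75.1% of T-like and 0.129% of B-like cells. Trac, Trbc1 or Trbc2 was found, thinned, in 18.2% of the subcluster, 50.2% of T-like, 18.3% of NK-like and none of the B-like cells. Trac alone was found in none of the subcluster and 21.7% of T-like cells, and Cd3g in 3.14% and 67.1%.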

The Th2 cell sub-cluster expressed highly-significant cluster-defining markers including *Il1rl1* and *Gata3,* which are characteristic of the Th2 subset (Tibbitt et al., 2019; Figure 4b, Figure 4—figure supplement 1a). Alternatively, the Th17 sub-cluster expressed characteristic markers such as *Il23r, Il17re*, and *Rorc* (Hu et al., 2017; Figure 4b, Figure 4—figure supplement 1b). 

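In the gamma-delta or Th17-like subcluster Il23r stood at 154 against 4.29 CPM in the rest and Il17re at 164 against 1.95. Its leading genes include the gamma-delta receptor gene Tcrg-V6, Kcnk1, Actn2 and Blk.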

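In the NK-like subcluster Klrb1c stood at 1182 against 125 CPM in the rest, Ncr1 at 1421 against 94.2, Klrd1 at 865 against 239 and Klrk1 at 993 against 256. Of its 124 cells, 123 had a UMI of one of these 4 genes, and 7 (5.65%, 2.30 to 11.3) also had one of Cd3d, Cd3e or Cd3g. Thinned, 5 of 123 cells did (4.07%, 1.33 to 9.23), beside 0.258% of B-like cells. The subcluster held 19.0% (15.1 to 23.4, 69 cells) of Sham cells and 11.8% (9.02 to 15.1, 55 cells) of TBI cells.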

The fourth sub-cluster of T cells appears to be comprised of NKT and NK cells, as this population expressed high levels of common NK markers, including *Klrb1c, Ncr1, Klrd1*, and *Klrk1,* and some of these same cells also expressed components of the CD3 co-receptor (*Cd3d, Cd3d,* and *Cd3g*) (Figure 4b, Figure 4—figure supplement 1c). 

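A subcluster without a name had Malat1 at 37020 against 4954 CPM in the remaining T-like and NK-like cells, a median of 7.38% mitochondrial UMIs, and a median depth of 742 UMIs. It held 19.6% (15.6 to 24.0, 71 cells) of Sham cells and 10.1% (7.51 to 13.2, 47 cells) of TBI cells.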

The final population represents cells that are likely dying T cells, based on their high expression of mitochondrial genes and *Malat1* (Figure 4b).

Re-clustering of the B cell populations revealed five sub-clusters (Figure 4c). 

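The 456 Sham and 404 TBI cells of the B-like and immature B-like classes gave 5 subclusters, 4 of which received a name. A resolution of 1.6 moved their shares most, the Ms4a1 and Cd79a one from -3.24 to -7.70 points between the libraries.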

One sub-cluster appeared to be comprised of mature B cells given its high expression of B cell maturity marker *Cd37* and the B cell receptor components (*Cd79a* and *Cd79b*) (Figure 4c; de Winde et al., 2016). 

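The subcluster with Ms4a1 and Cd79a markers had Cd37 at 2744 against 1768 CPM, Cd79a at 7896 against 4997 and Cd79b at 4917 against 3259 in the other B-like subclusters. It made up 36.4% (32.0 to 41.0, 166 cells) of Sham B-like cells and 33.2% (28.6 to 38.0, 134 cells) of TBI ones.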

A second cluster, deemed ‘Activated B Cells’, was characterized by significant expression of HLA-related genes including *H2-Aa, H2-Eb1,* and *H2-Ab1*, and survival-related genes including *Gimap3, Gimap4*, and *Gimap6*. These activated B cells also highly expressed genes important for adhesion, including *Sell*, which encodes for L-selectin and is a marker for mature B cells (Lee et al., 2020; Figure 4c, Figure 4—figure supplement 2a). 

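In the subcluster with H2-Aa and Gimap3 markers H2-Aa stood at 6896 against 1176 CPM in the rest, H2-Eb1 at 4651 against 842 and H2-Ab1 at 3190 against 799. Gimap3 stood at 274 against 16.0, Gimap4 at 210.1 against 9.05 and Gimap6 at 598 against 173. This subcluster held 25.9% (21.9 to 30.2, 118 cells) of B-like cells in Sham and 22.5% (18.5 to 26.9, 91 cells) in TBI.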

A third cluster appeared to be differentiating or immature B cells based on their high expression of *Rag1* and *Rag2* (Figure 4c, Figure 4—figure supplement 2b). 

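In the immature B-like subcluster Rag1 stood at 363 against 9.53 CPM in the rest and Rag2 at 195 against 4.01. It went from 14.0% (11.0 to 17.6, 64 cells) of Sham B-like cells to 26.0% (21.8 to 30.6, 105 cells) of TBI ones.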

A fourth cluster, deemed ‘Proliferating Cells’ expressed high levels of *Myc* and *Ccnd2* amongst other cell cycle related genes (Figure 4c, Figure 4—figure supplement 2c). 

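In the proliferating B-like subcluster Myc stood at 103 against 14.8 CPM in the rest and Ccnd2 at 559 against 72.1. Mki67 had no UMI in its 97 cells, and 5.73 CPM in the other B-like cells. The subcluster held 9.87% (7.29 to 13.0, 45 cells) of B-like cells in Sham and 12.9% (9.76 to 16.5, 52 cells) in TBI.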

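A shallow unnamed B-like subcluster had Malat1 at 47834 against 6445 CPM in the rest, with medians of 9.09% mitochondrial UMIs and 799 UMIs per cell. Its share was 13.8% (10.8 to 17.3, 63 cells) in Sham and 5.45% (3.44 to 8.13, 22 cells) in TBI.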

The final population represents cells that are likely dying B cells due to their high expression of *Malat1* (Figure 4c).

In order to determine T and B cell maturation trajectory within the meninges, we performed pseudotemporal analyses using Monocle3 (Trapnell et al., 2014). The T cell populations did not demonstrate a strong trajectory in their differentiation status, which is expected given that the populations we identified (Th2, Th17, CD8 + T cells) are all relatively advanced within T cell maturation (Figure 4d). However, when we examined the pseudotemporal trajectory of the B cells, we observed a path that confirmed our initial cluster assignments (Figure 4e). We observed that the B cells earliest in the differentiation trajectory, as demonstrated by the lowest values on the pseudotime scale, were the ‘Immature B Cells’ and ‘Proliferating Cells’ populations, whereas the ‘Activated B Cells’, that are likely producing antibodies, and ‘Mature B cells’ were the furthest along in the differentiation trajectory (Figure 4e).

Next, we were interested in looking more closely at some of the genes that were significantly upregulated in both the T and B cell populations to determine how these adaptive immune populations were affected following injury. 

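Of the 25 genes of the paper's Figure 4f, all 25 lay above 0 in T-like cells, with a median log2 ratio of 0.21. The survival genes gave 0.21 (-0.0012 to 0.42) for Gimap1 and 0.21 (0.0039 to 0.42) for Gimap6, and the activation genes 0.10 (-0.20 to 0.40) for Arrb2, 0.14 (0.07 to 0.21) for Ppia and 0.41 (0.14 to 0.70) for Cd48. Mif gave 0.23 (0.02 to 0.43), Il2rg 0.18 (0.05 to 0.32) and Cd247 0.32 (0.02 to 0.63), while the highest was Trgv2 at 1.11 (0.66 to 1.6). With thinned cells Sem1, a gene of the same figure, turned to -0.04. Figure 4f draws genes the paper had found to be up in these cells, so the tally is no independent count.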

The T cell populations upregulated many genes important for survival (*Gimap1, Gimap6*), activation (*Arrb2, Ppia, Cd48*), cytokine signaling (*Mif, Il2rg*), and antigen recognition (*Cd247*), all of which contributed to an overall increase in inflammatory response gene expression (Figure 4f). Concomitantly, the T cells also upregulated various genes that are known to be involved in the dampening of immune responses such as *Socs1* (Suppressor of Cytokine Signaling-1) and *Cd52* (Figure 4f; Liau et al., 2018; Toh et al., 2013).

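Socs1 (ENSMUSG00000038037, chromosome 16 of GRCm38, 10782240 to 10785536) stood at 279 CPM in Sham and 300.2 in TBI, a log2 ratio of 0.11 (-0.13 to 0.34). Cd52 stood at 2937 CPM in Sham and 2979 in TBI, a ratio of 0.02 (-0.05 to 0.09).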

Investigating the genes that were upregulated in the B cell populations following injury, we found that many of these genes fell into the category of ‘B Cell Maturation’, including *Cd83, Ube2d3*, and *Doc3* (Figure 4g). 

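Cd83 (ENSMUSG00000015396, chromosome 13 of GRCm38, 43784775 to 43803132) stood at 77.1 CPM in Sham and 119 in TBI, a log2 ratio of 0.62 (0.25 to 1.01), in the combined B-like classes. Ube2d3 gave 0.06 (-0.13 to 0.25), and Dok3, taken for the gene written Doc3, gave 0.50 (0.33 to 0.68). Of the 21 genes of Figure 4g, 18 lay above 0. That figure draws genes the paper had found to be up in B cells, so the tally is no independent count. Cd52 and Hcls1 of that figure gave -0.07 (-0.14 to -0.0042) and -0.08 (-0.31 to 0.14), and Cd52 turned to 0.03 as a mean over cells and to 0.08 in the B-like clusters without the immature ones.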

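Blnk gave a log2 ratio of 0.18 (0.01 to 0.36) in B-like cells. Cd79b gave -0.01 (-0.06 to 0.05), H2-D1 0.24 (0.16 to 0.31), Ppia 0.14 (0.07 to 0.21) and Hmgb1 0.45 (0.31 to 0.59). Ighv14-4, drawn in the same figure, had 9 and 76 UMIs (3.31, 2.37 to 4.56).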

Other upregulated genes included those important for B cell activation and signaling (*Blnk, Cd19*), antigen presentation (*Cd79b, H2-D1*), and inflammation (*Ppia, Hmgb1*) (Figure 4g). The upregulation of these genes suggests that TBI drives the activation and maturation of B cell populations in the meningeal compartment. Overall, these data demonstrate that both T and B cells upregulate genes involved in activation of adaptive immune responses following head trauma. This upregulation seems to be controlled, as multiple regulatory genes are also simultaneously activated.

### Predicted ligand-target interactions highlight a pro-growth and controlled pro-inflammatory meningeal environment after TBI

Cell-cell interactions may partly dictate the gene expression dynamics observed following TBI. We used Nichenet to explore how intercellular communication may influence the post-injury transcriptional environment. Nichenet is a tool that integrates gene expression data from interacting cells to infer the effects of sender-cell ligands on receiver cell expression (Browaeys et al., 2020). Since both macrophage and fibroblast populations exhibited significant transcriptional alterations post-TBI we focused our analysis on how signaling of these large populations affects other meningeal cells (Figure 1e).

We first examined how the macrophage cell populations might influence the gene expression patterns of the other major cell populations in the scRNA-seq dataset (T cells, B cells, Dendritic Cells, NK cells, Fibroblasts, and Endothelial Cells) through inferred ligand-target interactions. 

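Tgfb1 (ENSMUSG00000002603, chromosome 7 of GRCm38, 25687002 to 25705077) stood at 224 CPM in Sham and 211 in TBI in macrophage-like cells, a log2 ratio of -0.08 (-0.27 to 0.10). Of 16 classes, monocyte-like cells were highest, at 479.9 CPM in Sham and 349 CPM in TBI, and macrophage-like cells ranked 3 and 4. The ligand prediction itself was not run, and the outside networks it rests on were not used here.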

Of all macrophage ligands, *Tgfb1* best predicted the gene expression patterns seen in other cell populations, suggesting the observed transcriptional dynamics reflect an environment of cell growth, differentiation, and alternative macrophage activation (Figure 2—figure supplement 2a and b; Gong et al., 2012). Furthermore, other top-predicted macrophage ligands including *Itgam*, *Apoe*, *Vcam1*, *Selplg*, *Nectin1*, and *Itgb1* play critical roles in cell adhesion and phagocytosis, both necessary for mounting an inflammatory response (Figure 2—figure supplement 2a and b; Grainger et al., 2004). 

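In macrophage-like cells the log2 ratios were -0.08 (-0.30 to 0.16) for Itgam, -0.06 (-0.08 to -0.04) for Apoe, -0.07 (-0.40 to 0.28) for Vcam1, -0.01 (-0.19 to 0.17) for Selplg and -0.06 (-0.25 to 0.14) for Itgb1. Nectin1 had 7 and 7 UMIs (-1.23, -2.97 to 0.51). Apoe was highest in macrophage-like cells of all classes (18422 CPM in Sham, 17638 CPM in TBI), and turned to 0.05 with cells assigned by their own markers. The others peaked elsewhere: Itgam in neutrophil-like, Vcam1 in endothelial-like and Itgb1 in pericyte-like cells of both libraries.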

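For Adam17 the macrophage-like log2 ratio was -0.33 (-0.67 to 0.01), for Tnfsf13b 0.24 (-0.27 to 0.80) and for C3 -0.43 (-0.84 to -0.0038). Adam17 was highest in Schwann-like cells, and Tnfsf13b and C3 in neutrophil-like cells, in both libraries, and macrophage-like cells came second for Tnfsf13b.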

Other top-ligands with pro-inflammatory properties include *Adam17*, which is involved in the processing of TNF at the surface of the cell, *Tnfsf13b*, which promotes activation and proliferation of B cells, and *C3*, which is part of the complement cascade (Black et al., 1997). We observe gene expression changes and cellular phenotypes consistent with predicted ligand effects on target cells. For example, *Tgfb1* signaling is predicted to activate multiple genes that affect collagen production including *Col1a1*, *Col1a2* and *Col3a1* (Figure 2—figure supplement 2c), aligning with our finding of increased collagen production following TBI (Figure 3c–e). 

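In fibroblast-like cells Col1a1 stood at 3509 CPM in Sham and 4425 in TBI, Col1a2 at 3826 CPM in Sham and 4228 in TBI (0.14, 0.06 to 0.23) and Col3a1 at 1326 CPM in Sham and 1058 in TBI (-0.33, -0.47 to -0.18). Col3a1 turned to 0.21 as a mean over cells, and its highest class was pericyte-like cells.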

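In B-like cells the log2 ratio was -0.17 (-0.21 to -0.12) for Cd79a, -0.02 (-0.10 to 0.05) for Ighm, -0.15 (-0.46 to 0.14) for Cd38 and -0.05 (-0.37 to 0.27) for Cd40.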

Predicted target genes of other pro-inflammatory ligands such as *Adam17* and *Tnfsf13b* include B cell response genes (*Cd19, Cd79a,* and *Ighm*) and genes related to immune cell activation and antigen-presentation (*Cd38* and *Cd40*) (Figure 2—figure supplement 2c). Finally, when we examined how ligands from other cells in the meninges may impact the macrophage gene signature, we saw that ligands from multiple cell populations (Endothelial Cells, Dendritic Cells, T cells, and B cells) are likely responsible for shaping this signature (Figure 2—figure supplement 2d). This is not surprising given that monocytes and macrophages likely interact with all of the meningeal cell populations and play very important roles in shaping the overall gene expression signatures seen after TBI. Overall, the predicted ligand-target interactions between the macrophage population and other major meningeal cell populations after brain injury illustrate a proliferative, pro-inflammatory state.

Next, we examined how the meningeal fibroblast population might influence local gene expression through ligand-target interactions. As with the macrophage ligands, we found the top ligand signaling pathways in fibroblasts were essential for cellular growth and differentiation. More specifically, many top ligands were essential for promoting angiogenesis (*Vegfa*, *Cxcl12*, *Pgf*), growth and inflammation (*Apoe*, *Csf1*, *Cxcl12*, *Tgfb3*), and extracellular matrix development and wound healing (*Col4a1*, *Hspg2*, *Nov*) (Figure 3—figure supplement 1a and b; Solé-Boldo et al., 2020; Buechler et al., 2021; Lin et al., 2005). 

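In fibroblast-like cells the angiogenic ligands gave log2 ratios of -0.17 (-0.85 to 0.65) for Vegfa, -0.10 (-0.34 to 0.15) for Cxcl12 and -0.04 (-0.55 to 0.56) for Pgf. The growth and inflammation ligands gave 0.71 (0.57 to 0.86) for Apoe, -0.25 (-0.72 to 0.28) for Csf1 and -0.36 (-0.89 to 0.24) for Tgfb3. The matrix ligands gave -0.34 (-0.66 to 0.01) for Col4a1, -0.65 (-0.99 to -0.28) for Hspg2 and 0.02 (-0.26 to 0.32) for Ccn3, the current symbol of Nov. Csf1, Tgfb3 and Ccn3 were highest in fibroblast-like cells of both libraries, and Vegfa and Pgf in those of TBI.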

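Anxa1 gave -0.21 (-0.55 to 0.17) and Serping1 0.01 (-0.16 to 0.19) as log2 ratios in fibroblast-like cells. Anxa1 was highest in neutrophil-like cells, at 2125 CPM in Sham and 3873 CPM in TBI. Serping1 was highest in fibroblast-like cells in Sham and in pericyte-like cells in TBI.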

Interestingly, we found anti-inflammatory pathways among the top predicted ligands including *Anxa1,* which is known for its inhibitory effects on adhesion and migration*,* and *Serping1*, which is responsible for production of C1 inhibitor (Figure 3—figure supplement 1a and b; Gavins and Hickey, 2012). Predicted targets of the top ligand, *Apoe*, include complement cascade genes such as *C1qb* and *C1qc*, both of which were upregulated in the meningeal macrophage population after injury. 

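C1qb (ENSMUSG00000036905, chromosome 4 of GRCm38, 136880129 to 136886187) stood at 6802 CPM in Sham and 7477 in TBI in macrophage-like cells, a log2 ratio of 0.14 (0.10 to 0.17), and C1qc (ENSMUSG00000036896, chromosome 4 of GRCm38, 136889804 to 136893065) at 5234 CPM in Sham and 5837 in TBI, a ratio of 0.16 (0.12 to 0.19). Both were highest in this class in both libraries.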

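Cd14 gave a log2 ratio of 0.13 (-0.02 to 0.28) and Cd68 0.04 (-0.06 to 0.14) in macrophage-like cells, the class with the highest CPM of both genes in each library.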

Other ligands, such as *Csf1*, also likely potentiate the immune response by activating genes such as *Cd14* and *Cd68*, which are important for macrophage/monocyte responses in inflammation (Figure 3—figure supplement 1c; Buechler et al., 2021). 

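In endothelial-like cells Fos had 38 and 142 UMIs (0.81, 0.29 to 1.38) and Id1 269 and 763 UMIs (0.42, 0.22 to 0.63). Fos is also among the 20 dissociation-induced genes counted for each library.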

Other ligands, such as *Vegfa*, likely activate endothelial cells, which results in upregulation of genes important for cellular growth and division including *Fos* and *Id1* (Figure 3—figure supplement 1c). Upon performing the inverse analysis, we find that endothelial cells and macrophages strongly influence the fibroblast transcriptome as evidenced by high expression of influential ligands in a significant proportion of the cell population (Figure 3—figure supplement 1d). Altogether, meningeal fibroblasts likely influence gene expression signatures after TBI to promote pro-growth and angiogenic signaling cascades in addition to a balanced upregulation of the immune system. Together with macrophages, these predicted ligand-target interactions highlight the highly complex but coordinated and controlled response to injury that occurs in young mice.

### Prominent effects of aging and mild TBI on the meningeal transcriptome

Given the considerable brain injury-induced alterations in the meningeal transcriptional and cellular landscape that we observed in young mice, we were next interested in investigating whether these changes were preserved or altered with age. It has previously been suggested that inability to properly resolve inflammatory responses in the brain after head trauma contributes to the aggravated disease course commonly seen in the elderly (Chou et al., 2018; Witcher et al., 2021; Witcher et al., 2018). Therefore, we were also particularly interested to explore potential differences in the resolution of meningeal immune responses following TBI between young and aged mice. To this end, we performed bulk RNA-seq on the meningeal tissue at 1.5 months post TBI or Sham treatment in both young (10 weeks of age) and aged (20 months of age) mice, as we predicted that the meningeal injury would have largely resolved 1.5 months post-TBI in young mice (Figure 5a). Principal component analysis (PCA) revealed that age was the main driver of differential gene expression, as young and aged groups clustered furthest apart (Figure 5b). However, while the young mice that had received either Sham or TBI clustered together in the PCA plot, the aged Sham and TBI mice clustered further apart, indicating that the effects from TBI may have more long-lasting effects on gene expression in aged mice when compared to young mice (Figure 5b). Indeed, when we looked at the number of differentially expressed genes between all four experimental groups, we saw that there were only a total of 22 differentially expressed genes when comparing Young Sham with Young TBI, while there were a total of 364 differentially expressed genes when comparing Aged Sham with Aged TBI (Figure 5c and d). Interestingly, 1772 differentially expressed genes were identified when comparing Young Sham mice with Aged Sham mice, and 2936 differentially regulated genes were identified when comparing Young TBI mice with Aged TBI mice (Figure 5c and d). Furthermore, we looked at which genes were shared between comparison groups to determine if the TBI signature in aging was unique or largely shared with the uninjured aged mice. Interestingly, there were 917 downregulated genes and 639 upregulated genes that were unique to the Young TBI vs. Aged TBI comparison and not shared with any other comparison, including the Young Sham vs. Aged Sham comparison. There were 595 downregulated genes and 592 upregulated genes that were shared between these two comparisons, indicating that while a portion of the transcription changes seen in the Young TBI vs. Aged TBI group may be attributed to aging, a significant number of the affected genes were uniquely identified in the setting of trauma in aged mice. Overall, this indicates that aging profoundly affects meningeal gene expression and that mild head trauma in aging results in even larger changes in gene expression. Moreover, while the young mice exhibit very few gene expression changes 1.5 months following TBI, the aged mice experience many more alterations in gene expression that last for a longer period of time, which suggests that recovery post-TBI may be delayed with aging.

**Figure 5.**
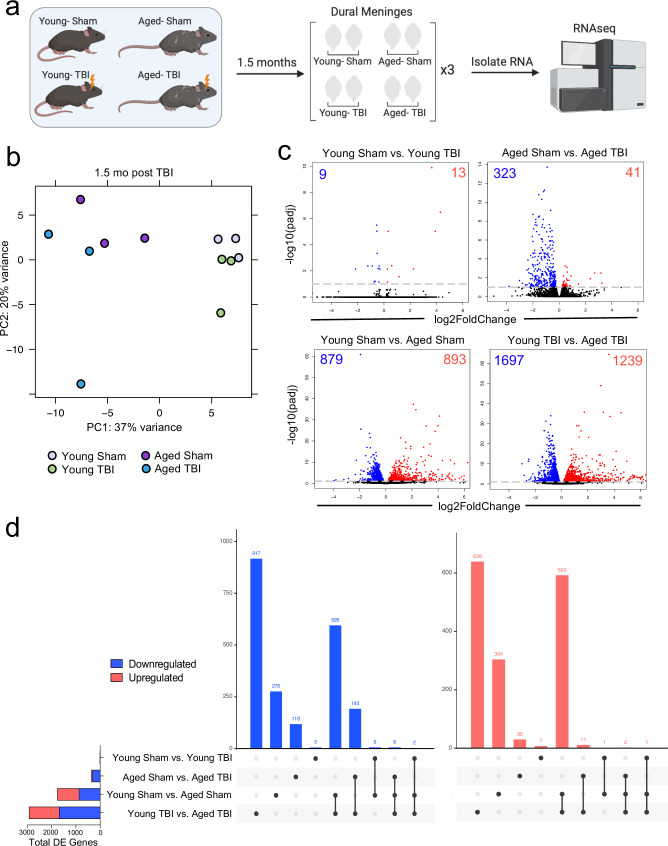
Effects of aging and mild TBI on the meningeal transcriptome. (**a**) Schematic depicting experimental layout. Male WT mice at 10 weeks of age or 20 months of age received a TBI or Sham procedure. 1.5 months later, bulk RNA-seq was performed on the four experimental groups with three biological replicates per group (each biological replicate consisted of meningeal RNA samples from 2 to 3 independent mice). (**b**) Principal component analysis (PCA) showing clustering of samples. (**c**) Volcano plots illustrate the number of differentially expressed genes with statistically significant differences denoted in blue and red (FDR <0.1). Numbers in each corner depict the number of differentially expressed genes for each comparison. Blue data points represent significantly downregulated genes and red data points represent significantly upregulated genes. (**d**) Upset plots depicting significantly downregulated (blue) and upregulated (red) genes for each comparison and the number of genes that were shared between comparisons (FDR <0.1). The graph on the left sidebar shows the total number of differentially expressed genes per group. A single black dot indicates the differentially expressed genes are unique to the highlighted comparison. Two or more black dots connected by a line indicate that the differentially expressed genes are shared between the multiple highlighted comparisons. FDR and p-values were calculated with DESeq2 using the Wald test for significance following fitting to a negative binomial linear model and the Benjamini-Hochberg procedure to control for false discoveries. FDR; false discovery rate, DE; differentially expressed. Figure 5—source data 1.Significantly up- and downregulated genes for each bulk RNA-seq comparison. Figure 5—source data 2.Raw data of shared and unique differentially expressed genes for each comparison.Data shows the number of differentially expressed genes in each comparison and whether each gene was differentially expressed in each comparison.

Because aging itself resulted in substantially different gene expression patterns, we decided to look more closely at these differences within the bulk RNA-seq dataset. Upon examining the top 20 most significantly upregulated and downregulated genes in the Aged Sham mice as compared to the Young Sham mice, we noticed a striking upregulation in genes important for antibody production by B cells (Figure 6a). In fact, one half of the top 20 upregulated genes fell into this category (Figure 6a). When we examined the top GO biological processes that were enriched by the significantly activated genes in the Young Sham mice versus Aged Sham mice comparison, we saw that immune and defense responses were among the most highly upregulated (Figure 6b), indicating that the cells within the aged meninges have grossly upregulated their immune response, even in homeostatic conditions.

**Figure 6.**
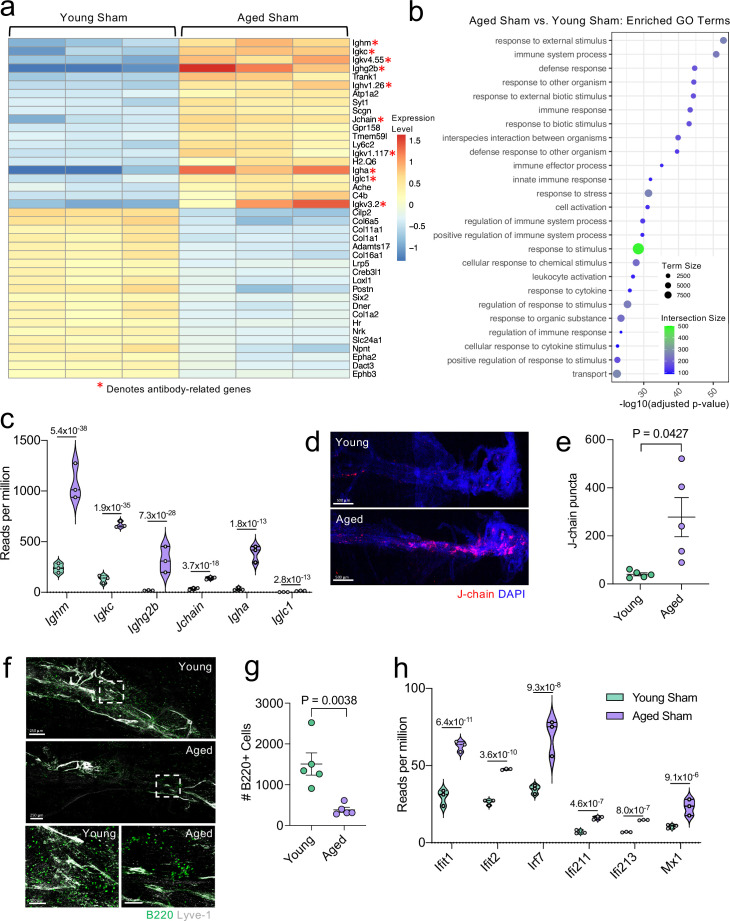
Aging promotes the upregulation of meningeal genes involved in type I IFN and antibody signaling. Male WT mice at 10 weeks of age or 20 months of age received a TBI or Sham procedure. 1.5 months later, bulk RNA-seq was performed on the four experimental groups with three biological replicates per group (each biological replicate consisted of meningeal RNA samples from 2 to 3 independent mice). (**a**) Heatmap representation of the top 20 most significantly upregulated and downregulated (FDR <0.1) genes in the Young Sham vs. Aged Sham groups. The red asterisk (*) indicates genes associated with antibody production. (**b**) Dot plot of GO term biological processes shows enrichment of immune-related pathways with differentially expressed genes between young mice as compared to aged mice. Color and size of each dot represent the size of the GO term and the number of upregulated genes that contribute to each term, respectively. (**c**) Violin plot depicting counts of significantly activated antibody and B cell related genes in response to age (FDR <0.1). The number above each comparison on the graph represents the adjusted p-value calculated for each gene using DESeq2. The central line within each plot represents the median of the data set. The upper and lower boundaries of the box represent the third (Q3) and first (Q1) quartiles respectively. The violin plot encompasses the three biological replicates. The width of the violin plot represents the frequency of observations at that given y-value. Therefore, the wider the violin plot, the higher the frequency of observations. The meninges of 5 young Sham mice and 5 aged Sham mice were harvested for each immunohistochemical experiment. (**d**) Representative images from a young Sham mouse and aged Sham mouse showing a region of the SSS stained with J-chain (red) and Lyve-1 (grey) (**e**) and quantification of J-chain puncta in meningeal whole mounts along the SSS (Sham n=5, TBI n=5, rep = 1). (**f**) Representative images of the transverse sinus in young and aged mice stained with B220 (green) and Lyve-1 (grey). The dashed box on the top two images corresponds to the higher magnification images depicted below. (**g**) Quantification of the number of B220 cells along the entire transverse sinus (Sham n=5, TBI n=5, rep = 1). (**h**) Violin plot depicting counts of significantly activated type-I interferon related genes in response to age (FDR < 0.1). The violin plot parameters are the same as describe for (**c**). FDR and p-values in (**a–c,h**) were calculated with DESeq2 using the Wald test for significance following fitting to a negative binomial linear model and the Benjamini-Hochberg procedure to control for false discoveries. Error bars in (**e,g**) depict mean  ± s.e.m. p values in (**e,g**) were calculated using a two-tailed unpaired two-sample t-test assuming unequal variances. FDR; false discovery rate, SSS; superior sagittal sinus. Figure 6—source data 1.Table depicting all differentially regulated genes in the Young Sham vs. Aged Sham comparison. Figure 6—source data 2.Raw data depicting enriched GO-terms and contributory genes that were upregulated in aging. Figure 6—source data 3.Number of reads per million of antibody-related genes upregulated in aging in the bulk RNA-seq dataset. Figure 6—source data 4.Table depicting the number of J-chain puncta quantified in young and aged mice. Figure 6—source data 5.Table depicting the number of B220 + cells along the transverse sinus in young and aged mice. Figure 6—source data 6.Number of reads per million of interferon-related genes upregulated in aging in the bulk RNA-seq dataset.

**Figure 6—figure supplement 1.**
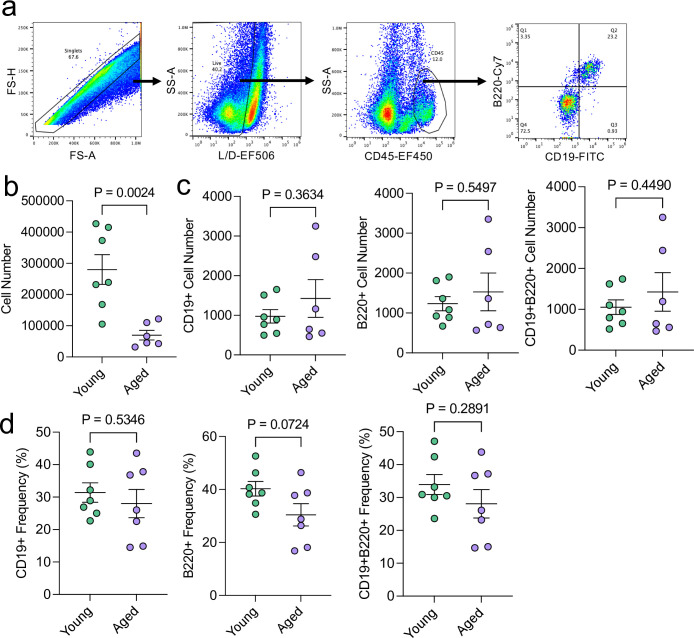
Aging does not appreciably influence the total numbers of meningeal CD19 + and B220 + cells. Male WT mice at 10 weeks of age or 20 months of age were sacrificed and the dural meninges were processed for flow cytometry. (**a**) Flow cytometry gating strategy. Warmer colors indicate higher concentration of cells. (**b**) Quantification of total cell numbers in the dural meninges in young and aged mice (Young n=7, Aged n=6, rep = 1). (**c**) Quantification of the numbers of CD19+, B220+, and CD19 + B220 + cells in the dural meninges of young and aged mice (Young n=7, Aged n=6, rep = 1). (**d**) Quantification of the frequency of CD19+, B220+, and CD19 + B220 + cells of total CD45 + cells in young and aged dural meninges (Young n=7, Aged n=7, rep = 1). Two aged mice were excluded from this experiment: one mouse was excluded entirely due to gross hepatosplenomegaly and another mouse was excluded from the absolute cell count quantifications due to a suboptimal dissection. p values for were calculated using unpaired two-sample students t-tests. Figure 6—figure supplement 1—source data 1.Tables depicting flow cytometry cell counts and frequencies of B cells in the dural meninges in young and aged mice.

Due to the striking nature of the upregulation of antibody production-related genes, and recent findings that report an increase in IgA-secreting plasma cells with age (Fitzpatrick et al., 2020), we more closely examined some of these genes within the bulk RNA-seq dataset (Figure 6c). We found highly significant upregulations in genes related to the immunoglobulin heavy chain (*Ighm, Ighg2b, Igha*), light chain (*Igkc*), and components of IgA or IgM antibodies (*Jchain*) (Figure 6c). Using immunohistochemistry on meningeal whole mounts, we confirmed that aged meninges have significantly increased J chain deposition that is concentrated along the sinuses (Figure 6d and e). Next, we wanted to determine whether the increased antibody-related gene production we saw in aged mice was due to an overall increased number of B cells. Interestingly, we saw that the number cells expressing B220 along the meningeal transverse sinus in mice was significantly lower in aged mice (Figure 6f and g), which is in contrast to other recent studies have shown that B cells comprise a larger proportion and number of cells in aged dural meninges (Brioschi et al., 2021; Mrdjen et al., 2018). Therefore, as a second method of validation, we performed flow cytometry on the entire dural meninges to assess for B220 + and CD19 + cell counts and frequency within total CD45 + cells (Figure 6—figure supplement 1a). The aged dural meninges had overall fewer cells when compared to young dural meninges (Figure 6—figure supplement 1b). Upon examination of total B220+, CD19+, and B220 + CD19 + cell numbers, we did not see significant differences in aged mice (Figure 6—figure supplement 1c). While not significant, the overall frequency of B220+, CD19+, and B220 + CD19 + cells was decreased in aged dural meninges when compared to young counterparts (Figure 6—figure supplement 1d). In summation, we do not see increases in B cell numbers in the aged dura, which suggests that the increase in antibody-related gene expression seen in aging may reflect a change in the function of the B cells in the dural meninges rather than a recruitment of more B cells. Differences in our data compared to other published findings may reflect regional differences in B cell populations along the transverse sinus given the impaired meningeal lymphatics seen in aged mice. Other potential drivers of our distinct findings include differences in sex and microbiome, both of which might also influence the number and frequency of B cells in the meninges. Overall, this suggests that the composition of the B cell population in aged mice may be substantially different than in young mice; however, future studies are needed to formally evaluate this in greater detail.

In addition to the antibody-related gene upregulation, we also observed increased expression of type I interferon (IFN)-related genes within the bulk RNA sequencing dataset (Figure 6h). Type I IFNs have been shown to be upregulated in the brain parenchyma in various neurological disorders, where they are generally thought to play deleterious roles in promoting disease pathogenesis (Karve et al., 2016; Barrett et al., 2020; Baruch et al., 2014; Abdullah et al., 2018; Zhang et al., 2017). Our data indicate that this type I IFN signature is also seen within the meningeal compartment of aged mice. Amongst others, we saw highly significant increases in type I IFN related genes including *Ifit1, Ifit2, Irf7, Ifi213,* and *Mx1* (Figure 6h). These findings demonstrate that aging promotes profound alterations in the meningeal transcriptome. Moreover, the upregulation of antibody genes and type I IFN related-genes suggests an overall elevation in immune activation status in the aged meninges.

### Injury in aged mice results in prolonged inflammatory responses

In order to assess the unique transcriptional response to TBI in aged compared to young mice, we analyzed the transcriptional response that is exclusive to the Young TBI vs Aged TBI comparison and not shared with the Young Sham vs Aged Sham comparison in the bulk RNA-seq dataset. This includes the 917 downregulated genes and 639 upregulated genes that were unique to the Young TBI vs. Aged TBI comparison (Figure 5d). While aging and TBI each individually lead to changes in gene expression which have some overlap, the double hit of TBI with old age was found to induce an even larger change in gene expression than either condition alone.

Using GO molecular function terms, we saw that of the repressed genes unique to the Young TBI vs. Aged TBI comparison, many of these genes are involved in binding processes, including protein binding and cytoskeletal binding (Figure 7a). When we looked more closely at the top repressed genes unique to the Aged TBI versus Young TBI comparison, we observed that many of these genes encode for collagenases (*Col4a1, Col4a2,* and *Col5a2*) and other molecules involved in regulating cellular junctions (*Jup*) (Figure 7b). Using qPCR, we validated that some of these genes important for collagenase production were indeed downregulated in aged mice 1.5 months after TBI in the dural meninges (Figure 7c). These pathways likely aid in the wound healing response of the meninges and were upregulated in the response to TBI in young mice (Figure 3), however are downregulated after brain injury in aging.

**Figure 7.**
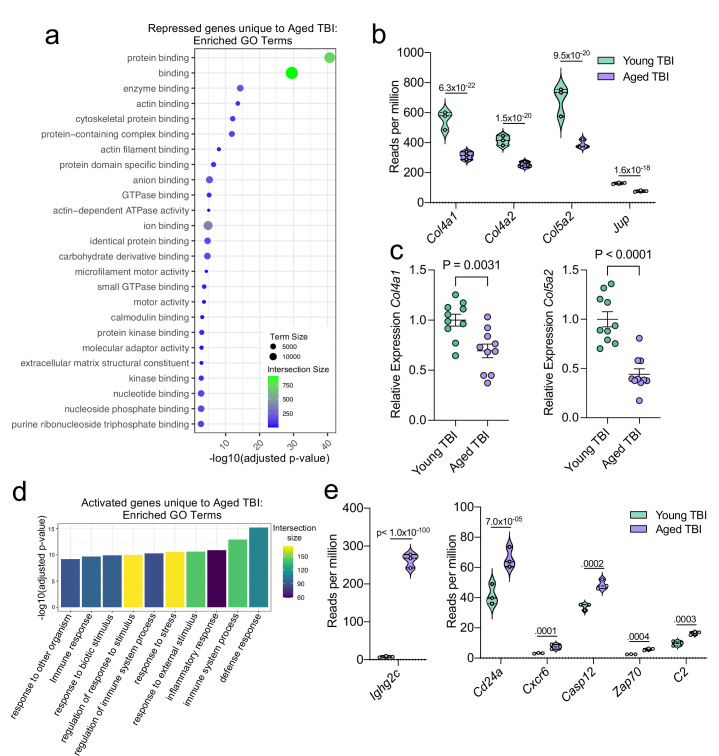
Aging and mild TBI together promote a unique meningeal transcriptional signature. Male WT mice at 10 weeks of age or 20 months of age received a TBI or Sham procedure. 1.5 months later, bulk RNA-seq was performed on the 4 experimental groups with 3 biological replicates per group (each biological replicate consisted of meningeal RNA samples from 2 to 3 independent mice). (**a**) Dot plot showing GO term molecular functions enriched by the repressed genes unique to the Young TBI vs Aged TBI comparison. The color and size of each dot represents the size of the GO term and the number of upregulated genes that contribute to each term, respectively. (**b**) Violin plot depicting counts of significantly repressed extracellular matrix related genes (FDR <0.1). (**c**) Quantitative PCR relative expression of *Col4a1* and *Col5a2* within the dural meninges 1.5 months after TBI (Sham n=10, TBI n=10, rep = 1). (**d**) Bar plot shows enrichment of GO term biological processes related to the immune system with the genes unique to the Young TBI vs Aged TBI comparison. The color of each bar represents the number of upregulated genes that contribute to each GO term. (**e**) Violin plots depicting counts of significantly activated immune-related genes (FDR <0.1). (**b,e**) Each statistic represents the adjusted p-value calculated for each gene using DESeq2. The central line within each plot represents the median of the data set. The upper and lower boundaries of the box represent the third (Q3) and first (Q1) quartiles respectively. The violin plot encompasses the three biological repeats. The width of the violin plot represents the frequency of observations at that given y-value. Therefore, the wider the violin plot, the higher the frequency of observations. FDR and p-values for (**a,b,d,e**) were calculated with DESeq2 using the Wald test for significance following fitting to a negative binomial linear model and the Benjamini-Hochberg procedure to control for false discoveries. Error bars in (**c**) depict mean  ± s.e.m. p values for (**c**) were calculated using unpaired two-sample students t-tests. Figure 7—source data 1.Raw data showing enriched GO-terms and contributory genes that were uniquely downregulated in aging after TBI. Figure 7—source data 2.Number of reads per million of collagen-related genes downregulated in aging after injury in the bulk RNA-seq dataset. Figure 7—source data 3.Relative expression of collagen-related genes by qPCR in whole meninges one week post-TBI. Figure 7—source data 4.Table depicting all differentially regulated genes unique to the Young TBI vs. Aged TBI comparison. Figure 7—source data 5.Number of reads per million of immune-related genes downregulated in aging after injury in bulk RNA-seq dataset.

Additionally, we looked into the genes that were uniquely activated in the Aged TBI mice as compared to the Young TBI mice. We found that genes associated with immune activation were profoundly upregulated in aged TBI mice in comparison to their young TBI counterparts (Figure 7d). The most enriched GO biological processes included the ‘defense response’ and ‘immune system process’ (Figure 7d). Some of the genes that contributed to the upregulation of these immune-related terms included those associated with immunoglobulin production (*Ighg2c*), T and B cell signaling (*Cd24a, Zap70, Cxcr6*), and cell death (*Casp12, C2*) (Figure 7e). In summary, these findings highlight some of the distinct changes seen in the aged meningeal tissue following TBI. Specifically, we find that mild TBI in aged mice results in prolonged activation of immune genes and decreased expression of genes involved in extracellular matrix remodeling and the maintenance of cellular junctions. Furthermore, we report that while the meningeal transcriptome in young mice returns almost completely to baseline resting levels by 1.5 months post mild head injury, the aged meninges, in contrast, continue to exhibit substantial and protracted transcriptional alterations related to head injury.

### Immune system-related transcriptional changes link TBI-driven gene expression patterns in young mice with chronic changes seen in aging

Finally, we wanted to investigate whether post-TBI gene expression changes persist in aged mice by identifying common gene expression patterns between the young mice one week after injury and the aged mice 1.5 months after injury. To do this, we looked at both the scRNA-seq dataset (one week after TBI) and the bulk RNA-seq dataset (1.5 months after TBI) to determine whether there were shared differentially expressed genes. First, we compared the differentially expressed genes in the T cells, B cells, Fibroblasts, and Macrophages in the scRNA-seq dataset with the differentially expressed genes in the Young Sham vs. Aged Sham comparison, to determine whether some of these genes were shared with aging alone (Figure 8a). While there were 139 shared differentially regulated genes, a majority of the differentially expressed genes in each dataset were not shared (Figure 8a). When we looked more closely at the shared downregulated genes, we found that many were important for wound healing and maintenance of connective tissue (Figure 8c). These data suggest that some of the downregulated genes important for wound healing in the subacute time point after TBI remain chronically downregulated in the aged meninges, further supporting the idea that aged meninges may be less able to respond to injury at baseline. Some of the upregulated genes that were shared at the subacute time point and chronically in aging were genes that contribute to abnormal immune cell physiology, innate immune response, and immune cell activation, again supporting the notion that aged meninges adopt a chronic, baseline activation of the immune system (Figure 8c). Alternatively, while the young meninges initially upregulate some genes important for an inflammatory response one week following TBI, gene expression levels eventually return to baseline.

**Figure 8.**
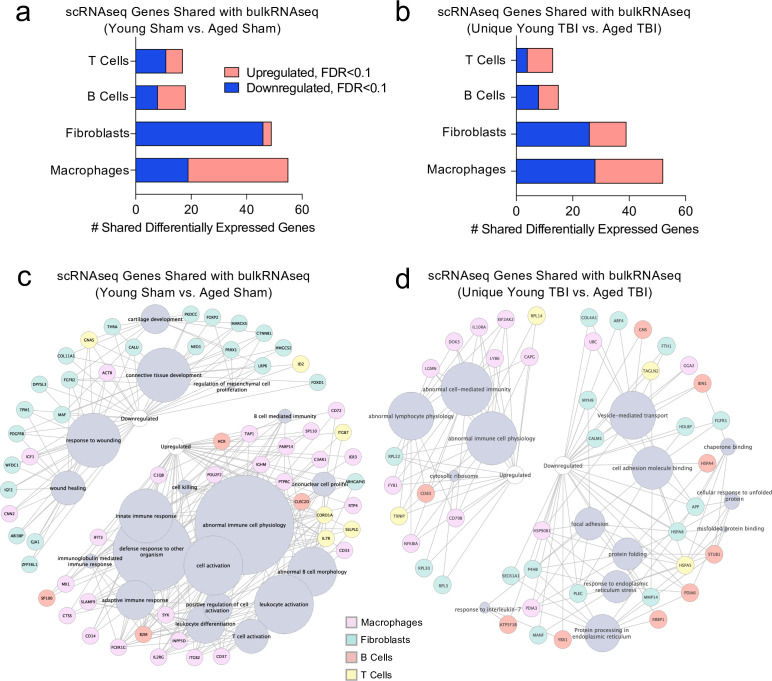
Shared gene signatures show dysregulated immune activation. Differential gene expression was compared between the scRNA-seq dataset in young mice (1 week post-TBI) and the bulk RNA-seq dataset in aged mice (1.5 months post-TBI). Quantification of the number of differentially regulated genes shared between T cells, B cells, Fibroblasts, and Macrophages in the scRNA-seq dataset with the differentially expressed genes seen in (**a**) aging alone and (**b**) 1.5 months after TBI in aged mice (FDR < 0.1). Modified circos plots depicting the shared up- and down-regulated genes and the cellular processes to which they contribute, between the T Cells, B Cells, Fibroblasts, and Macrophages from the scRNA-seq dataset and the bulk RNA-seq dataset in (**c**) aging alone and (**d**) 1.5 months after TBI. The color of the circle with each gene represents the cell population to which the gene belongs. The size of the grey circles corresponds to the number of genes contributing to the term, which is shown by the intersecting line from each gene. FDR values in the bulk RNA-seq dataset were calculated with DESeq2 using the Wald test for significance following fitting to a negative binomial linear model and the Benjamini-Hochberg procedure to control for false discoveries. Differential gene expression in the scRNA-seq dataset was calculated using the ZINB-WaVE function for zero-enriched datasets and DESeq2. Graphs in (**c–d**) were constructed using ToppCluster and Cytoscape. FDR; false discovery rate. Figure 8—source data 1.Raw data showing differentially expressed genes in scRNA-seq dataset and bulk RNA-seq dataset used for comparisons.The up- and downregulated genes for macrophages, fibroblasts, B Cells and T cells were assessed for the scRNA-seq dataset. The up- and downregulated genes for the Young Sham vs. Aged Sham and those unique to the Young TBI vs. Aged TBI were assessed for the bulk RNA-seq dataset.

Looking more closely at the differentially regulated genes shared between the Young TBI vs. Aged TBI bulk RNA sequencing comparison and the T cells, B cells, Fibroblasts, and Macrophages of the scRNA-seq dataset, we found 119 genes in common (Figure 8b). Similar to aging alone, many of the common upregulated genes were related to abnormal immune cell activation, reflecting the chronically activated immune response that occurs after TBI in aging (Figure 8d). Of the shared downregulated genes, many contribute to cell adhesion and response to endoplasmic reticulum stress (Figure 8d). Altogether, while a majority of the genes that were differentially expressed in both the bulk RNA and scRNA sequencing datasets were not shared, the common genes reflect a pattern of abnormal immune cell activation and a defective response to healing as demonstrated by the downregulation of genes important for extracellular matrix repair and cellular adhesion. While the aged mice still exhibit this signature 1.5 months after injury, the young mice express these shared genes initially, but return to baseline levels 1.5 months after injury.

## Discussion

Findings from these studies highlight the heterogeneous and dynamic nature of the meninges in response to TBI and aging. Following TBI in young mice, there is an enrichment of fibroblast and macrophage populations in the dural meninges, as well as an upregulation in genes associated with immune activation. Interestingly, the gene expression patterns of the meninges are significantly altered in aging, with large upregulations in genes involved in immunoglobulin production and type I IFN signaling. More than a month after injury, the aged meninges exhibit downregulation of genes related to collagenase production, extracellular matrix maintenance, and cell junction formation, when compared to young meninges. The aged meninges after injury also show upregulation of genes involved in immune signaling. Moreover, the aged meninges experience a much more prolonged and substantial response to injury than the meninges in young mice, which have largely returned to baseline by 1.5 months post-injury.

While our overall knowledge of meningeal biology in TBI remains limited, recent work has begun to uncover roles for meningeal macrophages in head trauma (Russo et al., 2018; Roth et al., 2014). For instance, studies by Roth et al. demonstrated that the release of reactive oxygen species (ROS), which occurs as part of meningeal macrophage cell death, can trigger subsequent tissue damage in the brain parenchyma (Roth et al., 2014). Interestingly, they showed that blocking ROS release by dying meningeal macrophages is also effective in minimizing cell death in the brain parenchyma. Collectively, these results suggest that the meningeal response to TBI directly affects cells in the brain as well (Roth et al., 2014). More recently, this same group also demonstrated that meningeal macrophages play important roles in coordinating meningeal remodeling and vascular repair following mild head trauma (Russo et al., 2018). Here, they showed that distinct macrophage populations function within defined regions in and around the injury site. For example, they identified that inflammatory myelomonocytic cells work in the core of the lesion where dead cells are abundant, whereas wound-healing macrophages are present along the perimeter of the injury where they work to restore blood vasculature and clear fibrin (Russo et al., 2018).

Recent studies have also begun to uncover critical roles for meningeal lymphocytes in various neurological disorders as well as in the regulation of basic neurological functions and behavior (Alves de Lima et al., 2020b; Alves de Lima et al., 2020a; Filiano et al., 2016; Derecki et al., 2010; Ribeiro et al., 2019; Rua and McGavern, 2018; Brioschi et al., 2021; Mrdjen et al., 2018; Louveau et al., 2018). Yet, surprisingly little is currently known with regard to how head trauma impacts adaptive immunity in the meninges. Here, we show that adaptive immune cells found in the meninges of young mice upregulate genes essential for activation and maturation at one week post-TBI. Furthermore, in both aging alone and in aged mice following brain injury, we observed an upregulation of many genes important for antibody production by B cells. Interestingly, emerging studies have proposed that IgA-producing plasma B cells survey the meninges and that their IgA secretion provides an ‘immunological barrier’ to prevent potential pathogens from gaining access into the brain parenchyma (Fitzpatrick et al., 2020). While speculative, perhaps this upregulation in antibody production genes in the meninges is a protective strategy that is mobilized to counteract the loss of blood-brain barrier (BBB) integrity that can occur both in aging and following TBI (Ren et al., 2013; Yang et al., 2020). Nevertheless, further studies are required to follow up on the significance and function of this elevation in antibody-related genes that is seen in the meninges as a result of aging and head trauma.

For the studies that appear in this paper we paid special attention to the transcriptional response that occurs in meningeal macrophages, fibroblasts, and lymphocytes given their high abundance in the meninges as well as emerging evidence suggesting important roles for these immune cell lineages in TBI pathogenesis. However, it should be noted that there are many other populations of cells present in the meninges in which we were not able to adequately assess differential gene expression due to their small population sizes. In future studies, it will be important to further interrogate the functions of these less abundant cell populations in TBI. Notably, the presence of plasmacytoid dendritic cells within the meninges is intriguing as they are known to be potent producers of type I IFNs (Fitzgerald-Bocarsly et al., 2008). It is possible that plasmacytoid cells could be contributing to the type I IFN signature seen with aging and TBI in the meninges; however, future work is needed to formally investigate this.

It is also known that sex differences play a role in outcomes after TBI both in human and animal models (Gupte et al., 2019). While men have a higher likelihood of sustaining a TBI, women have a higher likelihood of suffering worse outcomes (Gupte et al., 2019). Due to the number of other variables we were already considering for this study (age, time, and injury status), we were unable to include sex as a variable for our sequencing data. This leaves further opportunities for investigation into how sex impacts the meningeal transcriptome in the context of both TBI and aging. High throughput sequencing techniques provide unique opportunities to understanding how sex affects CNS tissues at a cellular and transcriptional level.

While the meningeal immune response to head trauma in aged mice appears to be largely upregulated, the meningeal immune response in young mice following injury appears to be held in check. One week following injury, although there is an upregulation in genes important for the inflammatory response in the macrophage and adaptive immune cell populations, there are other upregulated genes that are important for dampening this same immune response and promoting wound healing. For instance, the subsets of macrophages whose frequencies increase the most following injury are ‘Anti-Inflammatory’ and ‘Resolution Phase’ macrophages, both of which have been reported to exert wound-healing properties in injury models (Russo et al., 2018; Stables et al., 2011). Furthermore, while T cells were observed to upregulate genes associated with immune activation, survival, and adhesion, they also displayed increased expression of genes involved in dampening cytokine signaling and controlling the immune response in the meninges of young mice (e.g. *Cfl1, Socs2*, and *Cd52*). Moreover, the vast majority of these differentially expressed genes seen in young meninges at one week post-injury return to resting levels by 1.5 months following head trauma, suggesting a resolution of inflammation and a restoration of homeostasis in young mice. In contrast, aged mice do not appear to have this same success in resolving inflammatory responses following head trauma. In addition to the baseline inflammatory state of aged meninges that is characterized by increased expression of genes related to type I IFN signaling and antibody production, aged mice that received a TBI were found to further upregulate genes involved in driving inflammatory responses. Moreover, these injured aged mice were also shown to downregulate numerous genes involved in extracellular matrix reorganization and collagen production, which are two processes that are necessary for proper tissue regeneration. These transcriptional alterations in aged meninges persist beyond a month following injury, with no indications of resolution.

It is well known that aged individuals have a higher morbidity and mortality than young individuals when experiencing a similar severity brain injury (Susman et al., 2002). The explanation for why the elderly experience these poorer outcomes following TBI is likely complex and multifaceted. Many studies have highlighted baseline changes in the aged brain that has been speculated to prime the elderly for differential responses following injury, including changes in the BBB, microglial dysfunction, and an overall increase in neuroinflammation (Androvic et al., 2020; Yang et al., 2020; Marschallinger et al., 2020). Furthermore, other findings support changes in the response to injury in the aged brain, including alterations in the type and number of immune cells recruited to the injury site, further increases in inflammatory gene signatures in the brain parenchyma, and elevated production of potentially neurotoxic molecules such as ROS and type I IFNs (Chou et al., 2018; Morganti et al., 2016; Ritzel et al., 2018; Androvic et al., 2020; Ritzel et al., 2019; Kumar et al., 2013; Krukowski et al., 2018; Karve et al., 2016; Barrett et al., 2020; Baruch et al., 2014; Abdullah et al., 2018; Zhang et al., 2017; Itoh et al., 2013). Our findings indicate that the meninges may also play a role in this differential response to head trauma seen in aging. In particular, it is possible that the increased baseline type I IFN gene signature and antibody production observed in aging potentially renders the aged brain prone to more severe clinical outcomes post-TBI.

Recent studies have implicated the meningeal lymphatic system, which resides in the dura, in modulating inflammation in the brain following TBI and sub-arachnoid hemorrhage (Bolte et al., 2020; Chen et al., 2020; Pu et al., 2019). In these studies, impairments in the meningeal lymphatic system prior to brain injury were found to result in increased gliosis and worsened behavioral outcomes (Bolte et al., 2020; Chen et al., 2020). Interestingly, the meningeal lymphatic system is also known to be impaired in aging (Da Mesquita et al., 2018; Ahn et al., 2019; Ma et al., 2017), and we have previously shown that the rejuvenation of the meningeal lymphatic vasculature in aged mice dampens the subsequent gliosis following TBI (Bolte et al., 2020). How the meningeal lymphatic system might modulate meningeal immunity before and after injury remains to be investigated. Furthermore, whether the meningeal lymphatic impairment in aging contributes to the overall increase in inflammation seen in the aged meninges is another area for future investigation.

### Conclusions

Overall, the findings presented here provide new insights into the meningeal response to brain injury and aging. We show that TBI results in broad gene expression changes in discrete cell populations following injury in young mice. Specifically, we demonstrate that there is an increase in the frequency of fibroblasts and macrophages 1 week following injury in young mice. Furthermore, we provide evidence that the transcriptional environment in the aged meninges is drastically altered. At baseline, the aged meninges show increases in gene expression patterns associated with type I IFN signaling and antibody production by B cells. However, upon injury, the aged meninges further upregulate genes involved in immune system activation, while downregulating genes critical for tissue remodeling. Improved understanding of how the meninges respond to brain injury in youth and aging will help shed light on why the elderly have poor outcomes following TBI and may help to identify opportunities for targeted therapies to improve outcomes following TBI.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Antibody	Anti-CD45.2 EF450 (rat monoclonal)	Thermo Scientific	Catalog # 11-0451-82, Clone 30-F11	Flow(1:200)
Antibody	Anti-B220 PE-Cy7 (rat monoclonal)	BioLegend	Catalog # 103222, Clone RA3-6B2	Flow(1:200)
Antibody	Anti-CD19 FITC (rat monoclonal)	eBioscience	Catalog # 11-0193-81, Clone eBio1D3	Flow(1:200)
Antibody	Anti-J chain (rabbit monoclonal)	Invitrogen	Catalog # MA5-16419, Clone: SP105	IF(1:200)
Antibody	Anti-Collagen I (rabbit polyclonal)	Abcam	Catalog # ab21286	IF(1:200)
Antibody	Anti-Lyve-1-Alexa Fluor 488 (rat monoclonal)	eBioscience	Catalog # 53-0443-82**,** Clone ALY7	IF(1:200)
Antibody	Anti-Iba1 (goat polyclonal)	Abcam	Catalog # ab5076	IF(1:300)
Antibody	Anti-GFAP (rat monoclonal)	Thermo Fisher Scientific	Catalog # 13–0300, Clone 2.2B10	IF(1:1000)
Antibody	Anti-MHC Class II 660 (rat monoclonal)	eBioscience	Catalog # 14-5321-82, Clone M5/114.12.2	IF(1:100)
Antibody	Anti-CD31 (armenian hamster monoclonal)	Millipore Sigma	Catalog # MAB1398Z, Clone 2H8	IF(1:200)
Antibody	Anti-B220 (rat monoclonal)	Thermo Fisher Scientific	Catalog # 14-0452-82, Clone RA3-6B2	IF(1:200)
Antibody	Anti-NeuN (mouse monoclonal)	EMD Millipore	Catalog # Mab277, Clone A60	IF(1:500)
Antibody	Donkey anti- rat Alexa Fluor 488 (donkey polyclonal)	Thermo Fisher Scientific	Catalog # A-21208	IF(1:1000)
Antibody	Donkey anti- goat Alexa Fluor 647 (donkey polyclonal)	Thermo Fisher Scientific	Catalog # A-21447	IF(1:1000)
Antibody	Donkey anti-rat Alexa Fluor 594 (donkey polyclonal)	Thermo Fisher Scientific	Catalog # A-21209	IF(1:1000)
Antibody	Donkey anti-rabbit Alexa Fluor 647 (donkey polyclonal)	Thermo Fisher Scientific	Catalog # A-31573	IF(1:1000)
Antibody	Alexa Fluor 488 anti-Armenian Hamster (goat polyclonal)	Jackson ImmunoResearch	Catalog # 127-545-160, RRID: AB_2338997	IF(1:1000)
Other	Fixable Viability Dye eFlour 506	eBioscience	Catalog # 65-0866-18	Flow(1:800)
Other	Absolute counting beads	Life Technologies	Catalog # C36950	Used for counting cells in flow cytometry. See ‘*Flow cytometry*’.
Other	Prolong Gold antifade reagent	Invitrogen	Catalog # P36930	Used for mounting tissues for confocal imaging. See ‘*Immunohistochemistry, imaging, and quantification’*.
Commercial assay, kit	RNeasy Micro Kit	Qiagen	Catalog # 74004	
Commercial assay, kit	SensiFAST cDNA synthesis kit	Bioline	Catalog # BIO-65054	
Commercial assay, kit	SensiFAST Probe No-ROX Kit	Bioline	Catalog # BIO-86005	
Sequence-based reagent	*Gapdh*	Life Technologies	Catalog # 4331182	Assay ID Mm99999915_g1
Sequence-based reagent	*Ifnar1*	Life Technologies	Catalog # 4331182	Assay ID Mm00439544_m1
Sequence-based reagent	*Irf5*	Life Technologies	Catalog # 4331182	Assay ID Mm00496477_m1
Sequence-based reagent	*Ifnb1*	Life Technologies	Catalog # 4331182	Assay ID Mm00439552_s1
Sequence-based reagent	*Ifi203*	Life Technologies	Catalog # 4331182	Assay ID Mm00492601_m1
Sequence-based reagent	*Col4a1*	Life Technologies	Catalog # 4331182	Assay ID Mm01210125_m1
Sequence-based reagent	*Col5a2*	Life Technologies	Catalog # 4331182	Assay ID Mm01254423_m1
Other	Collagenase VIII	Sigma Aldrich	Catalog # 9001-12-1	Used for meningeal digestion for flow cytometry. See ‘*Meningeal tissue collection’*.
Other	Collagenase D	Sigma Aldrich	Catalog # 11088866001	Used for meningeal digestion for flow cytometry. See ‘*Meningeal tissue collection’*.
Other	DAPI	Sigma Aldrich	Catalog # D9542	IF(1:1000), See ‘*Immunohistochemistry, imaging, and quantification’*.

### Mice

All mouse experiments were performed in accordance with the relevant guidelines and regulations of the University of Virginia and were approved by the University of Virginia Animal Care and Use Committee. Young C57BL/6J wild-type (WT) mice ranging from 8 to 12 weeks of age (RRID: IMSR_JAX:000664) were obtained from Jackson Laboratories. All WT aged mice were approximately 20 months of age and were obtained from the National Institute on Aging (NIA) Aged Rodent Colonies. The mice from the NIA Aged Rodent Colonies were originally derived from the Jackson colonies. Upon arrival, aged mice were housed in University of Virginia facilities for at least 2 months before use. Other young mice ordered directly from the Jackson Laboratories were housed in the local University of Virginia facility for at least 2 weeks before use. Mice were housed in specific pathogen-free conditions under standard 12 hr light/dark cycle conditions in rooms equipped with control for temperature (21 ± 1.5°C) and humidity (50 ± 10%). Male mice were used for all studies.

### Traumatic brain injury

This injury paradigm was adapted from the published Hit and Run model (Ren et al., 2013; Bolte et al., 2020). Mice were anesthetized by 4% isoflurane with 0.3 kPa O_2_ for 2 min and then the right preauricular area was shaved. The mouse was placed prone on an 8x4 x 4-inch foam bed (type E bedding, open-cell flexible polyurethane foam with a density of approximately 0.86 pounds per cubic feet and a spring constant of approximately 4.0 Newtons per meter) with its nose in a nosecone delivering 1.5% isoflurane (purchased from Foam to Size, Ashland VA). The head was otherwise unsecured. The device used to deliver TBI was a Controlled Cortical Impact Device (Leica Biosystems, 39463920). A 3 mm impact probe was attached to the impactor device which was secured to a stereotaxic frame and positioned at 45 degrees from vertical. In this study, we used a strike depth of 2 mm, 0.1 s of contact time and an impact velocity of 5.2 meters (m) per second (s). The impactor was positioned at the posterior corner of the eye, moved 3 mm towards the ear and adjusted to the specified depth using the stereotaxic frame. A cotton swab was used to apply water to the injury site and the tail in order to establish contact sensing. To induce TBI, the impactor was retracted and dispensed once correctly positioned. The impact was delivered to the right inferior temporal lobe of the brain. Following impact, the mouse was placed supine on a heating pad and allowed to regain consciousness. After anesthesia induction, the delivery of the injuries took less than 1 minute. The time until the mouse returned to the prone position was recorded as the righting time. Upon resuming the prone position, mice were returned to their home cages to recover on a heating pad for six hours with soft food. For Sham procedures, mice were anesthetized by 4% isoflurane with 0.3 kPa O_2_ for 2 min and then the right preauricular area was shaved. The mouse was placed prone on a foam bed with its nose secured in a nosecone delivering 1.5% isoflurane. The impactor was positioned at the posterior corner of the eye, moved 3 mm towards the ear and adjusted to the specified depth using the stereotaxic frame. A cotton swab was used to apply water to the injury site and the tail in order to establish contact sensing. Then, the impactor was adjusted to a height where no impact would occur, and was retracted and dispensed. Following the Sham procedure, the mouse was placed supine on a heating pad and allowed to regain consciousness. Mice were allowed to recover on the heating pad in their home cages for 6 hr with soft food before being returned to the housing facilities.

### Meningeal tissue collection

Mice were euthanized with CO_2_ and then transcardially perfused with 20 mL 1 x PBS. The skin and muscle were stripped from the outer skull and the skullcap and the adherent meninges dorsal to the ear canal were collected using surgical scissors. Dorsal meningeal collection did not include the direct site impacted by the TBI. After further processing, as detailed below for each individual experiment, meningeal dissection from the skullcap was done under an S6D stereomicroscope (Leica) using Dumont #5 forceps (Fine Science Tools).

- For meningeal whole mount preparation, the skullcaps were fixed in 4% PFA for 6 hr at room temperature. Then the meninges (dura mater and some arachnoid mater) were carefully dissected in 1 x PBS and placed in 0.05% sodium azide in PBS at 4 °C until further use.
- For meninges collection for scRNA-seq, the skullcap was removed and placed into DMEM medium. Meninges were then scraped from the skullcap in 1 x PBS and processed further to create a single cell suspension as described in the method’s section entitled ‘Meningeal preparation for scRNA-seq’ below.
- For meninges collection for bulk RNA-seq, the skullcap was removed and placed into DMEM medium. The meninges were scraped from the skullcap in 1 x PBS and were immediately snap-frozen at −80 °C in TRIzol (15596018, Life Technologies), until further use.
- For meninges collection for flow cytometry, the skullcap was removed and the meninges were dissected from the skullcap in 1 x PBS. The tissue was then digested in 1 X HBSS (without Ca2 +or Mg2+Gibco) with Collagenase D (1 mg/mL, Sigma-Aldrich) and Collagenase VIII (1 mg/mL, Sigma Aldrich) at 37 °C for 30 minutes, before being passed through a 70 μm strainer (Corning). Cells were pelleted, resuspended, and kept on ice.

#### Other tissue collection

Mice were euthanized with CO_2_ and then transcardially perfused with 20 mL 1 x PBS. Spleens for flow cytometry were harvested, placed into cold cRPMI, then mechanically homogenized and washed through a 40 μm strainer (Corning). Cells were resuspended in RBC lysis solution (0.16 M NH_4_Cl) for 2 min. Cells were then washed, resuspended, and kept on ice until acquisition. Brains for immunohistochemistry were removed and kept in 4% PFA for 24 hr and then cryoprotected with 30% sucrose for 3 days. A 4 mm coronal section of brain tissue that surrounded the site of injury was removed using a brain sectioning device and then frozen in Tissue-Plus OCT compound (Thermo Fisher Scientific). Fixed and frozen brains were sliced (50 μm thick sections) with a cryostat (Leica) and kept in PBS + 0.05% sodium azide in PBS at 4 °C until further use.

### Flow cytometry

Meningeal and spleen single-cell suspensions were pipetted into a 96-well plate and pelleted. Cells were treated with 50 μL of Fc block (0.1% rat gamma globulin [Jackson ImmunoResearch], 1 μg/mL of 2.4G2 [BioXCell]) for 10 min at room temperature. Cells were then stained for surface markers and incubated with a fixable live/dead viability dye for 30 min at 4 °C using the following surface markers at a concentration of 1:200: CD45.2 EF450 (30-F11, Thermo Scientific), B220 PE-Cy7 (103222, BioLegend), and CD19 FITC (11-0193-81, eBioscience). Fixable Viability Dye eFluor 506 (65-0866-18, eBioscience) live/dead dye was used at a 1:800 dilution. Splenocytes were stained with the live/dead viability dye and were used for compensation controls. Finally, samples were resuspended in FACS buffer and acquired on a Gallios flow cytometer (Beckman Coulter). Cell counts were determined using absolute counting beads (Life Technologies, C36950) pipetted into samples just prior to acquisition. Data analysis was performed with FlowJo software v.10.

### RNA extraction and sequencing

For RNA extraction from the meningeal tissue, the meninges were harvested as described in the ‘Tissue Collection’ methods section above and snap-frozen in 500 μL TRIzol Reagent (15596018, Life Technologies) and stored at −80 °C until further use. For each of the four experimental groups (Young Sham, Aged Sham, Young TBI and Aged TBI) 2 dorsal meningeal samples were combined to create 1 biological replicate. Three biological replicates were used for each experimental group yielding a total of 12 samples comprised of 2 meninges each. After defrosting on ice, 10 silica beads were added to each tube and the tissue was homogenized for 30 s using a mini bead beater. Following homogenization, the samples were centrifuged for 12,000 xg for 10 min at 4 °C. The supernatant was transferred to a new tube and incubated at room temperature for 5 min. Next, 0.1 mL of chloroform was added to the supernatant, vortexed, incubated for 2 min at room temperature and then centrifuged at 12,000 xg for 15 min at 4 °C. The top aqueous phase was transferred into a new Eppendorf tube and the RNeasy Micro Kit (74004, Qiagen) was used to isolate the RNA. The quality and concentration of the RNA was assessed using a plate reader. RNA was frozen at −80 °C until sent for sequencing. For sequencing, total RNA samples were sent to GENEWIZ for library preparation and paired-end sequencing. Sequencing was ordered for 20–30 million reads per sample.

### cDNA synthesis and qPCR

Meninges were harvested and RNA was isolated as described in ‘RNA extraction and sequencing’. cDNA synthesis was performed using a SensiFAST cDNA synthesis kit (BIO-65054, Bioline) and cDNA was diluted to a concentration of 3 ng/µl in DNAse/RNAse free water. SensiFAST Probe No-ROX Kit (BIO-86005, Bioline) was used in combination with primers for *Gapdh, Ifnar1, Irf5, Ifnb1, Ifi203, Col4a1* and *Col5a2* (4331182, Life Technologies) to perform qPCR.

### Meningeal preparation for scRNA-seq

The day before meningeal harvest, Eppendorf tubes were coated with FACS buffer (1% BSA, 1 mM EDTA in PBS) overnight. Mice were euthanized with CO_2_ and then transcardially perfused with ice-cold PBS with heparin (0.025%). The skull caps were prepared as described in ‘Meningeal tissue collection’. Meninges were peeled from the skull cap and placed in ice-cold DMEM for the entirety of collection. The meninges from 5 mice that had received TBI 1 week prior were pooled as one biological replicate. The meninges from 5 mice that had received a Sham procedure 1 week prior were pooled as one biological replicate. These 2 samples were then processed for scRNA sequencing. Meninges were then digested for 15 min at 37 °C with constant agitation using 1 mL of pre-warmed digestion buffer (DMEM, with 2% FBS, 1 mg/mL collagenase VIII (Sigma Aldrich), and 0.5 mg/mL DNase I (Sigma Aldrich)). The enzymes were neutralized with 1 mL of complete medium (DMEM with 10% FBS) and meninges were then filtered through a 70 µm cell strainer. An additional 2 mL of FACS buffer was added, samples were centrifuged at 400 xg for 5 min, and samples were resuspended in FACS buffer. After 2 washes, cells were resuspended in FACS buffer with DAPI (0.2 µg/mL). Singlet gates were selected using pulse width of the side scatter and forward scatter. Live cells were selected based on the lack of DAPI staining. Cells were sorted into 1.5 mL tubes with ice cold DMEM. Following sorting, cells were centrifuged again at 450 xg for 4 min and the media was aspirated. Cells were resuspended in 200 μL 0.04% BSA in PBS (0.04% non-acetylated BSA) and centrifuged again. Cells were counted in 20 μL of 0.04% BSA in PBS using trypan blue. Approximately 4000 cells per sample were loaded onto a 10 X Genomics Chromium platform to generate cDNAs carrying cell- and transcript-specific barcodes and sequencing libraries constructed using the Chromium Single Cell 3’ Library & Gel Bead Kit 2. Libraries were sequenced on the Illumina NextSeq using pair-ended sequencing, resulting in approximately 50,000 reads per cell. The sequencing mode was as follows: Read1 (28 bp)+Index (8 bp)+Read2 (98 bp).

### scRNA-seq analysis

The raw sequencing reads (FASTQ files) were aligned to the Genome Research Consortium (GRC) mm10 mouse genome build using Cell Ranger (v1.3.1) which performs alignment, filtering, barcode counting and unique molecular identifier (UMI) counting. RStudio (v1.2.5033) was used for all downstream analyses and Seurat (v.3.9.9) was used for filtering out low-quality cells, normalization of the data, determination of cluster defining markers and graphing of the data on UMAP (Stuart et al., 2019; Butler et al., 2018). Only one sequencing run was performed therefore there was no need for batch correction. Initially, there were 2261 cells collected from the Sham mice and 4022 cells collected from the TBI mice. Low-quality cells were excluded in an initial quality-control (QC) step by removing cells with fewer than 150 unique genes and cells expressing more than 5,000 unique genes in effort to remove doublets and triplets (Sham total: 2257, TBI total: 4018). Cells with transcriptomes that were more than 20% mitochondrial-derived were removed and cells with more than 5% hemoglobin among their expressed genes were also removed (Sham total: 2049, TBI total: 3775). Using Seurat, genes with high variance were selected using the FindVariableGenes() function, then the dimensionality of the data was reduced by principle component analysis (PCA) and identified by random sampling of 20 significant principal components (PCs) for each sample with the PCElbowPlot() function. Cells were clustered with Seurat’s FindClusters() function. Absolute cell counts for each population can be found in Table 1. scCATCH (v2.1) was used for automated cluster naming (Shao et al., 2020), and all cluster names were manually checked due to the lack of literature regarding meningeal cell populations. Next, differential gene expression analysis was performed within the clusters using the ZINB-WaVE (v1.12.0) and DESeq2 (v1.30.0) packages (Risso et al., 2018). Cytoscape (v3.8.0) and ToppCluster (https://toppcluster.cchmc.org/) were used for network analyses (Shannon et al., 2003; Chen et al., 2007). Data was organized and graphs were created using ggplot2, tidyverse, treemapify, circlize, Seurat and dplyr (Wickham, 2016; Wickham et al., 2019). Pseudotime analysis was conducted using Monocle3 (v0.2.3.0) (Trapnell et al., 2014). NicheNet was used to analyze predicted cellular interactions within the dataset (Browaeys et al., 2020).

### Bulk RNA-seq analysis

The raw sequencing reads (FASTQ files) were aligned to the GRC mm10 mouse genome build using the splice-aware read aligner HISAT2 (Kim et al., 2019). The data was cleaned by removing reads that aligned to uninformative regions of the genome and PCR duplicates. The proportion of PCR duplicates, proportion of reads that align with genes, and proportion of uninformative reads were analyzed for each sample to ensure there were no samples that were outliers regarding data quality. Samtools was used for quality control filtering (Li et al., 2009). Reads were sorted into feature counts with HTSeq (Anders et al., 2015). DESeq2 (v1.30.0) was used to normalize the raw counts based on read depth, perform principal component analysis, and conduct differential expression analysis (Love et al., 2014). For assessing differential gene expression in this dataset, the ‘categorize.deseq.df’ function was used to classify genes in to ‘activated’, ‘repressed’, and ‘not different’ categories as defined by an adjusted p-value of less than 0.1. The p-values were corrected with the Benjamini-Hochberg procedure to limit false positives arising from multiple testing. The gene set collections from MSigDB were used for differential gene set enrichment analysis (Liberzon et al., 2015). The analysis itself was performed using the Seq2Pathway, fgsea, tidyverse, and dplyr software packages. Heatmaps were generated using the pheatmap R package while other plots were made with the lattice or ggplot2 packages.

### Immunohistochemistry, imaging, and quantification

For immunofluorescence staining, meningeal whole mounts and floating brain sections in PBS and 0.05% sodium azide were blocked with a solution containing 2% goat serum or 2% donkey serum, 1% bovine serum albumin, 0.1% triton, 0.05% tween-20, and 0.05% sodium azide in PBS for 1.5  hr at room temperature (RT). This blocking step was followed by incubation with appropriate dilutions of primary antibodies in blocking solution at 4 °C overnight. The primary antibodies and their dilutions include: anti-Collagen I (Abcam, ab21286, 1:200), anti-J chain (Invitrogen, SP105, 1:200), anti-Lyve-1-Alexa Fluor 488 (eBioscience, clone ALY7, 1:200), anti-Iba1 (Abcam, ab5076, 1:300), anti-GFAP (Thermo Fisher Scientific, 2.2B10, 1:1000), anti-MHC Class II 660 (eBioscience, M5/114.15.2, 1:100), anti-CD31 (Millipore Sigma, MAB1398Z, clone 2H8, 1:200), anti-B220 (Thermo Fisher Scientific, RA3-6B2, 1:200) and anti-NeuN (EMD Millipore, Mab277, clone A60, 1:500). Meningeal whole mounts and brain sections were then washed three times for 10 minutes at room temperature in PBS and 0.05% tween-20, followed by incubation with the appropriate goat or donkey Alexa Fluor 488, 594 or 647 anti-rat, -goat or -rabbit (Thermo Fisher Scientific, 1:1000) or -Armenian hamster (Jackson ImmunoResearch, 1:1000) IgG antibodies for 2 hr at RT in blocking solution. The whole mounts and brain sections were then washed 3 times for 10 min at RT before incubation for 10 min with 1:1000 DAPI in PBS. The tissue was then transferred to PBS and mounted with ProLong Gold antifade reagent (Invitrogen, P36930) on glass slides with coverslips.

Slide preparations were stored at 4  °C and imaged using a Lecia TCS SP8 confocal microscope and LAS AF software (Leica Microsystems) within one week of staining. Quantitative analysis of the acquired images was performed using Fiji software. Imaging parameters for brightness, contrast, and threshold values were applied uniformly throughout each experiment. Additionally, tears in the meninges were excluded when performing the analyses. For the assessment of collagen expression and J-chain quantification, 5 meningeal whole mounts were included per experimental group. For collagen, 10 x images were taken of meningeal whole mounts. To quantify the collagen, the corrected total cellular fluorescence (CTCF) was used, which takes into account the area of the meninges, the average fluorescent intensity of that area, and the fluorescent intensity of the background, as given by the formula: Mean fluorescence of meningeal whole mounts - (area of meningeal whole mount x mean fluorescence of background). For J-chain quantification, a uniformly sized 20 x image of the superior sagittal sinus was taken for each sample with 5 samples in each experimental group. The number of J-chain puncta was then quantified (puncta threshold: 5–10 microns) using the ‘Analyze Particle’ tool. For quantification of B220 + cells, 20 x scans (n=5 per group) were taken of the entire transverse sinus. The number of B220 + cells were manually counted and quantified by a blinded experimenter. For CD31 staining, percent area was quantified from whole mount meninges scanned at 10 x. For MHC II staining, eight meningeal whole mounts per experimental group were imaged at 10 x. The number of MHC II puncta was quantified.

For the assessment of gliosis in the injured and uninjured brains in Figure 1—figure supplement 1, two representative brain sections from the site of the lesion (approximately −0.74–0 bregma) or the corresponding area in Sham animals were fully imaged and at least four animals were included per experimental group. The full brain section was adjusted for brightness and contrast uniformly for each experiment and each hemisphere was traced, and then the threshold was uniformly set for each experiment to select for stained cells. The percent area of coverage of each immunohistochemical markers was calculated for the hemisphere ipsilateral to the injury site (right) for each brain section. The mean percent area fraction was calculated using Microsoft Excel. For Figure 1—figure supplement 1, high magnification images (63 x) were taken directly adjacent to the site of the injury.

### Statistical analysis and reproducibility

Sample sizes were chosen on the basis of standard power calculations (with *α*=0.05 and power of 0.8). Experimenters were blinded to the identity of experimental groups from the time of euthanasia until the end of data collection and analysis. Statistical analysis was performed using RStudio (v1.2.5033) and GraphPad Prism (v8.4.3). Individual statistical analyses for each experiment are detailed in the corresponding figure legends.

### Availability of data and material

All data and genetic material used for this paper are available in the GEO repository under accession number GSE206941. All code used for analysis is available at (https://github.com/danielshapiro1/MeningealTransciptome, copy archived at swh:1:rev:d75b20d74f147524296630b9ec7a1c9c5a9f124f; Daniel, 2022).

## Data Availability

Sequencing data have been deposited in GEO under accession code GSE206941. All code used for analysis is available at https://github.com/danielshapiro1/MeningealTransciptome (copy archived at swh:1:rev:d75b20d74f147524296630b9ec7a1c9c5a9f124f). All data generated or analyzed during this study are included in the manuscript and supporting file; Source Data files have been provided for all figures. The following dataset was generated: BolteAC ShapiroDA DuttaAB BruchKR MarcoAR LukensJR MaWF 2022The meningeal transcriptional response to traumatic brain injury and agingNCBI Gene Expression OmnibusGSE20694110.7554/eLife.81154PMC981033336594818

# Supplementary material for: The meningeal transcriptional response to traumatic brain injury and aging
**Source:** eLife. 2023 Jan 3;12:e81154. doi: 10.7554/eLife.81154
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  | N/A |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Methods section: “Immunohistochemistry, imaging, and quantification” |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. |  | N/A |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | N/A |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Methods section- “Mice” |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | N/A |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. | Traumatic brain injury protocol described in detail in Methods section: “Traumatic brain injury” and further details can be found at: https://doi.org/10.1038/s41467-020-18113-4 |  |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Sample sizes were chosen on the basis of standard power calculations (with *α* = 0.05 and power of 0.8). Approximately 5 mice per experimental group were included for each immunohistochemistry experiment. |  |
| Randomisation |  | N/A |
| Blinding | For immunohistochemistry quantification in Figures 3c-d, 6d-g, and Supplementary Figure 1b-i the experimenter was blinded to the experimental groups. |  |
| Inclusion/exclusion criteria | No animals were excluded from experimentation except in the flow cytometry experiment. Two aged mice were excluded from this experiment: one mouse was excluded entirely due to gross hepatosplenomegaly and another mouse was excluded from the absolute cell count quantification due to a suboptimal dissection. This is stated in the figure legend. |  |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | All experimental details including the n and number of times replicated are detailed in each figure legend. |  |
| Define whether data describe technical or biological replicates. | Details regarding technical and biological replicates are included in each figure legend and in the methods section. |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Methods section: “Mice”. All mouse experiments were performed in accordance with the relevant guidelines and regulations of the University of Virginia and were approved by the University of Virginia Animal Care and Use Committee |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. | No animals were excluded from experimentation/analysis except in the flow cytometry experiment. Two aged mice were excluded from this experiment: one mouse was excluded entirely due to gross hepatosplenomegaly and another mouse was excluded from the absolute cell count quantification due to a suboptimal dissection. This is stated in the figure legend. |  |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Statistical tests used for each experiment are detailed in the corresponding figure legends. |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Methods section: “Data availability”  All code used for analysis is available at [https://github.com/danielshapiro1/MeningealTransciptome] |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Sequencing data have been deposited in GEO under accession code GSE206941. It will be released from private status and will be made public after revisions have occurred. While it remains in private status, reviewers and editors may use the following passcode to access the files:  izqbymgcffgxfcp. |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. |  | N/A |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | Methods section: “Code availability”. |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. | All code used for analysis is available at [https://github.com/danielshapiro1/MeningealTransciptome] |  |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | N/A |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

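The data are 2 single-cell RNA-seq libraries of dorsal meninges, 1 pooled from 5 Sham mice and 1 from 5 mice with mild TBI, both taken 1 week after the procedure. The deposited values are UMI counts per gene and barcode. The authors made these counts with Cell Ranger, which mapped the reads, collapsed them to UMIs and called cell barcodes. The methods name version 1.3.1 of that software, while the header of each matrix names 3.1.0. All values in the matrices are whole numbers, and barcodes that the paper's filters would remove are still present, so neither those filters nor a normalization had been applied. No cell annotation by the authors was used here, and the classes were rebuilt from the counts.

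The matrices hold 9527334 UMIs in 2699 Sham barcodes and 15011079 UMIs in 4349 TBI barcodes. Cells were kept by the limits the paper states: 150 to 5000 detected genes, at most 20% mitochondrial UMIs and at most 5% hemoglobin UMIs. The last limit concerned the libraries unequally, since 604 Sham barcodes (22.4%) and 431 TBI barcodes (9.91%) exceed it. The 2043 Sham and 3773 TBI cells kept hold 7866611 and 13940740 UMIs, and range from 502 to 29604 and from 501 to 28432 UMIs per cell. A floor of 3 counts corresponds to 0.381 CPM over the filtered Sham library and 0.215 CPM over the TBI library. In the class sums it is higher: the macrophage-like sums hold 1563688 and 3659746 UMIs, the fibroblast-like sums 365648 and 2266095, the T-like sums 867682 and 1262451, the B-like sums 1374244 and 1118638 and the dendritic-like sums 1407223 and 1607221. A fold against a class with no UMI was computed against that floor and written as a lower bound.

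Doublets were predicted in each library by simulating 2 doublets per cell and counting them among the 40 nearest neighbours, with an expected rate of 0.8% per 1000 cells. They were left in, because the steps the paper describes against doublets are a singlet gate at sorting and an upper limit of 5000 genes, and removed in an alternative for shares, gene ratios and the main list results. Both libraries were clustered together without batch correction, since each condition is 1 library. Counts were scaled to 10000 per cell and log-transformed, and 2000 variable genes and 20 principal components, the paper's number, were used. A shared-neighbour graph of 20 neighbours was divided with the Leiden method at a resolution of 0.8 with seed 1. The paper gives no resolution, and 0.8 is the default of its tool. A cluster was named when at least 3 markers of a class were among the 50 genes with the highest fold over other cells, each detected in at least 10% of the cluster's cells, with 0.05 added to the counts per 10000. The markers had been fixed before the data were examined and come largely from the paper's own tables, so a name is not independent of the paper. Macrophage-like, T-like with NK-like, and B-like cells were each clustered anew by the same steps.

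For each class, UMIs were summed over cells in each library and expressed as CPM. The log2 ratio of TBI over Sham was taken with 0.5 added to each sum, and its 95% interval is an exact binomial one that covers counting error only. Shares of cells have exact binomial intervals. No test between the groups was made, since each has 1 library, and no adjusted p-value is given. The genes named were those that the paper's text or figures name for this experiment, the genes of the lists and markers, and in each of 5 classes the 5 genes with the largest ratio in each direction among genes with at least 100 UMIs. The tables of the paper had been read before that rule was written. A few genes that the rule names are not reported here.

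Gene lists fixed before the data were examined were the interferon-induced list, nuclear-encoded genes of oxidative phosphorylation, extracellular matrix genes, the 20 dissociation-induced genes of the paper, and the markers of the meningeal layers. The paper's gene-ontology table, which names some of the interferon-induced genes as up, had been read by then. Mitochondrially encoded genes and type I interferon genes were also summed. For the first 3 lists the median log2 ratio over genes with at least 10 UMIs was set beside 10000 random lists matched on expression in 20 bins, and its counting interval came from 2000 resamples of the counts. Where shares of cells with a UMI were compared, each cell was also thinned to 1000 UMIs. Gene positions come from GENCODE vM21 on GRCm38, matched by gene symbol, and for each gene the ID is the one in the matrices. The annotation release on which the reads were counted is not given in the sources used here.

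The steps that give ratios and list medians were tested on simulated data with known changes. Each simulated count was 1 Poisson sum per gene and library, without cells or variation between cells. The coverage below therefore concerns counting error alone. It says nothing of genes whose UMIs sit in few cells. In a large simulated class (12572 genes, 195 changed), 96.6% of intervals held the true ratio, 99.0% of changed genes had the right sign and 72.3% of their intervals left out 0. In a small one with sums nearer those of fibroblast-like cells (10635 genes, 191 changed) the values were 96.9%, 97.4% and 53.4%. A list changed by 1 on the log2 scale came out at 0.96 in both.

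Alternatives for the classes were resolutions of 0.4 and 1.6, removal of predicted doublets, 40 components with 4000 variable genes, at least 500 genes per cell, the mitochondrial and hemoglobin filters off, a mitochondrial limit of 10%, cells thinned to 500 UMIs before clustering, cells assigned by their own markers, and other denominators. For ratios and lists they were a total without mitochondrial, ribosomal-protein and hemoglobin genes, TMM scaling (trims of 30% and 5%), the mean over cells, thinned cells, at least 500 genes, doublets removed, cells assigned by their own markers and, for lists, genes with at least 1 UMI. For shares of cells with a UMI they were a threshold of 2 UMIs and thinning.

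Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9. The bulk RNA-seq of aged and young mice, the quantitative PCR and the immunohistochemistry were not analysed here. Ligand activity, trajectories and pathway enrichment were not computed, and the networks and gene sets they need were not used here.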

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

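The 2 tests on monocyte-like cells were chosen only after their result was seen, as was the comparison with T-like cells.

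In monocyte-like cells (32 in Sham, 43 in TBI) the interferon-induced list had a median log2 ratio of 0.84, with 35 of 38 genes above 0, while 95% of random lists matched on expression lay between -0.14 and 0.24. It drew attention as a signal in data the paper does not analyse, since the paper looks at interferon genes in macrophages. By their counts, these cells may be the ones the paper reads as a clotting-related population. A rise in a few cells was argued against: without the 5% of cells with the highest share of UMIs on the list, 30 Sham and 40 TBI cells kept a median of 0.57. A shift of these genes in every class of the TBI library was argued against by the T-like cells, at -0.21. A difference in depth was argued against: the median depths were 3465 and 3657 UMIs, and with the depths of the cells matched by rank between the libraries the median was 0.82. With every cell thinned to 1000 UMIs it was 0.31, at percentile 92.5 of matched random lists, on 30 and 42 cells that leave few UMIs per gene. The cells are few, and each condition is 1 pooled library, so a response to injury and a difference between the libraries in handling or in the animals pooled cannot be told apart. A response of these cells to interferon after TBI is a candidate explanation and remains untested.

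In NK-like cells (87 in Sham, 86 in TBI) the same list had a median of 0.42, with 29 of 33 genes above 0 and random lists between -0.18 and 0.17. It drew attention because the paper reports few to no changed genes in this class and names no interferon genes for it. T-like cells, at -0.21, argue against a shift of these genes in every class. The median depth of NK-like cells was lower in TBI, 3038 against 3520.0 UMIs, and neither a few cells nor depth was tested in this class. A response to interferon may underlie the rise, but with 1 library per condition it cannot be told apart from a difference between the libraries.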

How the results depend on the processing

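Tests chosen only after the results had been seen were a minimum of 200 genes per cell, T-like clusters alone, B-like clusters alone, macrophage-like with migratory dendritic-like clusters, and macrophage subclusters with a name alone; all others were set before the data were examined. A value is said to have moved when it left the counting interval of the reported value, which is narrower than the variation between mice would be. No paired analysis was possible because each condition is 1 library and no result comes from a test.

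Of 103 alternative values for 9 class shares, 88 stayed within the counting interval, 14 moved with the same sign and 1 reversed. The fibroblast-like difference of 14.4 points kept its sign in all 10 alternatives. It was 5.59 at a resolution of 1.6, 7.1 with predicted doublets removed, 9.48 with at least 500 genes per cell, 7.21 with the mitochondrial and hemoglobin filters off, 11.3 with a mitochondrial limit of 10%, 8.54 with cells thinned to 500 UMIs before clustering and 10.3 with at least 200 genes. Most of this movement lies in names. At a resolution of 1.6, 89 Sham and 495 TBI cells of the class fell into clusters without a name, and with such cells counted the differences were 14.4 (resolution 1.6), 14.4 (doublets), 15.0 (500 genes), 14.1 (filters off), 14.0 (thinned) and 14.4 (200 genes). The mitochondrial limit of 10% is the exception, since it removed 42 Sham and 239 TBI cells of the class.

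The macrophage-like difference of 3.45 points became 7.76 with fibroblast-like cells left out of the denominator and 13.8 over immune classes alone, as leaving out classes that grew raises the remaining shares by a larger factor in TBI than in Sham. It stayed between 2.22 and 4.57 in the 10 alternatives that keep the denominator. The B-like difference of -11.6 points became -9.55 with the filters off, the cause was not tested, and lay between -12.9 and -10.3 in the other 11. The dendritic-like difference of -1.49 points reversed to 0.28 over immune classes alone, where the same holds. The endothelial-like difference, within its interval of 0, changed sign with doublets removed and with 40 components.

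For macrophage subclusters 17 of 22 values stayed and 5 moved. The Ferritin-like difference of -4.17 points became -16.2 at a resolution of 0.4, -11.7 with thinned cells and -10.3 with named subclusters alone. With thinned cells the Anti-Inflammatory-like difference of 13.8 points became 6.56, and the Resolution Phase-like difference of -0.31 points, whose sign is not distinguished from 0, became 5.3. The cause was not tested. A resolution of 1.6 gave no value for the Anti-Inflammatory name and 0.4 none for the Resolution Phase name. All 9 values for T-like and NK-like subclusters and all 11 for B-like ones stayed.

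A gene ratio is said to have reversed when its counting interval leaves out 0 and its sign changed. Of 1432 alternative values for 193 gene ratios, 1223 stayed, 188 moved and 21 reversed. A sign opposite to the reported value was seen in 129, most of them for ratios whose interval holds 0, among them Aldh1a2 in fibroblast-like cells, which went from 0.15 to -1.15 with thinned cells and to -1.81 with doublets removed. Leaving mitochondrial, ribosomal-protein and hemoglobin genes out of the total kept 191 of 191 within their intervals, and TMM scaling 188. TMM scaling shifts all genes of a class by at most 0.07 in the 5 larger classes, but by -0.43 in neutrophil-like, -0.16 in pericyte-like and -0.16 in pineal gland-like cells. Thinning to 1000 UMIs kept 123 of 191 and the mean over cells 139. Of the 5 tallies of genes above 0, 34 of 35 values stayed within 1.5 times. The exception was the 2 of 4 interferon genes of Fig. 2d, which became 4 with the mean over cells.

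The reversals in fibroblast-like cells were as follows, and their causes were not tested except where named. With the mean over cells, Ptgds went to -0.18, Mgp to 0.11, Col3a1 to 0.21 and Postn to 0.23. With thinned cells, Csf1r went to -0.83, Mrc1 to -0.62, Ptgds to -0.95 and Postn to 0.13. With predicted doublets removed, which leaves 38 Sham and 329 TBI cells under the name, Egr1 went to -0.24, Ptgds to -0.76, Spp1 to 1.82, Postn to 0.80 and Sbsn to -0.34. With cells assigned by their own markers, H2-Aa went to -1.09. For Spp1 and for Postn nearly all Sham UMIs sit in 3 cells of each gene. Without the 3 Sham cells that rank highest over Spp1, Acta2, Postn and Timp1 together, which leaves 21 Spp1 and 2 Postn UMIs, Spp1 has a ratio of 1.47 and Postn of 1.74. No TBI cell was left out in turn, so these ratios show only that both falls rest on those 3 Sham cells. Whether the setting dropped these cells was not tested.

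In macrophage-like cells Apoe went to 0.053 with cells assigned by their own markers and to 0.0041 with migratory dendritic-like cells added, and Iglv1, whose Sham UMIs all come from 1 cell, to 0.40 without doublets. Sem1 in T-like cells went to -0.040 and Ccl5 in dendritic-like cells to -0.25 with thinned cells. Cd52 in B-like cells went to 0.034 with the mean over cells and to 0.080 in B-like clusters alone. The causes for Apoe, Sem1, Ccl5 and Cd52 were not tested.

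The interferon-induced list in macrophage-like cells stayed above 0 in all 8 alternatives, from 0.22 to 0.34. It moved to 0.34 with the mean over cells and to 0.30 with at least 500 genes per cell. The oxidative phosphorylation list in fibroblast-like cells also stayed above 0, from 0.027 to 0.16, moving to 0.027 with the mean over cells, where it stood at percentile 31.3 of random lists, and to 0.057 with thinned cells. The extracellular matrix list, at -0.07, reversed to 0.21 with the mean over cells and to 0.067 with thinned cells. The cause was not tested in each case.

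The median share of cells with a dissociation-induced gene, 9.91% in Sham and 12.0% in TBI, became 4.33% and 6.16% with at least 2 UMIs and 4.29% and 6.05% with thinned cells, as a stricter threshold or fewer UMIs per cell must lower it. All 14 values for layer markers stayed, though 4 of them had the opposite sign, and all 4 for the cell filters stayed.

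Depth limits what the smaller sums can show. In fibroblast-like cells 3 counts correspond to 8.2 CPM in Sham and 1.32 in TBI, so genes such as Csf1r and Mrc1 rest on a handful of Sham UMIs. In the small simulated class 53.4% of changed genes had an interval without 0, against 72.3% in the large one.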

Differences from the paper's values

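The alternatives named here were set before the data were examined, except the tests with named subclusters alone, B-like clusters alone, and macrophage-like with migratory dendritic-like clusters, which were chosen only after the values were seen. The paper's shares come from its Table 1 and supplementary tables, and its log2 values from tables whose error is the standard error of the fitted log2 fold change (neither an SD nor an SEM over mice). The paper's model took cells as replicates, while the values here are ratios of 2 sums with no replicate. The classes here were rebuilt, so a class need not hold the same cells as the paper's. Counts are said to differ when more than 1.5 times apart, shares when this far apart and also by more than the counting error, and log2 values when the sign is another or the gap exceeds the larger error. By these limits none of 6 cell counts differed, though they are not equal (2043 Sham and 3773 TBI cells after all filters, and the paper has 2049 and 3775), and of 32 shares of cells 1, of 10 shares of macrophages 3 and of 26 log2 ratios 6.

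NK-like cells made up 2.28% of TBI cells, and the paper's value is 1.459%. The values no longer differ at a resolution of 0.4 (1.33), with at least 500 genes (1.49), with the filters off (1.25), with a mitochondrial limit of 10% (1.5) and with thinned cells (1.11). They still differ at a resolution of 1.6, with doublets removed, with 40 components and with cells assigned by their own markers.

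The Ferritin-like subcluster held 21.6% of reclustered macrophages in Sham and 17.4% in TBI, and the paper's values are 42.16% and 28.39%. The Anti-Inflammatory-like subcluster held 9.51% in Sham, and the paper's value is 17.16%. At a resolution of 0.4 these were 43.4%, 27.2% and 17.0%, and with cells thinned before clustering 36.2%, 24.6% and 13.4%, none of which differs from the paper's. They still differ with doublets removed, and the 2 Ferritin-like values at a resolution of 1.6, where no subcluster has the Anti-Inflammatory name. Counting named subclusters alone, a setting chosen after seeing the values, gave 34.7%, 24.5% and 15.3%, which do not differ, but puts the Sham share of the Resolution Phase-like subcluster at 25.6% against the paper's 15.93%, so that 1 of the 10 shares newly differs.

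In macrophage-like cells Ifnar1 had a log2 ratio of -0.0011, and the paper's value is 0.127. The signs differ. The values no longer differ with at least 500 genes (0.03) and with cells assigned by their own markers (0.05), and also with migratory dendritic-like cells added (0.01), a setting chosen after seeing the values that drops none of the 6 genes compared in this class. The sign still differs without mitochondrial, ribosomal-protein and hemoglobin genes, with TMM scaling, and with doublets removed, and the size with the mean over cells (0.56) and with thinned cells (0.38).

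In fibroblast-like cells Cd302 had -0.033 (the paper's value 0.00935), Tpm3 -0.020 (the paper's 0.108) and Mgp -0.11 (the paper's 0.0938). Cd302 no longer differs with TMM scaling (0.02), Tpm3 without mitochondrial, ribosomal-protein and hemoglobin genes (0.01) and with TMM scaling (0.04), and Mgp with the mean over cells (0.11). TMM scaling and the change of total shift all genes of the class by 1 constant each, and the intervals of Cd302 and Tpm3 hold 0, so their change of sign says little. All 3 still differ with thinned cells, at least 500 genes, doublets removed and cells assigned by their own markers. Cd302 and Mgp also differ without the 3 gene groups, Cd302 and Tpm3 with the mean over cells, and Mgp with TMM scaling.

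In B-like cells Cd79b had -0.0053 (the paper's value 0.010) and Hmgb1 0.45 (the paper's 0.209). Neither differs with at least 500 genes (0.02 and 0.25) or with cells assigned by their own markers (0.0003 and 0.27), and both still differ without the 3 gene groups, with TMM scaling, the mean over cells, thinned cells and doublets removed. In B-like clusters without the immature cells, a setting chosen after seeing the values, Cd79b had 0.03 and Hmgb1 0.24, which do not differ, and none of the 8 genes compared in this class is dropped.

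Several statements of the paper go another way here, or are set beside a finer split of the cells. The paper names Irf5 among genes raised in macrophages, while its own table lists it as down, and the ratio here was -0.04. It was above 0 with the mean over cells (0.17) and with doublets removed (0.0078). Of the 4 genes of that group 2 lay above 0. Collagen genes are predicted as activated targets, and Col1a1 (0.33) and Col1a2 (0.14) were higher in TBI fibroblast-like cells while Col3a1 was lower (-0.33), except with the mean over cells (0.21). The Resolution Phase subset is stated to grow, and its share here differed by -0.31 points, with 0.07 points when doublets were removed and 5.3 when cells were thinned before clustering. Ferritin genes are given as the mark of the Ferritin subset. In the finer split here Ftl1 stood at 23545 CPM in an unnamed hemoglobin-led subcluster and at 22650 in the Ferritin-like one. Mrc1, given for the Anti-Inflammatory subset, stood at 1591 CPM there and at 3032 in a Lyve1-led subcluster. At the lower clustering resolution the shares of both named subclusters did not differ from the paper's. Whether the paper's subsets also hold the unnamed subclusters was not tested, so these Ftl1 and Mrc1 values do not contradict its statements. The paper states that few cells express dissociation-induced genes. Here 10 of the 20 genes were found in over 10% of cells in each library at full depth, and 7 with cells thinned to 1000 UMIs. Il1rl1, given for the Th2 subset, stood at 434 CPM in the subcluster like it and at 717 in a shallow unnamed one.

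Some values of the paper's tables do not match their labels. The text gives an adjusted p-value limit of 0.1, while its counts of genes are close to those the tables reach at 0.05. For macrophages the tables hold 322 genes up and 369 down at 0.05 and 401 and 427 at 0.1. For fibroblasts the numbers are 369 and 320, and 423 and 360, and for B cells 104 and 158, and 126 and 187. The numbers of up genes in the text are slightly below these for macrophages, fibroblasts and B cells. Log2 fold changes of 16.0 for Csf1r (the value of the paper) and more for Mrc1 and Ighv14-4 in the same tables lie far above the ratios found here. Csf1r had 3 and 87 UMIs in fibroblast-like cells here, a ratio of 2.01, Mrc1 6 and 95 (1.25), and Ighv14-4 9 and 76 in B-like cells (3.31).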

Other observations

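Tests chosen only after the result was seen were those on the yield of immune cells, the hemoglobin filter, the B-like share, a shift of list genes in every class, free fibroblast and red-cell RNA, macrophage-mixed cells, CD3 subunits, Trac, free mast cell RNA, migratory dendritic cells, clotting-related cells and the minimum of 200 genes. That on the Ferritin-like and hemoglobin-led subclusters together needed the clusters to be seen first. The others were set beforehand.

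The larger fibroblast-like share in TBI was weighed against 3 technical explanations. Shallow or nucleus-like barcodes are argued against by the difference among cells with at least 2000 UMIs, 12.9 points (10.9 to 14.8). A lower yield of immune cells should raise every non-immune class by about the same factor, but the endothelial-like share had a ratio of 1.00 between TBI and Sham beside 3.4 for fibroblast-like cells. Loss of red-cell barcodes to the hemoglobin filter took 289 Sham and 174 TBI barcodes. For barcodes outside the class that raises the Sham share more, so it argues against this explanation. With the filters off the difference was 7.21 points (6.17 to 8.24). There 81 Sham and 420 TBI cells of the class fell into unnamed clusters, and with those counted it was 14.1 points. An increase of fibroblasts after injury is a candidate explanation. A difference in dissociation that frees more fibroblasts remains open too, since 1 library per condition leaves it confounded with injury.

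The lower B-like share in TBI is more than a share pushed down by the fibroblast-like cells, since among immune classes alone it differed by -12.2 points (-15.2 to -9.22). Whether fewer B cells or more of other immune cells underlie it cannot be read from shares.

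The higher interferon-induced list in macrophage-like cells was not a matter of subcluster mix: with Sham subclusters weighted to the TBI mix the median was 0.26. Nor did it come from a few cells, as 0.16 remained in 347 Sham and 765 TBI cells without the 5% highest on the list. T-like cells, at -0.21, argue against a shift in every class. A response of macrophages to interferon after injury is a candidate explanation, and a difference between the 2 libraries in handling remains open.

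The oxidative phosphorylation list in fibroblast-like cells leaves 2 technical explanations open. For a different share of nucleus-like cells, the lowest, middle and highest of 3 equal parts of the cells by Malat1 share gave 0.045, -0.17 and 0.095, which go both ways. The sizes of the parts go with it: the highest, where the list is lowest, held 45.1% of Sham and 31.4% of TBI cells. For a shift in every class, macrophage-like cells gave -0.042, but 3 of the 5 large classes lay above 0. The rise cannot be told apart from either, because the medians of both the parts and the classes go both ways.

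Fibroblast marker genes were higher in TBI in 10 other classes, by a median of 2.07, beside 1.81 for the fibroblast-like share of library UMIs. Free RNA from a larger fibroblast share should raise them alike, but the rise in T-like cells, 2.5 (2.17 to 2.86), lay below that in B-like cells, 3.27 (2.91 to 3.67), and in NK-like cells, 4.15 (3.31 to 5.31), so this alone does not account for the pattern. Part of it may still come from free RNA whose amount differs by class, for instance through doublets or cell size, which was not tested.

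Hemoglobin genes were lower in TBI in all 16 classes, with a median of -2.39, from -0.81 in pineal gland-like to -5.24 in migratory dendritic-like cells. Free RNA from red cells cannot be told apart from a change in the cells, since the TBI library has fewer hemoglobin-rich barcodes and the size of the fall varies between classes.

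Immune genes in TBI fibroblast-like cells have at least 2 sources to weigh. Macrophage-mixed cells account for most UMIs of several genes: a subcluster of 1 Sham and 15 TBI cells with C1q genes held 88.7% of the Pf4 UMIs, 81.1% of Mrc1 and 85.1% of Csf1r. Without that subcluster Mrc1 keeps 0 Sham and 18 TBI UMIs and Csf1r 0 and 13, too few to give a sign. H2-Aa also falls, from 686 to 253 TBI UMIs, but these cells do not account for all of it, as its ratio without them was 2.03 (1.19 to 3.17). Free RNA from macrophages cannot be told apart from expression by these cells: 2 of 5 immune genes were higher in fibroblast-like cells than in both endothelial-like cells and pericyte-like cells in both libraries, and 3 were not. With cells assigned by their own markers H2-Aa reversed to -1.09.

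The smaller Ferritin-like share in TBI is not explained by depth, since with Sham cells weighted to the TBI depth the difference was -5.54 points (-10.4 to -0.82). Together with the hemoglobin-led subcluster, depth takes part of the difference but not all of it, as -17.3 points (-22.9 to -11.6) shrank to -10.9 (-15.8 to -6.33). The loss of red-cell RNA in the TBI library may take part in the change.

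In macrophage-like cells 90.8% of the 916 TBI UMIs of Cpa3, Cma1, Mcpt4 and Tpsb2 came from 5 cells, so a few mast-like cells within the class are the likely source. Free RNA from mast cells is argued against by 652 UMIs of these genes in a single cell. In fibroblast-like cells, the 3 Sham cells with most UMIs of a gene held at least 77.0% of its Sham UMIs for each of Spp1, Acta2, Postn and Timp1, so the low ratios of these genes describe a few cells.

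Cells the paper reads as Th2 cells may be group 2 innate lymphoid cells: with thinned cells, 0 of 159 had a Cd3e UMI, beside 75.1% of T-like and 0.129% of B-like cells. Cd3g was found in 3.14% of them, beside 67.1% of T-like and 5.33% of NK-like cells, though at full depth it stood at 80.1 CPM, above the 33.8 CPM of an NK-like subcluster. Trac, the constant region of the alpha chain, was found in 0% of them and in 21.7% of T-like cells. Trac, Trbc1 and Trbc2 taken together decide nothing, at 18.2% beside 50.2% in T-like and 0% in B-like cells, since NK-like cells, at 18.3%, carry Trbc1 and Trbc2 too. Cells the paper reads as Macrophages 3 may be migratory dendritic cells, as their C1q CPM was 3.13% of that of macrophage-like cells. The clotting-related cells may be monocytes, with Treml4 at 204 CPM, F10 at 94.6 CPM and platelet genes Ppbp and Gp9 at 0. The coagulation factor gene F13a1 is high there, at 777 CPM, but macrophage-like cells have it at 773 CPM. Treml4, F10, Flt3, Ccr7, Cd3e and Trac are among the markers used to name clusters, so these values are not independent of the names.

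The dissociation-induced gene plot in the paper, which shows few points, may draw the neutrophil cluster alone: 0 of its cells had a UMI of Hspa1a, Hspa1b or Gem, while the least common of Junb, Zfp36, Dusp1 and Fos was found in 64.3%. The cell counts the paper states before filtering may already include a minimum of 200 detected genes, as 2261 Sham and 4022 TBI barcodes have at least 200, the numbers the paper gives.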
